# MYPT1-PP1β phosphatase negatively regulates both chromatin landscape and co-activator recruitment for beige adipogenesis

**DOI:** 10.1038/s41467-022-33363-0

**Published:** 2022-09-29

**Authors:** Hiroki Takahashi, Ge Yang, Takeshi Yoneshiro, Yohei Abe, Ryo Ito, Chaoran Yang, Junna Nakazono, Mayumi Okamoto-Katsuyama, Aoi Uchida, Makoto Arai, Hitomi Jin, Hyunmi Choi, Myagmar Tumenjargal, Shiyu Xie, Ji Zhang, Hina Sagae, Yanan Zhao, Rei Yamaguchi, Yu Nomura, Yuichi Shimizu, Kaito Yamada, Satoshi Yasuda, Hiroshi Kimura, Toshiya Tanaka, Youichiro Wada, Tatsuhiko Kodama, Hiroyuki Aburatani, Min-Sheng Zhu, Takeshi Inagaki, Timothy F. Osborne, Takeshi Kawamura, Yasushi Ishihama, Yoshihiro Matsumura, Juro Sakai

**Keywords:** Phosphorylation, Metabolic syndrome, Epigenetics, Histone post-translational modifications

## Abstract

Protein kinase A promotes beige adipogenesis downstream from β-adrenergic receptor signaling by phosphorylating proteins, including histone H3 lysine 9 (H3K9) demethylase JMJD1A. To ensure homeostasis, this process needs to be reversible however, this step is not well understood. We show that myosin phosphatase target subunit 1- protein phosphatase 1β (MYPT1-PP1β) phosphatase activity is inhibited via PKA-dependent phosphorylation, which increases phosphorylated JMJD1A and beige adipogenesis. Mechanistically, MYPT1-PP1β depletion results in JMJD1A-mediated H3K9 demethylation and activation of the *Ucp1* enhancer/promoter regions. Interestingly, MYPT1-PP1β also dephosphorylates myosin light chain which regulates actomyosin tension-mediated activation of YAP/TAZ which directly stimulates *Ucp1* gene expression. Pre-adipocyte specific *Mypt1* deficiency increases cold tolerance with higher *Ucp1* levels in subcutaneous white adipose tissues compared to control mice, confirming this regulatory mechanism in vivo. Thus, we have uncovered regulatory cross-talk involved in beige adipogenesis that coordinates epigenetic regulation with direct activation of the mechano-sensitive YAP/TAZ transcriptional co-activators.

## Abstract (web summary)

How β-AR signaling coordinates epigenetic and transcriptional pathways is unknown. Here the authors show that cold-induced β-AR signaling negatively regulates MYPT1-PP1β phosphatase activity to orchestrate both pathways for beige adipogenesis.

## Introduction

Cold stress is a major threat to mammals; thus, thermoregulation is essential for survival. Uncoupling protein 1 (UCP1) is crucial for thermoregulation in brown adipose tissue (BAT) where its expression in the inner mitochondrial membrane drives the uncoupling of cellular respiration from ATP synthesis to produce heat. In addition to BAT, mammals also induce the appearance of brown-like thermogenic adipocytes in subcutaneous white adipose tissue (scWAT) and this also through the uncoupling activity of UCP1. This metabolic adaptation is referred to as beiging of scWAT and it is induced by selective environmental stimuli, including chronic cold stress, hormonal activation, and pharmacological treatments^1–8^.

Beta adrenergic receptor (β-AR) signaling in scWAT plays a central role in beige adipogenesis in response to norepinephrine (NE) secreted from sympathetic nerves. The resulting increase in intracellular cyclic AMP (cAMP) leads to elevated protein kinase A (PKA) activity that drives coordinated changes in gene expression through transcriptional and epigenetic programs. Despite a fundamental understanding of the mechanism for how PKA signaling drives thermogenesis, there are many gaps that remain elusive. One of the PKA substrates involved in thermogenesis in BAT is Jumonji-C domain-containing 1a (JMJD1A, also known as JHDM2A or KDM3A)^9–11^, which is a demethylase specific for mono- and di-methylated versions of H3K9 (H3K9me1/me2)^1,9^. JMJD1A is also important for beige adipogenesis through a concerted multistep process^1^; (i) β-AR activation results in PKA-dependent phosphorylation of JMJD1A at S265. This phosphorylation nucleates the formation of a complex between JMJD1A with PRDM16, PGC1α, and PPARγ. (ii) This complex is then recruited to enhancer/promoter regions of thermogenic genes (1^st^ step, cold sensing). (iii) pS265-JMJD1A removes repressive H3K9me2 to induce thermogenic gene expression (2^nd^ step, epigenetic re-writing). The beiging process is rapidly reversible^12^, suggesting that dephosphorylation of JMJD1A might be a key regulated step as well. Therefore, an unidentified phosphatase(s) that antagonizes PKA phosphorylation of JMJD1A could be a molecular target for the transient nature of the beiging process in scWAT.

Yes-associated protein 1 (YAP1) and its paralog transcriptional co-activator with PDZ-binding motif (TAZ) function as mechanotransducers of mechanical signals into the nucleus^13^. On activation, cytoplasmic YAP/TAZ translocate into the nucleus and interact with TEA domain (TEAD) transcription factors to activate gene expression^14^. YAP/TAZ activity is regulated by actomyosin tension, which is induced by phosphorylation of myosin regulatory light chain (RLC), thereby mediating the nuclear transduction of mechanical and cytoskeletal signaling pathways^13,15^. Of note, recent studies have shown that actomyosin tension regulates *Ucp1* expression through YAP/TAZ recruitment to the *Ucp1* enhancer in brown adipocytes^16^.

Here, we identify the regulatory and catalytic subunits of myosin phosphatase (MP): myosin phosphatase target subunit 1 (MYPT1) and protein phosphatase 1 catalytic subunit beta (PP1β), respectively, as a phosphatase that dephosphorylates pS265 of JMJD1A. Consistent with this process being a key regulatory step, we demonstrate that MYPT1-PP1β depletion results in an increased and sustained thermogenic capacity of beige adipocytes. We also show that MYPT1-PP1β dephosphorylates RLC which is key to regulating the actomyosin-sensitive YAP/TAZ pathway that mediates transcriptional activation of *Ucp1*. Importantly, upon β-AR activation, MYPT1-PP1β activity is inhibited through T694 phosphorylation of MYPT1 by PKA, enabling efficient ‘on-off’ switch of cold-induced phosphorylation. Therefore, our studies reveal that MYPT1-PP1β is a crucial regulator of beige adipogenesis, and the underlying mechanism involves the coordinate regulation of both epigenetic and direct transcriptional co-factor pathways to amplify the response to by β-AR signaling.

## Results

### Identification of MYPT1-PP1β as a pS265-JMJD1A phosphatase

To search for phosphatase(s) of pS265-JMJD1A (Fig. 1a), JMJD1A and its associated proteins were immunoprecipitated through tandem affinity purification. 3T3-L1 pre-adipocytes were retrovirally transduced with an empty vector or with a vector expressing FLAG-tagged human JMJD1A, and JMJD1A was then subjected to two rounds of immunoprecipitation, first with anti-FLAG and then with anti-human JMJD1A antibodies. Proteins eluted from the second affinity step were subjected to liquid chromatography tandem mass spectrometry (LC-MS/MS) (Fig. 1b). Two independent proteomic analyses (experiments 1 and 2) using JMJD1A co-immunoprecipitates identified components of the myosin phosphatase: MYPT1 and PP1β as potential interacting phosphatase proteins of JMJD1A (Fig. 1c and Supplementary Data 1). The interaction of MYPT1 and JMJD1A was confirmed by direct co-immunoprecipitation analysis in NIH-3T3 cells pre-treated with phosphodiesterase inhibitor 3-isobutyl-1-methylxanthine (IBMX) which raises intracellular cAMP (Fig. 1d). To determine whether MYPT1-PP1β might be responsible for the dephosphorylation of pS265-JMJD1A, immortalized pre-adipocytes from scWAT (im-scWAT) were analyzed by immunoblotting using the pS265 specific antibody. Pretreatment of the cells with calyculin A, a PP1 and PP2A inhibitor, markedly increased the phosphorylation level of JMJD1A (Fig. 1e). We next knocked down MYPT1 using small interfering RNA (siRNA) (Fig. 1f and shown later in Fig. 1i) which also significantly increased pS265-JMJD1A (Fig. 1f). These results suggest that MYPT1-PP1β is a candidate phosphatase for pS265-JMJD1A.

**Fig. 1:**
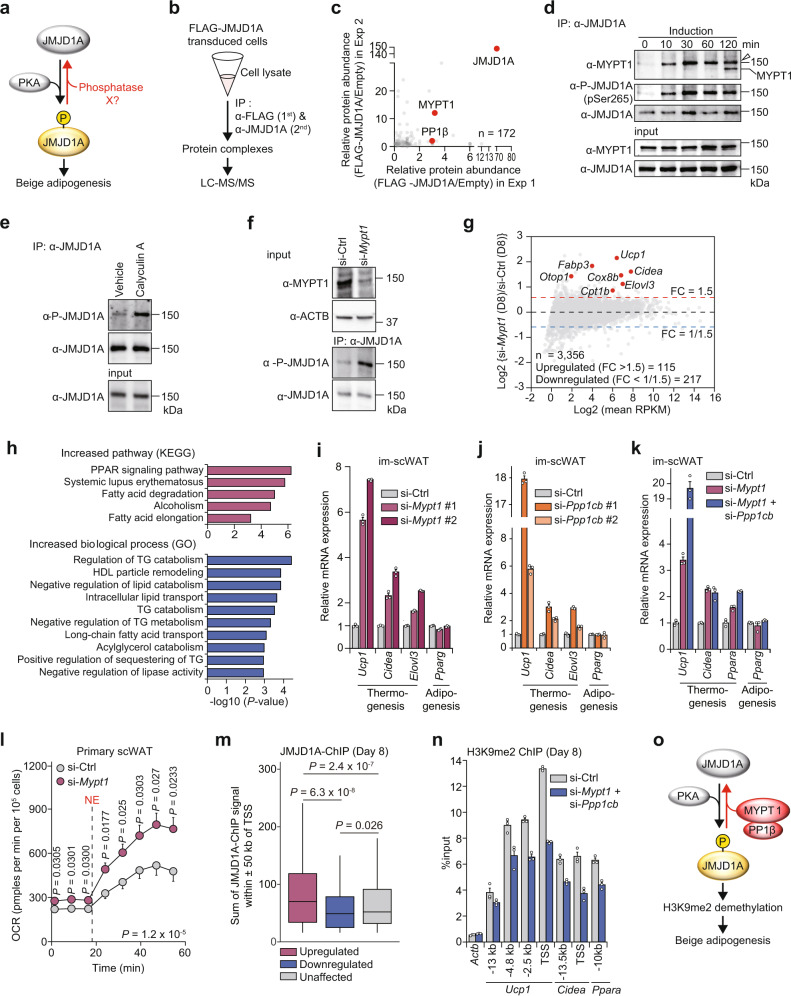
MYPT1-PP1β dephosphorylates pS265-JMJD1A and regulates beige adipogenesis via epigenetic rewriting. **a** The phosphatase of pS265-JMJD1A is unknown. **b** Identification of JMJD1A binding proteins by LC-MS/MS. **c** Proteome scatter plot in (**b**). *X*-axis and *Y*-axis, relative protein abundance (spectrum count) in experiments 1 and 2, respectively. Identified peptide number (*n*). (**d**) MYPT1 and P-JMJD1A co-immunoprecipitation from NIH-3T3 cells after adipogenic induction with IBMX-containing differentiation cocktail. MYPT1 immunoblotting was performed without antibody stripping after P-JMJD1A immunoblotting, resulting in the detection of both MYPT1 and P-JMJD1A (arrowhead). **e**, **f** P-JMJD1A immunoblotting following immunoprecipitation with anti-JMJD1A antibody from day 0 im-scWAT treated with calyculin A in (**e**) or transfected with si-Ctrl or si-*Mypt1* #2 in (**f**). **g** RNA-seq MA plot of beige-selective genes in day 8 primary scWAT cultures of *WT* mice transfected with si-Ctrl or si-*Mypt1* #2. *X*-axis, log2 (mean RPKM). Y-axis, log2 (FC RPKM). The numbers of total (*n*), upregulated, and downregulated beige-selective genes following MYPT1 depletion. **h** KEGG and GO pathway analysis of upregulated genes in (**g**). **i**, **j** Thermogenic and general adipogenic gene mRNA levels in day 8 im-scWAT transfected with indicated siRNA. **k** Thermogenic and general adipogenic gene mRNA levels in day 8 im-scWAT transfected with si-Ctrl, si-*Mypt1* #2, or si-*Mypt1* #2 + si-*Ppp1cb* #1. **l** NE-stimulated increase in OCR of day 8 primary scWAT cultures of *WT* mice transfected with si-Ctrl or si-*Mypt1*. Data are mean ± SEM of five technical replicates. Two-way repeated measures ANOVA, followed by a post hoc Student’s *t* test. **m** Box plot showing JMJD1A binding signal near unaffected, upregulated, and downregulated genes (554, 831, and 37,976 peaks, respectively) by MYPT1 depletion in (**g**). Box shows median and first and third quartiles. Genome-wide analyses were performed once based on JMJD1A ChIP-seq data set in day 8 im-scWAT. *P*-values by two-tailed Mann–Whitney U test. **n** H3K9me2 ChIP-qPCR in day 8 im-scWAT transfected with si-Ctrl, si-*Mypt1* #2 + si-*Ppp1cb* #1. **o** MYPT1-PP1β dephosphorylates pS265-JMJD1A and suppresses beige adipogenesis via epigenetic rewriting. (**d**–**f**, **i**–**l**, **n**) Representative of three (**e**–**f**, **i**–**l**) or two (**d**, **n**) independent experiments. Data are mean ± SEM of three technical replicates in (**i**–**k**, **n**). Source data are provided as a Source data file.

### MYPT1-PP1β negatively regulates beige adipogenesis

To investigate the role of MYPT1-PP1β in beige adipogenesis, we performed knockdown studies in primary pre-adipocytes isolated from the stromal vascular fraction (SVF) of scWAT of wild type (*WT*) mice. A control siRNA (si-Ctrl) or an siRNA targeting *Mypt1* (si-*Mypt1*) was transfected into the pre-adipocytes (Supplementary Fig. 1a, b) and we performed RNA-sequencing (RNA-seq) on total RNA prepared at (day 0), or following beige adipocyte differentiation (day 8) (Fig. 1g). 

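The authors deposited, for each of the 4 conditions (si-Ctrl and si-Mypt1 at day 0 and at day 8), the number of reads counted on each of 37310 genes of the GENCODE M1 annotation and the RPKM derived from it, which scales the count by exon length and by the reads on genes in the library. Each condition was measured in 1 library, so no difference between conditions has a replicate check, and the intervals given with ratios are exact 95% Clopper-Pearson intervals from the read counts, which cover counting error only. Reads on genes numbered 32530228 in si-Ctrl and 36457303 in si-Mypt1 cells at day 0, and 37664060 in si-Ctrl and 35890628 in si-Mypt1 cells at day 8. For a gene with 1 kb of exons, 3 reads, taken as the smallest detectable number, correspond to between 0.0797 and 0.0922 RPKM in these libraries. Mypt1, listed as Ppp1r12a (ENSMUSG00000019907.8), lies on chromosome 10 of mm9 from 107599249 to 107714631. Its level at day 0 was 20.0 RPKM (2263 reads) in si-Ctrl and 3.16 RPKM (401 reads) in si-Mypt1 cells, a log2 ratio of -2.66 (interval -2.82 to -2.51). At day 8 it was 10.1 RPKM in si-Ctrl and 4.66 RPKM in si-Mypt1 cells, a log2 ratio of -1.11 (interval -1.26 to -0.97). With a pseudocount of 1 RPKM, the alternative that moved these ratios most, they were -2.33 at day 0 and -0.97 at day 8.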

Among 3,356 beige-selective genes (fold change (FC) of reads per kilobase million (RPKM) (si-Ctrl day 8/si-Ctrl day 0 > 1.5)), 115 genes (Supplementary Table 1) were increased by MYPT1 depletion (FC of RPKM (si-*Mypt1* day 8/si-Ctrl day 8 > 1.5)). These include thermogenic genes such as *Ucp1*, *Fabp3*, *Cidea*, *Cox8b*, *Otop1*, *Elovl3*, and *Cpt1b*. 

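With the ratio of deposited RPKM above 1.5 between si-Ctrl day 8 and si-Ctrl day 0, RPKM above 1 in si-Ctrl day 8 and no pseudocount, 3356 genes were beige-selective, of which 91 had no read at day 0. Of these, 115 had an RPKM ratio above 1.5 in si-Mypt1 against si-Ctrl cells at day 8, and 217 had a ratio under 1/1.5. The counting interval of the ratio excluded 1 for 112 of the increased and 178 of the decreased genes. Each gene's day 8 reads were split at random between the libraries in proportion to their depth. Over 100 draws, this gave on average 25.0 increased and 23.8 decreased beige-selective genes. The beige-selective genes were held fixed in these draws, although they were chosen partly on the si-Ctrl day 8 reads. A si-Ctrl day 8 count that is high by counting error favours both that choice and a decreased call. The draws can thus understate the decreased genes that counting error gives. The increased genes had a median of 938 reads in the day 8 libraries together and the decreased genes a median of 327. Requiring ratios past 2 moved the number of increased genes most, to 26, and requiring the whole interval to be past the threshold moved the number of decreased genes most, to 42.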

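At day 8, the RPKM of Ucp1 (chromosome 8 of mm9) was 40.4 in si-Ctrl cells (2499 reads) and 178 in si-Mypt1 cells (10491 reads), a log2 ratio of 2.14 (interval 2.08 to 2.20). The log2 ratio was 1.83 for Fabp3 (interval 1.63 to 2.03), 1.60 for Cidea (1.56 to 1.64), 1.45 for Cox8b (1.34 to 1.56), 1.42 for Otop1 (1.22 to 1.62), 1.11 for Elovl3 (1.07 to 1.16) and 0.85 for Cpt1b (0.81 to 0.90). Fabp3 overlaps Gm10570 and Zcchc17 and shares sequence with its pseudogene Fabp3-ps1, Cidea overlaps B430212C06Rik, Elovl3 overlaps Pitx3 and Cpt1b overlaps Chkb, so the counts of these 4 genes are uncertain where reads could have been assigned to either gene. Ucp1, Cidea, Cox8b, Otop1 and Elovl3 had no read in si-Ctrl cells at day 0. Over the 10 thermogenic genes named by the paper with RPKM above 1 at day 8, the median log2 ratio was 1.27. It was higher than in all 10000 random lists of the same size matched on mean expression. This median lay between 1.11 and 1.44 under the alternatives, lowest with a pseudocount of 1. The paper names 7 of these 10 genes as increased in these same libraries. Their place above the random lists thus follows largely from that choice and is no separate test.

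**Figure D1:**
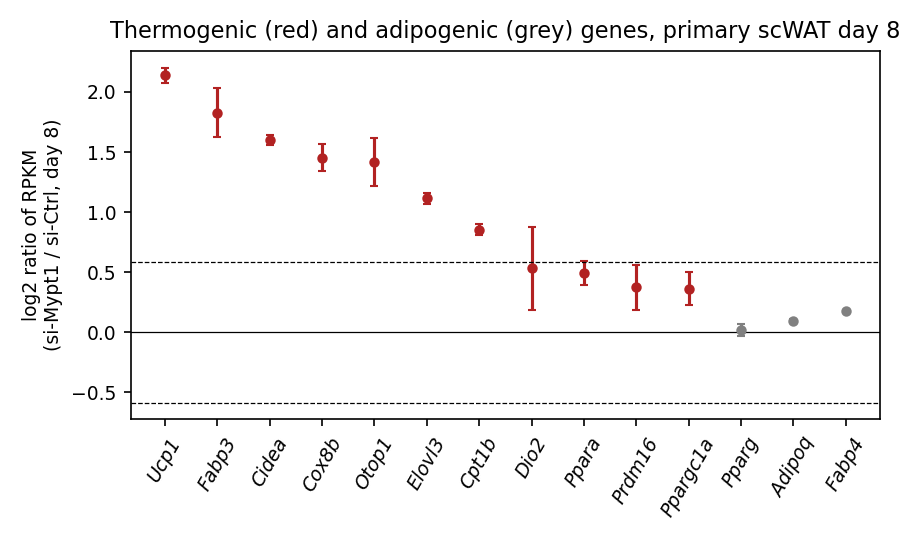
Log2 ratio of RPKM in si-Mypt1 against si-Ctrl primary scWAT at day 8 for thermogenic genes (red) and general adipogenic genes (grey), from 1 library per condition. Bars are 95% counting intervals and dashed lines mark ratios of 1.5 and 1/1.5. The points run from 2.14 for Ucp1 to 0.02 for Pparg.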

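The increased beige-selective genes at day 8 included 5 of the 19 genes on a list of fatty acid oxidation genes: Cpt1b, Fabp3, Acaa2, Hadha and Ehhadh. All 19 were beige-selective, and all 19 had a higher RPKM in si-Mypt1 than in si-Ctrl cells, with a median log2 ratio of 0.45 that exceeded every random list. Acaa2 rose from 228 to 413 RPKM, Hadha from 145 to 218 RPKM and Ehhadh from 15.6 to 23.5 RPKM. Hadha overlaps Fam59b and Ehhadh a U6 gene, so their counts are uncertain. Replication-dependent histone genes gave 7 of the increased genes, out of 13 that were beige-selective. They were Hist1h2be, Hist1h2bg, Hist1h4b, Hist1h4c, Hist1h4h, Hist2h2aa1 and Hist2h2aa2, with log2 ratios from 0.62 for Hist1h2bg to 1.76 for Hist1h4b. These histone genes have near-identical copies whose reads the counting could have split between copies, so their single values are uncertain.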

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis revealed that these 115 genes were associated with pathways such as PPAR signaling (Fig. 1h, top). In addition, Gene Ontology (GO) enrichment analysis showed that these genes were associated with GO terms such as regulation of lipid catabolism (Fig. 1h, bottom). 

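Among the genes of Supplementary Table 1 with known roles in lipid transport and storage, chosen after their values were seen, the log2 ratio at day 8 was 1.22 for Lipg (interval 0.98 to 1.47), 0.97 for Pltp (0.91 to 1.02), 0.72 for Apoc3 (0.22 to 1.24) and 0.71 for Plin5 (0.62 to 0.79). Pltp overlaps Ctsa, so its count is uncertain. Apoc3 rested on 54 reads in si-Ctrl and 85 reads in si-Mypt1 cells.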

We confirmed several of the affected genes from the RNA-seq results by quantitative PCR (qPCR) (Fig. 1i, Supplementary Fig. 1b, c). 

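In the RNA-seq libraries of primary scWAT at day 8, the cells and day of Supplementary Fig. 1b, the 3 general adipogenic genes named by the paper differed little between si-Ctrl and si-Mypt1 cells. Pparg was at 95.0 and 96.2 RPKM, Adipoq at 1536 and 1638 RPKM, and Fabp4 at 21495 and 24294 RPKM, in si-Ctrl and si-Mypt1 cells respectively. Their median log2 ratio of 0.09 was at percentile 58.7 of the random lists. Over a broader list of adipocyte genes, 19 of 23 were higher in si-Mypt1 cells and 4 lower, with a median of 0.17 at percentile 98.2, and none passed 1.5-fold. Among thermogenic genes below the 1.5-fold threshold, the log2 ratio was 0.53 for Dio2 (interval 0.19 to 0.88), 0.49 for Ppara (0.39 to 0.59), 0.37 for Prdm16 (0.19 to 0.56) and 0.36 for Ppargc1a (0.23 to 0.50). Dio2 was under 1 RPKM in both libraries, at 0.557 RPKM in si-Ctrl and 0.805 RPKM in si-Mypt1 cells. Dio2 overlaps Gm16738 and Prdm16 overlaps Gm13133 and Gm13134, so their counts are uncertain. From Oil red O staining, in which lipid did not differ after MYPT1 depletion, the paper states that MYPT1 regulates specific thermogenic genes. The same figure panels also show its qPCR of thermogenic and general adipogenic genes.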

Oil red O staining showed that lipid accumulation (i.e., general adipogenesis) is not affected by MYPT1 depletion (Supplementary Fig. 1b, c, inset), indicating MYTP1 regulates specific thermogenic genes during adipogenesis. *Ucp1* expression was also significantly increased to a far higher level in beige adipocytes from MYPT1-depleted im-scWAT cells compared to si-Ctrl derived cells in a time- and dose-dependent manner by isoproterenol (ISO), a non-selective β-AR agonist (Supplementary Fig. 1d). The effect was selective as knockdown of PP1β by siRNA targeting *Ppp1cb* (si-*Ppp1cb*) resulted in altered thermogenic gene activation but there was no effect following knockdown of either PP1α (si-*Ppp1ca*) or PP1γ (si-*Ppp1cc*) (Fig. 1j, Supplementary Fig. 1e–g). Moreover, double knockdown of MYPT1 and PP1β further induced *Ucp1* expression compared to single MYPT1 knockdown (Fig. 1k). As the specificity of myosin phosphatase function is mediated through MYPT1^17,18^, we hereafter focused on investigating MYPT1. The results in Fig. 1l show that MYPT1 depletion also increased NE-stimulated oxygen consumption rate (OCR). To examine a connection with JMJD1A and MYPT1, we combined the RNA-seq data in Fig. 1g with JMJD1A chromatin immunoprecipitation sequencing (ChIP-seq) data in im-scWAT differentiated beige adipocytes^1^. JMJD1A binding was enriched near the genes that were increased following MYPT1 depletion compared with genes that were either downregulated or unaffected (Fig. 1m). Since JMJD1A controls thermogenic program through histone demethylation, we measured H3K9me2 levels on enhancer/promoter regions of *Ucp1*, *Cidea*, and *Ppara* genes in MYPT1-depleted cells. During beige adipogenesis, H3K9me2 levels were reduced on these regions (Supplementary Fig. 1h) as we previously reported^1^. Importantly, MYPT1 and PP1β depletion resulted in further reduction of H3K9me2 levels at these same regions (Fig. 1n). Together, these data indicate that MYPT1-PP1β negatively regulates beige adipogenesis through the dephosphorylation of pS265-JMJD1A, leading to the modulation of H3K9me2 (Fig. 1o).

### MYPT1 targets RLC phosphorylation during beige adipogenesis

JMJD1A is an epigenetic modifier that changes chromatin architecture but is not a transcription factor. Inactivation of MYPT1-PP1β resulted in marked *Ucp1* induction to a level much higher than we initially expected. This promoted us to hypothesize that an additional signaling pathway, in addition to the epigenetic program we identified in our previous study^1^, might be targeted by MYPT1-PP1β. Therefore, we performed two distinct phosphoproteomic analyses in im-scWAT cells using both label-free and isobaric tag labeling approaches. These two approaches revealed that phosphorylation levels of 64 and 33 phosphopeptides were markedly increased by MYPT1 depletion, respectively (Fig. 2a, b, Supplementary Fig. 2a). The myosin regulatory light chain (RLC) was identified by both approaches (Fig. 2a, b). When all the potential phospho-proteins were subjected to KEGG pathway analysis, several of the pathways contained the RLC gene (Fig. 2c, d). Interestingly, T18/S19 phosphorylation of RLC (Supplementary Fig. 2b) is crucial for the generation of actomyosin tension, which is important for *Ucp1* regulation by the hippo pathway transcriptional co-activators YAP and TAZ in brown adipocytes^16^. Thus, we hypothesized that MYPT1-PP1β might couple the epigenetic regulation of *Ucp1* by JMJD1A with YAP/TAZ regulation by RLC induced actomyosin tension and this might explain the very high level of *Ucp1* induction by MYPT1 depletion. To test this hypothesis, we first, performed double knockdown of MYPT1 and myosin light chain kinase (MYLK), a kinase responsible for the phosphorylation of RLC^18,19^ (Supplementary Fig. 2c). MYPT1 depletion induced both thermogenic gene mRNA and RLC phosphorylation as expected, and this was reduced by additional depletion of MYLK (Fig. 2e, f, and Supplementary Fig. 2d), suggesting that MYPT1-PP1β negatively regulates *Ucp1* expression by antagonizing MYLK-mediated RLC phosphorylation. To further investigate the importance of RLC phosphorylation, we transduced retroviral vectors expressing WT or a phospho-defective mutant human RLC (Thr18-to-Ala/Ser19-to-Ala (TA/SA)-human RLC) into im-scWAT cells (Fig. 2g, Supplementary Fig. 2e). Consistent with our model, expression of phospho-defective RLC markedly reduced thermogenic gene induction by MYPT1 depletion (Fig. 2h, Supplementary Fig. 2f). In addition, inhibition of actomyosin tension during beige adipogenesis using blebbistatin, a myosin II inhibitor^20^, profoundly reduced thermogenic gene induction by MYPT1 depletion (Fig. 2i, Supplementary Fig. 2g). Collectively, these results identify the phospho-RLC-mediated signaling pathway as a crucial pathway for *Ucp1* regulation by MYPT1-PP1β (Fig. 2j).

**Fig. 2:**
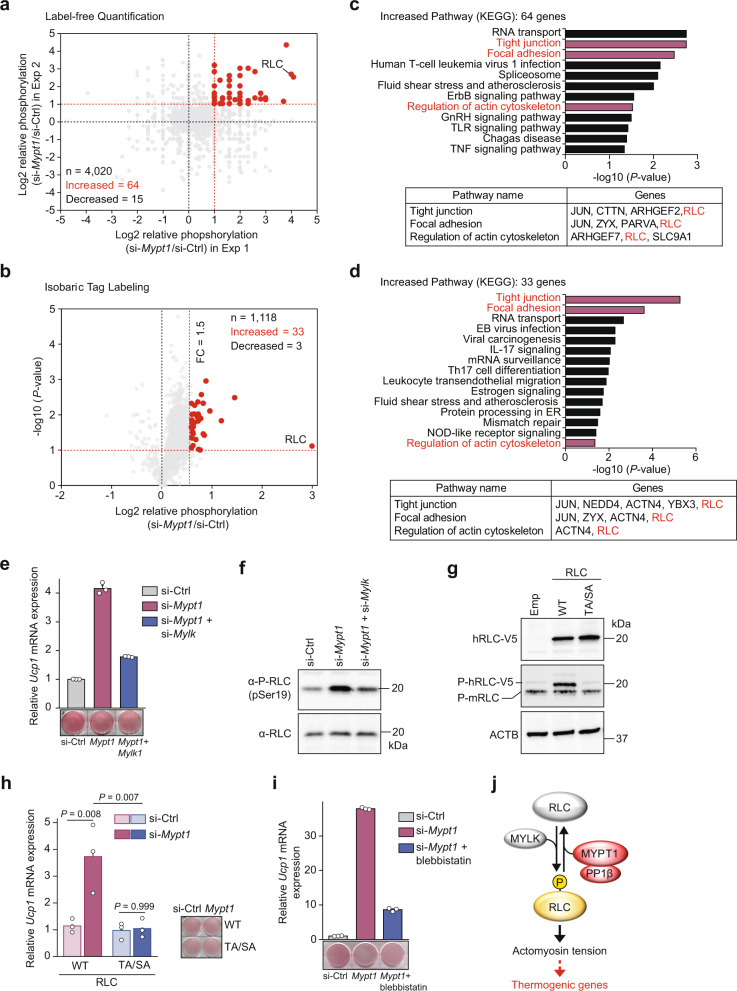
MYPT1-PP1β targets RLC phosphorylation for beige adipogenesis. **a** Scatter plot of si-*Mypt1* #2/si-Ctrl phosphoproteome in day 0 im-scWAT (Label-free Quantification) (Experiments 1 and 2). *X*-axis and *Y*-axis, log2 FC of total spectrum count in Experiments 1 and 2, respectively. Number of total phosphopeptides (n), phosphopeptides with increased (Increased: FC > 2) and decreased (Decreased: FC < 0.5) phosphorylation levels by MYPT1 depletion. **b** Volcano plot of si-*Mypt1* #2/si-Ctrl phosphoproteome in day 0 im-scWAT (Isobaric Tag Labeling) (the same samples were subjected to LC-MS/MS for three times as technical replicates to verify measurement accuracy). *X*-axis, log2 FC of reporter ion intensity: *Y*-axis, −log10 *P*-value of reporter ion intensity change. The number of total phosphopeptides (**n**), phosphopeptides with increased (Increased: FC > 1.5, *P*-value < 0.1) and decreased (Decreased: FC < 1/1.5, *P*-value < 0.1) phosphorylation levels by MYPT1 depletion. **c**, **d** KEGG pathway analysis of 64 and 33 peptides phosphorylated by MYPT1 depletion in (**a**) and (**b**), respectively (upper). Enrichment of pathways including RLC (bottom). **e** *Ucp1* mRNA levels in day 8 im-scWAT transfected with si-Ctrl, si-Ctrl + si-*Mypt1* #2, or si-*Mypt1* #2 + si-*Mylk* (upper). ORO staining on day 8 (bottom). **f** P-RLC and RLC immunoblotting from day 0 im-scWAT transfected with si-Ctrl, si-*Mypt1* #2 + si-Ctrl, or si-*Mypt1* #2 + si-*Mylk*. **g** V5, P-RLC, or ACTB immunoblotting from WT- or T18A/S19A-human RLC-transduced im-scWAT on day 0. **h** *Ucp1* mRNA levels in WT- or T18A/S19A-human RLC-transduced im-scWAT on day 8 transfected with si-Ctrl or si-*Mypt1*#2 (left). Data are mean ± SEM of three biological replicates. One-way ANOVA with Tukey’s multiple comparisons test. ORO staining on day 8 (right). **i** *Ucp1* mRNA levels in day 8 im-scWAT treated with si-Ctrl, si-*Mypt1*#2, or si-*Mypt1* #2 + blebbistatin (top). ORO staining on day 8 (bottom). **j** RLC phosphorylation and resultant actomyosin tension is pivotal for MYPT1-mediated *Ucp1* regulation. **e**, **f**, **g**, **i** Representative of three (**e**, **i**) or two (**f**, **g**) independent experiments. Data are mean ± SEM of three technical replicates in (**e**) and (**i**). Source data are provided as a Source data file.

### MYPT1 orchestrates epigenetic and transcriptional pathways

Taken together, our data suggest that phospho-JMJD1A-mediated histone demethylation pathway and phospho-RLC induced actomyosin tension and its downstream signaling pathway coordinately promote beige adipogenesis (Fig. 3a). To evaluate this at the molecular level, we performed RNA-seq in MYPT1-depleted im-scWAT cells during beige adipogenesis (day 3) to investigate pathways downstream of MYPT1-PP1β. 

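This RNA-seq was made from 1 si-Ctrl library and 1 si-Mypt1 library of im-scWAT cells, an immortalized scWAT pre-adipocyte line, at day 3 of beige differentiation. Reads on genes numbered 43796234 in si-Ctrl and 47336020 in si-Mypt1 cells, and the deposited counts and RPKM were used as for the primary cells. Ppp1r12a (Mypt1) was at 16.1 RPKM (2448 reads) in si-Ctrl and 8.55 RPKM (1408 reads) in si-Mypt1 cells, a log2 ratio of -0.91 (interval -1.01 to -0.81).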

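Among genes with RPKM above 1 in at least 1 library and at least 100 reads in both libraries together, the 10 largest ratios of si-Mypt1 to si-Ctrl im-scWAT at day 3 were those of Acta1, Gm15270, Ctgf, Krt80, Serpinb9e, Fosb, Fos, Atf3, Cnn1 and Acta2, and the 5 smallest those of Hist1h2ak, Gm8810, Hist1h2ag, E030010N08Rik and Gm10566. Ctgf rose from 3.74 to 59.8 RPKM, a log2 ratio of 4.00 (interval 3.85 to 4.15), and Cyr61 from 67.4 to 218 RPKM, a log2 ratio of 1.69 (1.65 to 1.73). Gm15270 overlaps Ctgf, so reads of one could have been counted for the other, and both values are uncertain. Acta1 overlaps Gm20388, Krt80 overlaps Mir1941 and Gm8810 overlaps BC023719 and H2-Bl, so their counts are uncertain too. Hist1h2ak and Hist1h2ag are replication-dependent histone genes, whose reads could have been split between copies, so their values are also uncertain. Over the 23 genes of a list of YAP/TAZ target genes with RPKM above 1, 17 were higher and 6 lower in si-Mypt1 cells, and their median log2 ratio of 0.31 exceeded every random list. In this list 5 genes passed 1.5-fold upwards (Ctgf, Igfbp3, Ankrd1, Cyr61 and Gadd45a) and 0 downwards. The median was 0.81 for immediate-early genes, 0.52 for SRF and actomyosin genes and 0.26 for cell-cycle genes, each above every random list, and -0.26 for interferon-response genes, below every random list.

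**Figure D2:**
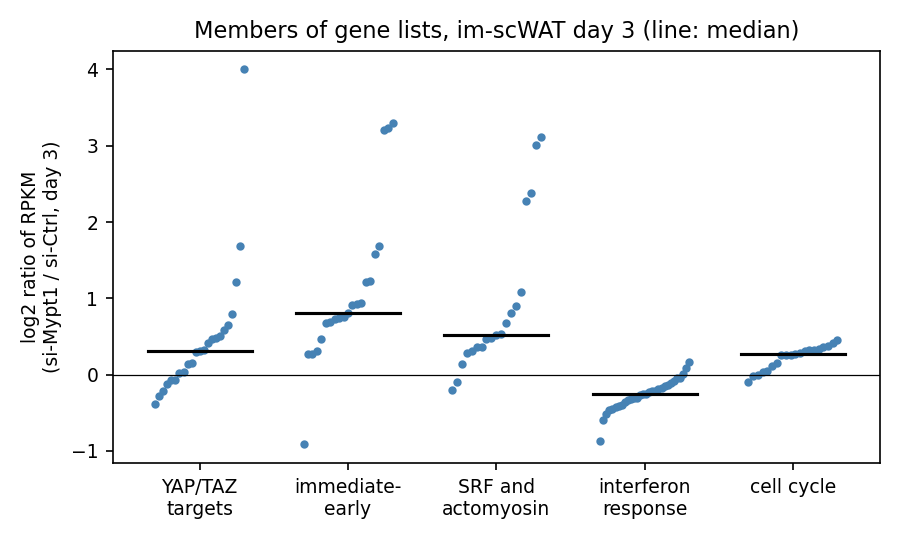
Log2 ratio of RPKM in si-Mypt1 against si-Ctrl im-scWAT at day 3 for each gene (point) of 5 gene lists, sorted within each list, from 1 library per condition. The black line is the list's median, which runs from -0.26 for interferon-response genes to 0.81 for immediate-early genes.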

KEGG pathway analysis of genes that were increased following MYPT1 depletion in the RNA-seq data (Supplementary Fig. 3a) set revealed that these genes were associated with the Hippo signaling pathway (Fig. 3b). In addition, motifs for the transcription factor of (TEAD) were identified in the promoter region of these genes (Fig. 3c). 

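The 2 kb upstream of the annotated 5′ end of the 200 genes with the largest RPKM ratios at day 3 (ratios of 1.89 or more) were searched for the TEAD motif GGAATGY on either strand, in mm9. Of these 200 genes, 139 were protein-coding, 35 had fewer than 20 reads in both libraries together and 2 had no read in si-Ctrl cells. They need not be the paper's 200 genes, and the random lists below were not matched on gene type. The motif was present for 86 of the 200 genes (43%). Random lists of expressed genes matched on mean expression held it in 37.8% on average, with the central 95% of lists between 31.5% and 44%, so the observed share lay at percentile 94.2. Among the alternatives, the percentile fell most with all 552 increased genes, to 69.6 (38.9% of the genes), and rose most with the shorter motif GGAATG, to 99.7 (73.5%). Upstream of Ctgf, GGAATGY occurred at 4 positions of chromosome 10, starting at 24313459, 24315143, 24315208 and 24315217, the nearest 31 bases from the 5′ end of the gene. Upstream of Cyr61 it occurred once, on chromosome 3 from 145313047 to 145313053, 104 bases from the 5′ end. From the qPCR of Ctgf and Cyr61, which follows its pathway and motif results, the paper infers that loss of MYPT1-PP1β raises YAP/TAZ transcriptional activity.

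**Figure D3:**
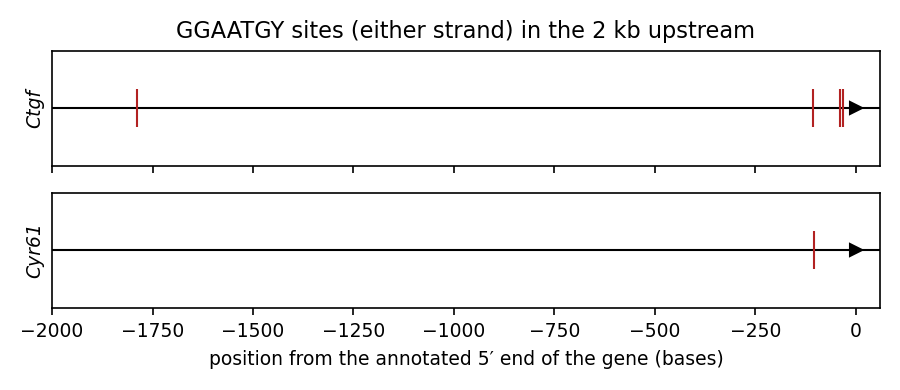
Positions of GGAATGY (red ticks, either strand) in the 2 kb upstream of the annotated 5′ end (black arrowhead, position 0) of Ctgf and Cyr61, in bases. Ctgf has 3 sites within 105 bases of the 5′ end and Cyr61 has 1 site, at 104 bases.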

The YAP/TAZ transcriptional co-activators are key downstream effectors of Hippo signaling pathway^21^. They undergo regulated shuttling between the cytoplasm and nucleus and interact with TEAD transcription factors to activate gene expression^14^. Indeed, qPCR analysis revealed that several known YAP/TAZ target genes (*Ctgf* and *Cyr61*) were upregulated by MYPT1 depletion (Supplementary Fig. 3b), indicating that inactivation of MYPT1-PP1β enhances YAP/TAZ transcriptional activity. It is known that YAP/TAZ activity is regulated by actomyosin tension, thereby mediating the nuclear transduction of mechanical and cytoskeletal signaling pathways^13,15^. A previous report showed that actomyosin tension regulates *Ucp1* expression through YAP/TAZ recruitment to the *Ucp1* enhancer^16^ and consistent with this report, we showed that blebbistatin, a myosin II inhibitor that disrupts actomyosin-dependent regulation through YAP/TAZ, decreases MYPT1-PP1β mediated regulation of *Ucp1* (Fig. 2i). Therefore, we asked whether YAP/TAZ signaling might be involved in *Ucp1* regulation by MYPT1-PP1β in beige adipocytes. Since *Taz* expression was much higher than *Yap* in im-scWAT cells and it increased during beige adipogenesis (Supplementary Fig. 3c), we knocked down TAZ to assess the role of YAP/TAZ signaling. TAZ depletion reduced the expression of *Ucp1* (Supplementary Fig. 3d). Importantly, thermogenic gene induction by MYPT1 depletion was abrogated by TAZ depletion (Fig. 3d, Supplementary Fig. 3e), indicating that MYPT1-PP1β requires the YAP/TAZ signaling for *Ucp1* regulation. Next, to explore the crosstalk between H3K9me2 demethylation and YAP/TAZ activation, we analyzed JMJD1A ChIP-seq data and found that JMJD1A binding on day 4 of beige adipogenesis is enriched near genes from Fig. 3b that were increased following MYPT1 depletion (Fig. 3e). In addition, the location of JMJD1A binding in these upregulated genes were significantly closer to the gene transcription start site (TSS) compared to unaffected genes (Supplementary Fig. 3f). Importantly, TEAD motifs were also enriched in the JMJD1A peaks annotated to genes that were upregulated following MYPT1 depletion (Fig. 3f). However, the TEAD motifs were not found in JMJD1A peaks associated with genes that were downregulated or unaffected by MYPT1 depletion (Supplementary Fig. 3g). We also found that a JMJD1A peak localized to *Ucp1* enhancer regions contains the TEAD motifs (Fig. 3g). These observations prompted us to hypothesize that phospho-JMJD1A-mediated H3K9me2 demethylation is a prerequisite for YAP/TAZ-mediated transcriptional activation of *Ucp1*. To investigate this, we introduced *WT*- or the demethylation defective H1120Y-human JMJD1A mutant into im-scWAT cells and showed that the increased expression of *Ucp1* following si-*Mypt1* was completely blocked following H1120Y-JMJD1A transduction (Fig. 3h). The induction of other thermogenic genes was also inhibited by the transduction of H1120Y-JMJD1A (Supplementary Fig. 3h). We also showed that thermogenic gene expression in im-scWAT pre-adipocytes transduced with H1120Y-JMJD1A was rescued by overexpression of WT-JMJD1A (Fig. 3i, Supplementary Fig. 3i). Furthermore, in im-scWAT overexpressing WT-human JMJD1A, H3K9me2 levels in the *Ucp1* enhancer were reduced by *Mypt1* knockdown (Fig. 3j). In contrast, in H1120Y-human JMJD1A-overexpressing im-scWAT, H3K9me2 levels on the *Ucp1* enhancer were high, and *Mypt1* knockdown hardly reduced H3K9me2 levels (Fig. 3j). These studies strongly suggest that JMJD1A-mediated H3K9me2 is pivotal for the subsequent YAP/TAZ-mediated transcriptional activation of *Ucp1* (Fig. 3k).

**Fig. 3:**
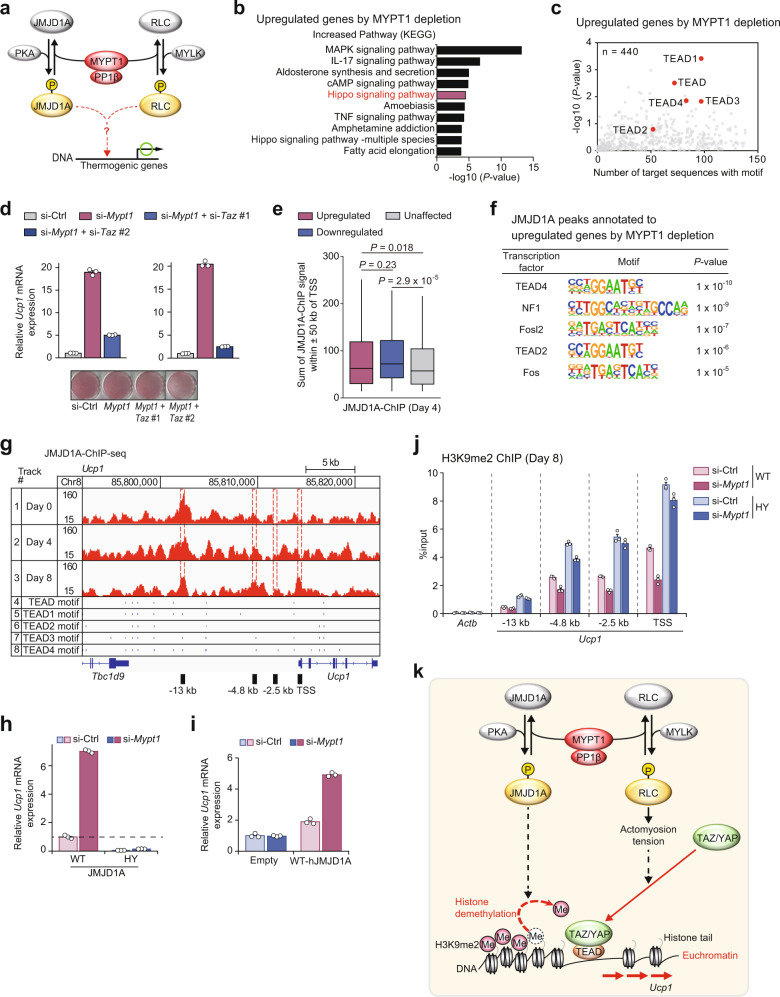
MYPT1-PP1β orchestrates epigenetic and transcriptional pathways for beige adipogenesis. **a** How JMJD1A-dependent and RLC-dependent pathway can be integrated to regulate beige adipogenesis remains elusive. **b** KEGG pathway analysis of top 200 genes upregulated by MYPT1 depletion on day 3 im-scWAT differentiated for beige adipogenesis. **c** Motifs identified in 2 kb upstream region of TSS of upregulated genes by MYPT1 depletion in (**b**). *Y*-axis, −log10 (*P*-value): *X*-axis, the number of sequences containing that motif. **d** *Ucp1* mRNA levels on day 8 in im-scWAT transfected with si-Ctrl, si-*Mypt1* #2 + si-Ctrl, or si-*Mypt1* #2 + si-*Taz* (left: si-*Taz* #1, right: #2). ORO staining on day 8 (bottom). **e** Box plot showing JMJD1A binding signal near unaffected, upregulated (FC > 1.5, RPKM of si-*Mypt1* > 1) and downregulated (FC < 1/1.5, RPKM of si-Ctrl > 1) genes by MYPT1 depletion in day 3 im-scWAT (*n* = 11,681, *n* = 424, and *n* = 229, respectively). The box shows the median, and first and third quartiles. Genome-wide analyses were performed once on the basis of JMJD1A ChIP-seq data set in day 4 differentiated im-scWAT. *P*-values by two-tailed Mann–Whitney test. **f** Motifs identified in JMJD1A peaks on day 4 annotated to upregulated genes by MYPT1 depletion in (**e**) by known motif searching. **g** Genome browser views showing ChIP-seq profiles for JMJD1A on *Ucp1* genomic regions in im-scWAT on day0, 4, and 8 and TEAD motifs located in the regions. **h** *Ucp1* mRNA levels in WT- or H1120Y-human JMJD1A-transduced im-scWAT on day 8 transfected with si-Ctrl or si-*Mypt1* #2. **i** *Ucp1* mRNA levels in empty vector or WT-human JMJD1A-transduced im-scWAT expressing H1120Y-human JMJD1A on day 8 transfected with si-Ctrl or si-*Mypt1* #2. **j** H3K9me2 ChIP-qPCR in day 8 im-scWAT overexpressing WT- or H1120Y- hJMJD1A transfected with si-Ctrl) or si-*Mypt1*#2. **k** MYPT1-PP1β targets phosphorylation of JMJD1A for chromatin accessibility and RLC for YAP/TAZ-mediated transcription to suppress beige adipogenesis. (**d**, **h**–**j**) Representative of three (**h**) or two (**d**, **i**, **j**) independent experiments. Data are mean ± SEM of three technical replicates in (**d**, **h**–**j**). Source data are provided as a Source data file.

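In the day 3 im-scWAT libraries, 13663 genes had RPKM above 1 in at least 1 library. Of these, 552 had a ratio above 1.5 with RPKM above 1 in si-Mypt1 cells, 360 had a ratio under 1/1.5 with RPKM above 1 in si-Ctrl cells, and 12751 were in neither group. Counting error alone gave on average 101 increased and 103 decreased genes over 100 draws. The median number of reads in both libraries together was 477 for the increased genes, 204 for the decreased genes and 2774 for the others. Requiring RPKM above 1 in both libraries gave 386 increased and 234 decreased genes.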

### β-AR-PKA signaling inhibits MYPT1-PP1β phosphatase activity

MYPT1 has consensus sites for protein kinases and its phosphorylation is important for MYPT1-PP1β activity^22–24^. To understand how MYPT1-PP1β activity might be regulated by cold stress/β-AR-PKA signaling, phosphopeptides from im-scWAT cells treated with ISO were analyzed by LC-MS/MS (Fig. 4a). MYPT1 derived peptides that were phosphorylated at T694 (in murine) were detected and its phosphorylation level was significantly increased by ISO stimulation (Fig. 4a–c). T694 of MYPT1 is located within a putative consensus sequence for PKA phosphorylation (Fig. 4d). ISO-induced T694-MYPT1-phosphorylation was confirmed by immunoblotting with a phospho antibody prepared against this motif (Fig. 4e). Moreover, treatment of ISO stimulated cells with the selective PKA inhibitor H89 reduced MYPT1 phosphorylation (Fig. 4f). To investigate the effect of MYPT1 phosphorylation on MYPT1-PP1β activity, we transduced retroviral vectors expressing a WT or phospho-defective (Thr696 in human -to-Ala) mutant human MYPT1 into im-scWAT cells (Supplementary Fig. 4a, b). We simultaneously depleted these cells of endogenous murine MYPT1 using siRNA specifically designed to murine RNA sequence of MYPT1 (si-*Mypt1* #3, Supplementary Fig. 4c). Compared to WT-MYPT1 cells, ISO-induced JMJD1A phosphorylation was markedly decreased in T696A-MYPT1 cells (Fig. 4g), indicating that pT696-MYPT1 is inhibitory to MYPT1-PP1β activity. Consistent with changes in phosphorylation levels, thermogenic gene mRNAs were much lower in T696A-MYPT1 expressing cells than in WT-MYPT1 expressing cells (Fig. 4h). Although previous studies reported mono-phosphorylation at a neighboring S695 (in human) or di-phosphorylation (S695 and T696) of MYPT1 by PKA in vitro and in smooth muscle^22,23,25^, our data indicated that the primary phosphorylation site of MYPT1 under β-AR activation in scWAT cells is T694 and this phosphorylation inhibits MYPT1-PP1β activity. Together, these results suggest that β-AR activation inhibits MYPT1-PP1β activity via PKA-mediated MYPT1 phosphorylation at T694, which induces phosphorylation of JMJD1A to facilitate beige adipogenesis (Fig. 4i).

**Fig. 4:**
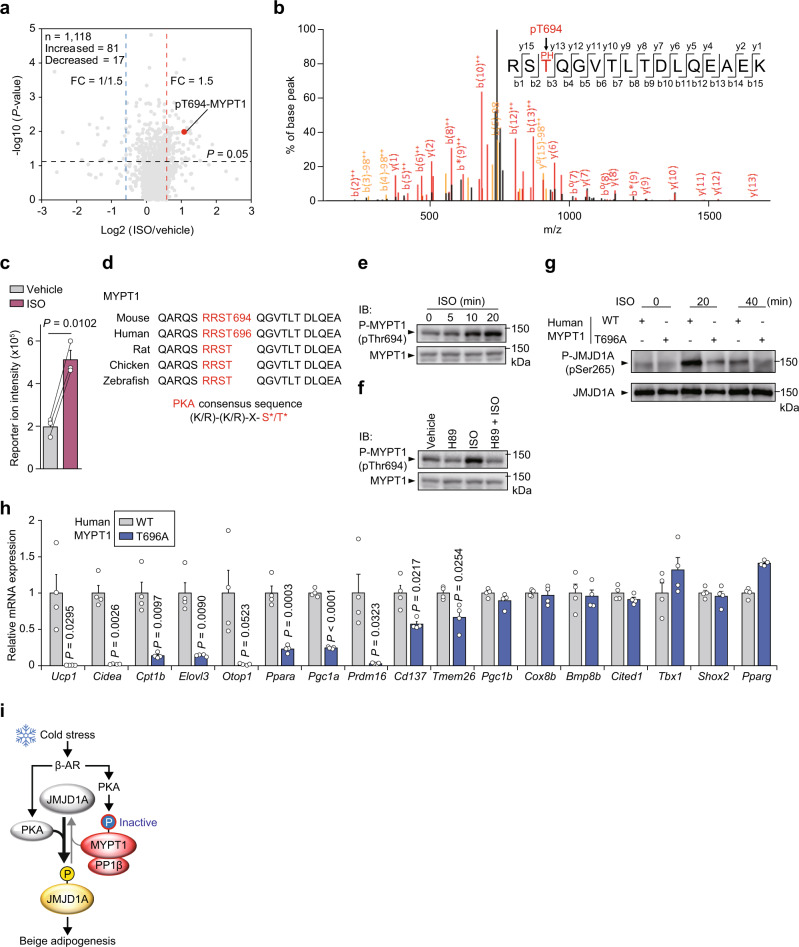
β-AR-PKA phosphorylation of MYPT1 inhibits MYPT1-PP1β activity. **a** Volcano plot of ISO/Vehicle phosphoproteome in im-scWAT pre-treated with ISO (10 μM) for 40 min on day 0 (Isobaric Tag Labeling) (the same samples were processed and subjected to LC-MS/MS analysis for three times as technical replicates to verify measurement accuracy). *X*-axis, log2 FC of reporter ion intensity: Y-axis, −log10 *P*-value of reporter ion intensity change. The number of total phosphopeptides (n) and phosphopeptides with increased (FC > 1.5, *P* < 0.05) and decreased (FC < 1/1.5, *P* < 0.05) phosphorylation levels by MYPT1 depletion are shown. **b** Post-translational modifications of MYPT1 identified by phosphoproteomics in (**a**). MS/MS spectrum of P-MYPT1 fragment from R692 to K707. **c** TMT reporter ion intensities derived from MS/MS spectrum of P-MYPT1 fragment. Data are mean ± SEM of three technical replicates. *P*-values by paired two-tailed *t* test. **d** PKA consensus site is conserved among various species. **e** P-MYPT1 and MYPT1 immunoblotting from im-scWAT pre-cultured in 0.1% bovine serum albumin containing DMEM for 3 h and treated with ISO (10 μM) for 0, 5, 10, and 20 min on day 0 (**f**) P-MYPT1 and MYPT1 immunoblotting from im-scWAT pre-cultured in 0.1% bovine serum albumin containing DMEM for 3 h and treated with H89 (20 μM) for 20 min and then treated with ISO (10 μM) for 10 min on day 0. **g** P-JMJD1A and JMJD1A immunoblotting following immunoprecipitation with anti-mouse JMJD1A from WT- or T696A-human MYPT1-transduced im-scWAT treated with ISO (10 μM) for 0, 20, and 40 min on day 0 transfected with si-*Mypt1* #3. **h** Thermogenic gene mRNA expression in day 8 im-scWAT differentiated for beige adipogenesis transduced with WT- or T696A-human-MYPT1 transfected with si-*Mypt1* #3. Data are mean ± SEM of four biological replicates. *P*-values by two-tailed Student’s *t* test. **i** PKA is activated upon β-AR activation, while MYPT1-PP1β is inactivated via Thr694 phosphorylation of MYPT1 by PKA, enabling efficient phosphorylation of JMJD1A in response to cold stress. **e**, **f**, **g** Representative of three independent experiments. Source data are provided as a Source data file.

### MYPT1 is crucial for scWAT beiging in mice

To investigate the role of MYPT1 in beiging in whole animals, a control adeno-associated virus (AAV) (AAV-CMV-mCherry) or Cre recombinase AAV (AAV-CMV-mCherry-2A-Cre) was injected into inguinal scWAT of *Mypt1*^*flox/flox*^ mice^26^ (Fig. 5a, Supplementary Fig. 5a–c). Expression of mCherry-2A-Cre was confirmed by immunohistochemistry using anti-mCherry antibody (Supplementary Fig. 5d). These mice were acclimated at room temperature (RT) and then housed at 12 °C for 1 week. Injection of AAV expressing Cre significantly increased UCP1 protein levels (Fig. 5b), thermogenic gene mRNA expression (Fig. 5c, left) and NE-induced OCR (Fig. 5c, right) in scWAT. Histological analysis showed that, in the scWAT of *Mypt1*^*flox/flox*^ mice injected with AAV-mCherry-2A-Cre, expression of UCP1 was induced in multilocular lipid droplets containing adipocytes, and many of the UCP1-positive cells co-expressed mCherry-2A-Cre, suggesting that MYPT1 deficiency induced the production beige adipocytes in mice (Fig. 5d and Supplementary Fig. 5e). Injection of AAV-mCherry induces mCherry expression in white adipocytes, but this by itself does not recruit beige adipocytes (Supplementary Fig. 5f). Reduced MYPT1 protein by AAV-mCherry-2A-Cre injection slightly decreased scWAT weight without affecting body weight (Fig. 5e, f). Similarly, higher *Ucp1* levels and OCR were observed in Cre recombinase adenovirus infected primary scWAT cultures of *Mypt1*^*flox/flox*^ mice compared to control cells (Supplementary Fig. 5g, h). These results provide evidence that MYPT1 depletion promotes beige adipogenesis in vivo.

**Fig. 5:**
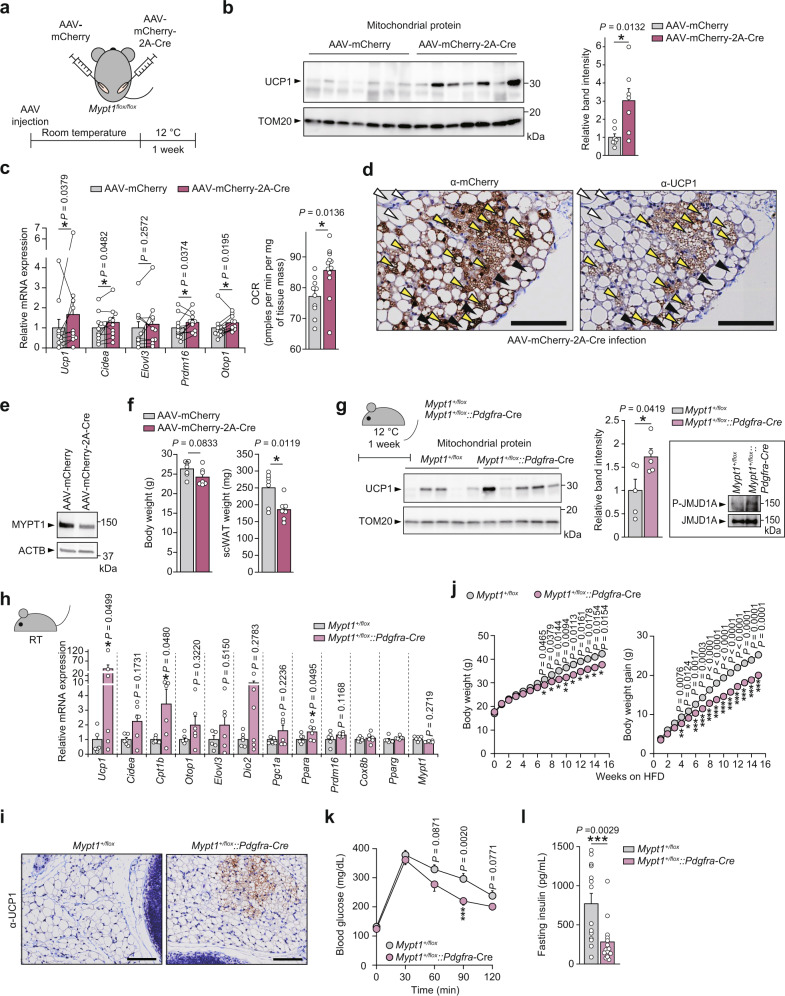
MYPT1 is crucial for scWAT beiging in mice. **a** *Mypt1*^*flox/flox*^ mice were injected with AAV-CMV-mCherry or AAV-CMV-mCherry-2A-Cre into inguinal scWAT, and exposed to 12 °C for 1 week. **b** UCP1 immunoblotting of mitochondrial fraction of scWATs from AAV-injected *Mypt1*^*flox/flox*^ mice (left). Densitometric quantification of UCP1 immunoblotting (right). *n* = 7 per group. **c** Thermogenic gene mRNA levels in scWAT of AAV-injected *Mypt1*^*flox/flox*^ mice. Data are mean ± SEM (*n* = 10 per group, left). *P*-values by paired two-tailed t-test. NE-induced OCR in scWAT (right). Data are mean ± SEM (AAV-CMV-mCherry, *n* = 10; AAV-CMV-mCherry-2A-Cre, *n* = 12). *P*-values by two-tailed Student’s *t* test. **d** Representative images of UCP1 and mCherry staining of scWAT in AAV-mCherry-2A-Cre-injected *Mypt1*^*flox/flox*^ mice (*n* = 3 per group). Black arrowheads, mCherry-positive and UCP1-negative; white arrowheads, mCherry- negative and UCP1-negative; yellow arrowheads, mCherry-positive and UCP-positive. Scale bar, 100 μm. **e** MYPT1 and ACTB immunoblotting of scWAT of AAV-injected *Mypt1*^*flox/flox*^ mice. **f** The body and scWAT weights (*n* = 7 per group) of AAV-injected *Mypt1*^*flox/flox*^ mice. **g** *Mypt1*^*+/flox*^*::Pdgfra-*Cre mice were exposed to 12 °C for 1 week (upper left). Immunoblotting of mitochondrial fraction of scWATs (lower left). Densitometric quantification of UCP1 immunoblot (right). *n* = 5 per group. P-JMJD1A immunoblotting of scWAT (inset). **h** Thermogenic gene mRNA levels in scWAT under RT (*Mypt1*^*+/flox*^, *n* = 7; *Mypt1*^*+/flox*^*::Pdgfra-*Cre, *n* = 6). **i** UCP1 staining of scWAT in *Mypt1*^*+/flox*^*::Pdgfra-*Cre mice. **j** Changes of body weight (left) and body weight gain (right) in HFD-fed *Mypt1*^*+/flox*^ (*n* = 16) and *Mypt1*^*+/flox*^*::Pdgfra-*Cre (*n* = 18) mice under RT. **k** Glucose tolerance test in HFD-fed mice in (**j**) (*Mypt1*^*+/flox*^, *n* = 16; *Mypt1*^*+/flox*^*::Pdgfra-*Cre, *n* = 17). **l** Fasting insulin levels in HFD-fed mice in (**j**) (*Mypt1*^*+/flox*^, *n* = 14; *Mypt1*^*+/flox*^*::Pdgfra-*Cre, *n* = 14). Line 2 of *Mypt1* floxed mice are used in (**a**–**l**) (see Methods and Supplementary Table 5). Data are mean ± SEM in (**b**, **f**–**h**, **j**–**l**). **b**, **f**, **g**, **h**, **j**, **k**, **l** Two-tailed Student’s *t* test (log10-transformed data are used in (**c**) (left) and (**h**) to conform to normality). Source data are provided as a Source data file.

Next, *Mypt1*^*flox/flox*^ mice were crossed with *Adipoq-*Cre mice to delete *Mypt1* gene in adipocytes (Supplementary Fig. 5i)^27^. Although *Mypt1* levels were reduced in scWAT compared with those in control mice, *Mypt1*^*flox/flox*^*::Adipoq-*Cre mice were not more cold tolerant (Supplementary Fig. 5j, k). In addition, *Ucp1* levels in adipose tissues of these mice housed at 12 °C for 1 week were indistinguishable from those of control mice (Supplementary Fig. 5k). Body weight changes during acute cold exposure and weights of adipose tissues depots of these mice housed at 12 °C for 1 week were similar to control mice (Supplementary Fig. 5l).

To further investigate the role of MYPT1 in de novo recruitment of beige adipocytes, we depleted *Mypt1* in pre-adipocytes for brown and white adipocytes by crossing *Mypt1*^*flox/flox*^ mice with *Pdgfra-*Cre mice^28–30^. Because *Mypt1*^*flox/flox*^*::Pdgfra-*Cre mice were embryonic lethal as reported in conventional *Mypt1* knockout mice^31^, we analyzed heterozygous *Mypt1*^*+/flox*^*::Pdgfra-*Cre mice. In scWAT culture of *Mypt1*^*+/flox*^*::Pdgfra-*Cre mice, *Mypt1* levels were reduced by 50% (note that these mice are heterozygote) and thermogenic genes were increased compared to those in control cells (Supplementary Fig. 5m). When *Mypt1*^*+/flox*^*::Pdgfra-*Cre mice were housed at 12 °C for 1 week, UCP1 protein levels in the scWAT were significantly higher than those in control mice (Fig. 5g). Phosphorylation of JMJD1A was higher in the scWAT of *Mypt1*^*+/flox*^*::Pdgfra-*Cre mice than in that of control mice (Fig. 5g, inset). Expression of thermogenic genes was also increased in the scWAT of *Mypt1*^*+/flox*^*::Pdgfra-*Cre mice, even in RT housing (Fig. 5h). Histological analysis showed that *Mypt1*^*+/flox*^*::Pdgfra-*Cre mice had more UCP1-positive multilocular beige adipocytes in scWAT than did control mice acclimated at RT (Fig. 5i). The scWAT weights of the mice did not differ between the two groups (Supplementary Fig. 5n). In contrast, *Ucp1* expression and tissue weight did not change in BAT between the groups (Supplementary Fig. 5o, p). *Mypt1*^*+/flox*^*::Pdgfra-*Cre mice were cold tolerant (Supplementary Fig. 5q). In addition, HFD feeding at RT resulted in higher body weight gain in control mice, while *Mypt1*^*+/flox*^*::Pdgfra-*Cre mice exhibited reduced body weight gain in comparison (Fig. 5j). Furthermore, *Mypt1*^*+/flox*^*::Pdgfra-*Cre mice showed improved glucose tolerance and lower serum insulin levels under fasting conditions or after glucose injection compared with control mice (Fig. 5k, l, Supplementary Fig. 5r), indicating that MYPT1 depletion is associated with a higher energy consumption phenotype and improved glucose metabolism. These results indicate that MYPT1 is a crucial regulator of thermogenic capacity in scWAT and energy metabolism in vivo.

## Discussion

Spatiotemporal gene expression is essential for cell fate decision and cellular responses to environmental cues including cold stress, which are regulated by a combination of epigenetic and direct transcriptional regulatory events. Mammals cope with chronic cold stress through metabolic adaptation referred to as “beiging” of subcutaneous white adipose tissue, which involves the recruitment of thermogenic adipocytes called beige adipocytes that generate heat through *Ucp1-driven* uncoupled respiration. However, the mechanism for how β-AR-PKA signaling coordinates the action of epigenetic and DNA sequence-dependent transcriptional regulatory complexes to induce beige adipogenesis upon cold stress is incompletely understood.

In this study, we uncovered a role for the MYPT1-PP1β phosphatase complex in the regulation of both chromatin dynamics and co-activator recruitment during beige adipogenesis. We show that the regulatory subunit MYPT1 is phosphorylated at T694 by PKA in response to β-AR signaling, which leads to the inhibition of MYPT1-PP1β activity, thus enabling the efficient shift of chromatin landscape and transcriptional program required for beige adipogenesis in vivo. Mechanistically, we show that MYPT1-PP1β dephosphorylates two substrates: JMJD1A and RLC. Phosphorylation of these substrates upon activation of β-AR signaling facilitates the chromatin opening of *Ucp1* gene through JMJD1A-mediated H3K9 demethylation and the recruitment of transcriptional co-activators YAP/TAZ through RLC-mediated actomyosin tension (Fig. 6). Thus, our study reveals a mechanism for how β-AR signaling is integrated into chromatin landscape and transcriptional program that regulate expression of thermogenic genes in response to cold stress.

**Fig. 6:**
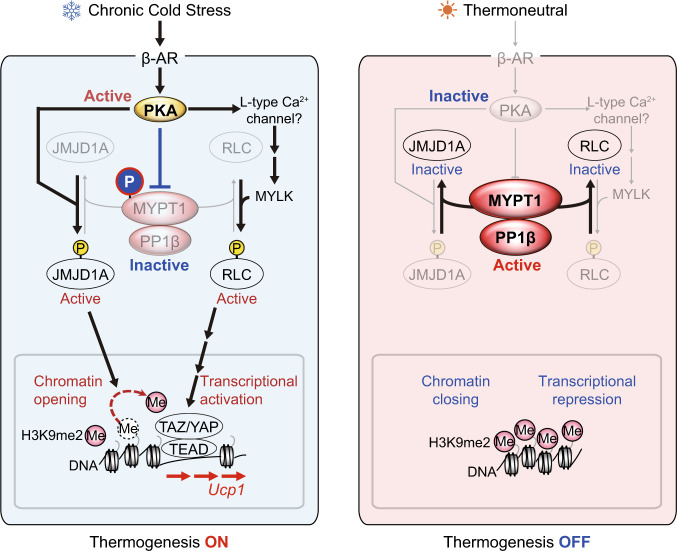
MYPT1-PP1β-mediated mechanism for the regulation of thermogenic gene expressions in scWAT in cold or cold stress-free environment. In cold environment, while PKA is activated, MYPT1-PP1β is inactivated through PKA-mediated MYPT1 phosphorylation, which in turn efficiently phosphorylates JMJD1A and RLC and induces *Ucp1* expression through H3K9me2 demethylation and actomyosin-YAP/TAZ-mediated transcription. In cold stress-free environment, PKA is de-activated and inactive PKA leaves MYPT1-PP1β active (unphosphorylated form), which turns ‘off’ the phosphorylation and *Ucp1* transcription.

Phosphorylation of S265 of JMJD1A stimulates its H3K9me2 demethylase activity which is for thermogenic gene regulation in beige adipogenesis^1^. We show that inhibition of MYPT1-PP1β prolongs the life of phosphorylated JMJD1A which increases H3K9me2 demethylation on thermogenic genes, leading to enhanced thermogenic capacity of beige adipocytes.

We also showed that MYPT1-PP1β regulates the RLC-actomyosin-YAP/TAZ pathway for activating *Ucp1* transcription. Although a recent study showed that actomyosin tension regulates thermogenic gene transcriptions via YAP/TAZ^16^, the regulatory mechanism was elusive. We found that *Ucp1* induction by MYPT1-PP1β inactivation was blocked by expressing demethylation defective JMJD1A, indicating that JMJD1A-meditaed demethylation is a prerequisite for recruiting YAP/TAZ to *Ucp1* promoter chromatin for robust gene activation. Therefore, MYPT1-PP1β orchestrates the chromatin status and transcriptional programs for beige adipogenesis under cold stress/β-AR signaling.

The overall mechanism is driven by direct phosphorylation and inactivation of MYPT1-PP1β activity during cold stress through β-AR signaling activation of PKA. This provides a rapid ‘On-Off’ phospho-switch in response to environmental temperature changes. PKA is rapidly activated by β-AR signaling leading to inactive MYPT1-PP1β through PKA-mediated MYPT1 phosphorylation. The consequent PKA activation and MYPT1-PP1β inactivation leads to high levels of active phosphorylated JMJD1A. This results in robust activation of *Ucp1* expression and uncoupled respiration. When β-AR signaling is decreased as the cold stress is reversed (e.g., warm environment) PKA is de-activated favoring active unphosphorylated MYPT1-PP1β, which rapidly turns off the thermogenic program by inactivating JMJD1A through de-phosphorylation. This phosphorylation/de-phosphorylating cycle orchestrated by MYPT1-PP1β is a well-organized physiological system for rapidly coping with cold stress.

Besides cold-induced sympathetic nerve activation, humoral factors contribute to beige adipogenesis through inter-organ crosstalk^32–34^. We found that *Mypt1* gene deletion in scWAT through AAV-mediated Cre recombination increased *Ucp1* expression, indicating that MYPT1-mediated thermoregulation is attributable to the tissue-autonomous function of MYPT1 independent of higher order levels of endocrine or neuronal system controls. Cell culture experiments indicated that *Mypt1* depletion in pre-adipocytes was sufficient for the induction of the beige adipogenic program. We generated both pre-adipocyte- and adipocyte-specific *Mypt1*-deficient mice but only pre-adipocyte-specific *Mypt1*-depletion increased *Ucp1* expression in scWAT, suggesting that MYPT1 contributes to de novo differentiation of beige adipocytes but is probably not involved in *trans-*differentiation of mature white adipocytes. *Mypt1* deficiency did not influence *Ucp1* levels by chronic cold stress in BAT, indicating that MYPT1 may not be essential for BAT thermogenic function at least during the chronic phase of cold adaptation. However, it is also possible that the 50% reduction in MYPT1 was sufficient to reveal a phenotype due to reduction in scWAT but not in BAT where basal levels of *Ucp1* are already very high. Collectively, our results indicate that MYPT1 is a key negative regulator of de novo differentiation of beige adipocytes under physiologically relevant conditions.

Overall, the present study reveals a previously undescribed mechanism of MYPT1-PP1β phosphatase regulation of two intersecting pathways that together regulate beige adipogenesis downstream of β-AR signaling. This represents a key connection between epigenetic and direct transcriptional mechanisms in the control of thermogenesis and suggests MYPT1 and its interacting proteins could be molecular targets for inducing beige adipogenesis for both natural and therapeutic situations where increased thermogenesis is beneficial.

## Methods

A list of reagents and resources used is provided in Supplementary Table 2.

### Antibodies

Mouse monoclonal antibodies, IgG-F0618 and IgG-F0231, against mouse JMJD1A (amino acids 843–893) and human monoclonal antibody, IgG-F3640, against human JMJD1A (amino acids 841-891) were produced by immunizing mice with gp64 fusion protein-expressing baculovirus as described^9^. A rabbit polyclonal phospho-specific antibody against JMJD1A S265 was produced with a synthetic phosphopeptide corresponding to residues surrounding S265 JMJD1A (Ac-C-KRKS(pS)ENNGS-amide) as described previously^9^. Information on antibody dilutions/amounts, validation, company names, catalog numbers and clone numbers for monoclonals in the Reporting Summary and Methods section for all assays using antibodies. Information on all the antibodies used in this study are listed in Supplementary Table 2.

### Primary adipocyte culture from subcutaneous white adipose tissue (scWAT)

SVF of inguinal scWAT was obtained from 2-week-old mice as described previously^6,35^. scWATs were first washed in phosphate-buffered saline (PBS) before being subjected to enzymatic digestion with 1.5 mg/mL collagenase (Wako) and 2.4 U/mL dispase II (Roche) for 40 min at 37 °C to obtain a single-cell suspension. After digestion, the centrifuged cell pellet, termed SVF, was resuspended in the complete medium (Dulbecco’s modified Eagle’s medium/F12 (DMEM/F12) (Sigma-Aldrich), containing 1.2 g/L NaHCO_3_ and 10% fetal bovine serum before serial filtration through a 100 μm nylon cell strainer (BD Falcon). To remove the red blood cells, immune cells, and other contaminants, SVF were plated on collagen-coated plates, and 2 h later, the medium was aspirated, washed with PBS four times, and fresh medium was added.

### Adipocyte differentiation

The induction of beige adipocytes from inguinal scWAT was performed as described previously^6,35^ with the following modifications. Briefly, primary pre-adipocytes cultured to ~100% confluence in complete medium were induced for differentiation with induction medium (i.e., complete medium containing 0.125 mM indomethacin, 5 μM dexamethasone, 0.5 mM 3-isobutyl-1-methylxanthine, 0.5 μM Rosiglitazone (Rosi), 5 μg/mL insulin, and 1 nM T3) (day 0). After 2 days, the cells were incubated in the maintenance medium with 0.5 μM Rosi (i.e., complete medium containing only insulin, T3, and Rosi) for another 6 days before the assay (day 8). im-scWAT pre-adipocytes were derived from inguinal scWATs established by infecting isolated SVFs of inguinal WAT with retrovirus-expressing large T antigen pBabe SV40 Large T antigen from Addgene (no. 13970)^6,35^. For the induction of beige adipocytes, im-scWAT pre-adipocytes were cultured in DMEM supplemented with 10% FBS at 37 °C in 5% CO_2_ until confluent (day 0), and thereafter treated with the culture medium containing 0.125 mM indomethacin, 5 μM dexamethasone, 0.5 mM 3-isobutyl-1-methylxanthine, 0.5 μM Rosi, 5 μg/mL insulin, and 1 nM T3 for 48 h (day 2), followed by treatment with only insulin, T3, and Rosi for another 6 days, with medium replacement every 2 days (day 8)^6,35^.

### Other cell culture

3T3-L1 pre-adipocytes (ACTT, Cat#ATCC CL-173), NIH-3T3 cells (ATCC, Cat#ATCC CRL-1658), Plat E packaging cells (Cosmo Bio, Cat#RV-101), and AAV-293 cells were maintained in basal medium.

### AR activation, protein phosphatase inhibition, and myosin II inhibition

To activate the non-selective β-AR agonist, isoproterenol (ISO, 1–3 μM for 1 to 8 h) was added to the culture medium. To inhibit PP1 and PP2A, 4 nM calyculin A was added to the culture medium for 30 min. To inhibit actomyosin tension, the cells were differentiated for beige adipogenesis in media supplemented with 10 μM blebbistatin.

### Oil red O (ORO) staining

Cells at the specified stages of differentiation were rinsed with PBS and fixed with 3.7% formaldehyde in H_2_O for 10 min. After two washes in PBS and one wash with 60% isopropanol for 1 min, cells were stained for 15 min in freshly diluted ORO solution (0.18% (w/v) ORO in 60% isopropanol). The stain was then removed, and the cells were washed once with 60% isopropanol, then once with PBS, and photographed as previously described^9^.

### Immunoprecipitation and immunoblotting analyses

Whole cell lysates (WCLs) were collected in cell lysis buffer A (50 mM Tris-HCl, pH 8.0, 0.1 mM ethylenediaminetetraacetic acid (EDTA), 5% glycerol, 100 mM KCl, 0.1% NP-40) containing protease inhibitor cocktail (Nacalai Tesque), 1 mM phenylmethylsulfonyl fluoride, and phosphatase inhibitors (40 mM NaF and 1 mM Na_3_VO_4_). JMJD1A protein was immunoprecipitated in cell lysis buffer A for 4 h at 4 °C using the antibodies described in the legend to figures. Co-immunoprecipitates were subjected to sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and the immunoblots were visualized by chemiluminescence using Super Signal West Dura Extended Duration Substrate (Thermo Fisher Scientific). Luminescent images were analyzed using ImageQuant LAS 4000 mini (GE Healthcare) as described previously^9,36^ For quantification of immunoblot, ImageJ1.53k software was used. Primary antibodies used: anti-mouse JMJD1A mouse mAb IgG-F0618 (RCAST, The University of Tokyo, Japan, 10 μg/mL for IB, 8.3 μg/mL for IP), anti-mouse JMJD1A mouse mAb IgG-F0231 (RCAST, The University of Tokyo, Japan, 4 μg/mL for IB, 12 μg/mL for IP), anti-human JMJD1A mouse mAb IgG-F3640 (RCAST, The University of Tokyo, Japan, 10 μg/mL for IP), anti-mouse P-JMJD1A (pS265) rabbit pAb 11890-2 (RCAST, The University of Tokyo, Japan, 1:500 for IB), anti-RLC rabbit mAb D18E2 (Cell Signaling Technology, 8505, 1:500 for IB), anti-P-RLC (pSer19) rabbit pAb (Cell Signaling Technology, 3671, 1:500 for IB), anti-MYPT1 rabbit pAb (Cell Signaling Technology, 2634, 1:500 for IB), anti-P-MYPT1 (pThr696) rabbit pAb (Sigma-Aldrich, ABS45, 1:500 for IB), anti-ACTB mouse mAb AC-15 (Sigma-Aldrich, A5441, 1:5000 for IB), anti-V5 mouse mAb (Thermo Scientific, R960-25, 1 μg/mL for IB), anti-UCP1 mouse mAb 536435 (R&D Systems, MAB6158, 0.5 μg/mL for IB), anti-TOM20 rabbit pAb (Proteintech, 11802-1-AP, 0.8 μg/mL for IB), anti-FLAG mouse mAb M2 (Sigma-Aldrich, F3165, 1 μg/ml for IP). Secondary antibodies used: anti-mouse IgG-HRP (Sigma-Aldrich, A4416, 1:10,000 for IB), anti-rabbit IgG-HRP (Sigma-Aldrich, A0545, 1:10,000 for IB).

### RNA interference

The duplexes of each small interfering RNA (siRNA), targeting murine *Mypt1* mRNA (MSS206918 [si-*Mypt1* #1], MSS206919 [si-*Mypt1* #2]:: Invitrogen, J-063177-05-0002 [si-*Mypt1* #3]:: Dharmacon), *Ppp1ca* (J-040960-05-0002 [si-*Ppp1ca* #1], J-040960-06-0002 [si-*Ppp1ca* #2]:: Dharmacon), *Ppp1cb* (MSS237617 [si-*Ppp1cb* #1], MSS237618 [si-*Ppp1cb* #2]:: Invitrogen), *Ppp1cc* (71267 [si-*Ppp1cc* #1], 71360 [si-*Ppp1cc* #2]:: Invitrogen), *Taz* (MSS251009 [si-*Taz* #1], MSS251010 [si-*Taz* #2]:: Invitrogen), *Lats2* (MSS224891 [si-*Lats2* #1], MSS224893 [si-*Lats2* #2]:: Invitrogen), *Mylk* (MSS200831 [si-*Mylk*]:: Invitrogen), and control siRNA (Invitrogen Stealth RNAi, Negative Control Med GC Duplex, #12935-112:: Invitrogen, ON-TARGETplus Non-targeting Control Pool, #D-001810-10-20:: Dharmacon, *Silencer*™ Negative Control No. 1 siRNA, #AM4611:: Invitrogen) were transfected. The cells were transfected with 2.5 to 20 nM of siRNA using Lipofectamine RNAi MAX reagent (Invitrogen) according to the manufacturer’s instructions, with modifications as follows. Lipofectamine RNAi MAX reagent (Invitrogen)/siRNA complexes were formed in 0.4 mL of Opti-MEM™ I reduced serum medium (Gibco) for 15 min at RT and then added to each well of a 6-well plate (Falcon) in 1.6 mL of complete medium. Cells were cultured for 24–48 h until they reached confluence and were induced for differentiation as described above.

### Plasmid construction and virus preparation

To construct a retroviral vector for JMJD1A (pMXs-FLAG-human JMJD1A-IRES/Puro), we subcloned the DNA sequence encoding the human JMJD1A open reading frame into the LTR promoter-driven expression vector pMX (a kind gift from Dr. Toshio Kitamura, The University of Tokyo) carrying three copies of the FLAG sequence as described previously^9^. For construction of lentiviral vector expressing JMJD1A, human *JMJD1A* open reading frame flanking with V5 tag sequence at 3’end was inserted into CSII-EF-MCS-IRES2-Venus vector, which was kindly gifted from RIKEN bioresource research center (BRC) (RDB04384).To construct a retroviral vector for short hairpin RNA (shRNA) targeting *Jmjd1a*, the forward primer 5-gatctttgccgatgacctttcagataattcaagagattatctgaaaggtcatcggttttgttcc-3 and reverse primer 5-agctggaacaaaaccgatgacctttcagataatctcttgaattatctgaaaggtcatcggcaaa-3 were annealed and subcloned into the mouse U6 promoter-driven expression vector pRetro/Puro-Super3 (a kind gift from Dr. T. Kitamura), in which puromycin-resistant marker sequences were replaced with neomycin-resistant marker sequences. To construct a retroviral vector for RLC (pMXs-human RLC-V5-IRES/Zeo) or MYPT1 (pMXs-human MYPT1-V5-IRES/Zeo), we subcloned the DNA sequence encoding the human RLC or MYPT1 open reading frame into a pMX expression vector, in which the original puromycin-resistant sequences were replaced by Zeocin^TM^-resistant sequences. Mutant versions of human JMJD1A: H1120Y, human RLC: T19A/S20A, and human MYPT1: T696A were generated by PCR-based site-directed mutagenesis. Retroviruses were produced by transfecting each plasmid into Platinum-E packaging cells (a kind gift from Dr. Toshio Kitamura, The University of Tokyo) using GeneJuice (Novagen). Lentiviruses were generated from 293T cells transfected with each plasmid, pCAG-HIVgp (RDB04394) and pCMV-VSV-G-RSV-Rev (RDB04393) gifted from RIKEN BRC. To establish JMJD1A knockdown 3T3-L1 pre-adipocytes, 3T3-L1 pre-adipocytes were transduced with a retroviral vector expressing shRNA targeting murine *Jmjd1a* under the control of the U6 promoter and were selected by G418. To establish 3T3-L1 pre-adipocytes ectopically expressing FLAG-tagged human JMJD1A, the resultant JMJD1A knockdown 3T3-L1 pre-adipocytes were infected with retrovirus-expressing FLAG-tagged human JMJD1A, and the infected cells were selected using puromycin treatment as described previously^9,36^. To establish im-scWAT cells ectopically expressing V5-tagged human JMJD1A or human RLC, im-scWAT cells were infected with retrovirus-expressing V5-tagged human JMJD1A or human RLC and the infected cells were selected through zeocin treatment (0.1 mg/mL) for 14 days as described previously^9,36^. To establish im-scWAT cells expressing V5-tagged human JMJD1A, the lentiviral-induced Venus-positive cells were isolated by using the FACS Aria II (BD Bioscieince). AAV was produced by transfecting AAV plasmids (pAAV-CMV-mCherry or pAAV-CMV-mCherry-2A-Cre, kind gifts from Dr. Akihiro Yamanaka, Nagoya University), pHelper (Agilent), and pAAV-RC8 (a kind gift from Dr. James M Wilson, The University of Pennsylvania) into AAV-293 cells (Agilent, Cat#240073) using calcium phosphate transfection method.

### Identification of JMJD1A-interacting proteins

3T3-L1 pre-adipocytes retrovirally transduced with an empty vector or with a vector expressing FLAG-tagged human JMJD1A were grown in 10-cm dishes, harvested, and centrifuged at 1000 × *g* for 5 min at 4 °C. Thereafter, the pellets of the cells were washed once with PBS, frozen in liquid nitrogen, and stored at –80 °C until use. Each cell pellet was sonicated on ice three times using 10 sec pulses with a Sonifier cell disruptor model 150D (Branson Ultrasonics), and thereafter the debris was removed by centrifugation at 20,000 × *g* for 10 min at 4 °C. Supernatants were filtered through a 0.2-μm filter and incubated with ANTI-FLAG M2 affinity gel (Sigma-Aldrich) for 2 h at 4 °C. The affinity gel was eluted three times with a 3X FLAG tag peptide (Sigma-Aldrich) for 10 min of wheel rotation at 4 °C. Next, each eluate was incubated with anti-human JMJD1A (F3640) cross-linked with Dynabeads-Protein G (Invitrogen), and rotated for 2 h at 4 °C. JMJD1A and/or its associated proteins were eluted using 0.1% RapiGest SF (Waters) in 50 mM NH_4_HCO_3_ buffer for 30 min at 60 °C. The eluent was concentrated using 10% ice-cold CCl_3_COOH, washed with ice-cold acetone, dried, and resuspended in 25 vol% CH_3_CN/25 mM NH_4_HCO_3_ at RT. The samples were reduced in 1.2 mM Tris (2-carboxyethyl) phosphine for 15 min at 50 °C and alkylated in 3 mM iodoacetamide for 30 min at RT. The samples were digested overnight with 100 ng trypsin (Promega) at 37 °C. After drying with a SpeedVac (Thermo Fisher Scientific), the peptides were dissolved in 0.2% CF_3_COOH/2% CH_3_CN and incubated for 60 min at 37 °C for residual degradation using RapiGest. After incubation, the samples were centrifuged to remove precipitates. Tandem mass spectrometry (MS) analysis was performed using an LTQ Orbitrap ELITE ETD mass spectrometer (Thermo Fisher Scientific). Aliquots of the trypsinized samples were automatically injected into a micro-precolumn, C18 PepMap 100 Peptide Trap cartridge (5 × 0.3 mm i.d.:: Thermo Fisher Scientific) attached to an injector valve for desalting and concentrating the peptides. After washing the trap with 98% H_2_O/2% CH_3_CN/0.2% CF_3_COOH, the peptides were loaded onto a separation capillary reverse phase column (L-column2 micro C18 column 3 μm, 200 Å, 150 × 0.2 mm i.d.:: CERI, Tokyo, Japan) by switching the valve. The eluents used were A, 98% H_2_O/2% CH_3_CN/0.1% HCOOH, and B, 10% H_2_O/90% CH_3_CN/0.1% HCOOH. The column was developed at a flow rate of 1.0 μL/min, with a concentration gradient of CH_3_CN: from 5% B to 35% B for 100 min, from 35% B to 95% B for 1 min, then sustained at 95% B for 9 min, from 95% B to 5% B for 1 min, and finally re-equilibrated with 5% B for 9 min. Effluents were introduced into the mass spectrometer via a nanoelectrospray ion interface, which held the separation column outlet directly connected to a nanoelectrospray ionization needle (PicoTip FS360-50-30, New Objective Inc.). The electrospray ionization voltage was 2.0 kV, and the transfer capillary of the LTQ inlet was heated to 200 °C. No sheath or auxiliary gas was used. The mass spectrometer was operated in a data-dependent acquisition mode, in which the MS acquisition with a mass range of *m/z* 420–1600 was automatically switched to MS/MS acquisition under the automated control of Xcalibur software. The top four precursor ions were selected by an MS scan with Orbitrap at a resolution of 240,000 for subsequent MS/MS scans by ion trap in the normal/centroid mode using the automated gain control mode with automated gain control values of 1 × 10^6^ and 1.00 × 10^4^ for full MS and MS/MS, respectively. We also employed a dynamic exclusion capability that allows the sequential acquisition of the MS/MS of abundant ions in the order of their intensities with an exclusion duration of 2.0 min and exclusion mass widths of −5 and +5 PPM. The trapping time was 100 ms with auto gain control on. Tandem mass spectra were extracted using the Proteome Discoverer version 2.1. All MS/MS samples were analyzed using Mascot (Matrix Science, version 2.6). Mascot was set up to search the SwissProt_2021_04 database (selected for *Mus*, 17,149 entries) with the digestion enzyme trypsin and a maximum number of missed cleavage sites of three. Mascot was searched with a product ion mass tolerance of 0.60 Da and a precursor ion tolerance of 5.0 ppm. The carbamidomethyl of cysteine was specified in Mascot as a fixed modification. Acetylation of the protein N-terminus, oxidation of methionine, pyroglutamation of glutamic acid, and phosphorylation of tyrosine, serine, and threonine are specified in Mascot as variable modifications. Scaffold (version Scaffol_5.1,, Proteome Software Inc.) was used to validate MS/MS-based peptide and protein identification. Peptide identifications were accepted if they could be established at greater than 95.0% probability. Protein identifications were accepted if they could be established at greater than 99.0% probability and contained at least three identified peptides.

### ChIP and ChIP-seq

The procedures for H3K9me2 assays using cultured cells have been described previously^1,9^. Briefly, cells were cross-linked with 0.5% formaldehyde for 10 min. Cross-linked cells were homogenized by passing them through a 22 G needle 10 times in ice-cold hypotonic buffer (10 mM HEPES-KOH, pH 7.5, 1.5 mM MgCl_2_, 10 mM KCl, 1 mM EDTA, 1 mM EGTA containing 1 mM phenylmethylsulfonyl fluoride (PMSF), and protease inhibitor cocktail (Nacalai Tesque)) and centrifuged at 1000 × *g* for 7 min to obtain a nuclear fraction. Cross-linked nuclear fractions were lysed in cell lysis buffer (23 mM Tris-HCl, pH 8.0, 3.0 mM EDTA, 0.9% Triton X-100, 134 mM NaCl, 1 mM PMSF, and protease inhibitor cocktail containing 0.2% SDS, sheared from 200 to 300 bp by using SONIFIER 250 (Branson) (output 4, duty cycle 60%, 20 s × 15 times) and used for immunoprecipitation. The amount of DNA in the nuclear lysate was determined by proteinase K (Sigma-Aldrich) protein digestion and DNA purification. 3 μg nuclear DNA containing nuclear lysates were immunoprecipitated for 2 h at 4 °C with 2 μg of anti-H3K9me2 antibody (IgG-6D11)^37^ pre-bound to 50 μl of Dynabeads Protein G (Life Technologies). The immunoprecipitated DNA was subjected to qPCR with SYBR green fluorescent dye^1,9^.

JMJD1A ChIP in cultured cells was performed as follows: Cells were cross-linked with 1.5 mM ethylene glycol bis (succinimidylsuccinate) (Thermo Scientific) for 30 min at RT, and then directly, a second crosslinking was performed through the addition of 1% formaldehyde for 10 min. After crosslinking, nuclear pellets were prepared for ChIP as described previously with the following modifications as described before^38,39^. Nuclear pellets were resuspended in 2 mL cell lysis buffer C containing 0.2% SDS, and chromatin DNA was sheared to 2 kb average in size through sonication. For ChIP, 30 μg nuclear DNA containing nuclear lysates were immunoprecipitated overnight at 4 °C with a mixture of two anti-JMJD1A antibodies (20 μg each of IgG-F0618 and IgG-F0231) pre-bound to 200 μL of Dynabeads protein G. Precipitated DNA from original DNA size of ~2 kb was further sheared to ~200 bp using an Acoustic Solubilizer (Covaris). Chromatin immunoprecipitated samples were used for library preparation using the KAPA Hyper Prep Kit (Nippon Genetics) according to the manufacturer’s instructions^9,36^. Deep sequencing was performed on Illumina Genome Analyzer IIx using Sequencing Control Software v2.10.17 or HiSeq 2500 using HiSeq Control Software v2.2.58 as previously described^9,36^. Antibodies used: anti-H3K9me2 mouse mAb IgG-6D11 (Institute of Innovative Research, Tokyo Institute of Technology, Japan, 2 μg/mL for ChIP), anti-mouse JMJD1A mouse mAb IgG-F0618 (RCAST, The University of Tokyo, Japan, 25 μg/mL for ChIP), anti-mouse JMJD1A mouse mAb IgG-F0231 (RCAST, The University of Tokyo, Japan, 25 μg/mL for ChIP).

### ChIP-seq data processing

Trimmomatic^40^ was used to filter low-quality reads and adapters from ChIP-seq reads in fastq files. ChIP-seq reads that passed quality filtering were aligned to the mouse mm9 genome using bowtie2^41^. Sam files generated by bowtie2 were then converted to sorted bam files using SAMtools^42^. PCR duplicates in the ChIP-seq reads were removed using Picard ((http://broadinstitute.github.io/picard/), a tool developed by the Broad Institute. Bigwig files of ChIP-seq were generated using the bamCoverage function of deeptools^43^ whereas signals in the blacklist of mm9 were removed^44,45^. JMJD1A genomic binding regions (peaks) were calculated using the FindPeaks function of homer2^46^. Each JMJD1A genomic binding region was annotated to the nearest TSS using the annotatePeaks function of homer2. Motif searching of the JMJD1A genomic binding regions was performed using the findMotifsGenome.pl function of homer2.

### Quantitative real-time PCR (RT-qPCR) reaction

RT-qPCR was performed as described previously^47,48^. RT-qPCR was performed in 384-well plates using an ABI PRISM 7900HT sequence detection system (Applied Biosystems). All reactions were performed in triplicate. All the primer sequences used in this study are listed in Supplementary Tables 3 and 4.

### RNA sequencing (RNA-seq)

Total RNA was isolated using ISOGEN (Nippon Gene), according to the manufacturer’s protocol. RNA-seq libraries were prepared using the TruSeq Sample Purification Kit (Illumina). Libraries were sequenced on a HiSeq 2500 platform (Illumina).

### Data processing of RNA-seq

Fastp^49^ was used to filter out low-quality reads and adapters from the fastq files of the RNA-seq reads. After quality filtering, the RNA-seq reads were aligned to the mouse mm9 genome using STAR2^50^. RPKM tables of RNA-seq were calculated using GFOLD with GENOCODE comprehensive gene annotation set M1 release^51^. Pathway enrichment analysis of differentially expressed genes was performed using EnrichR^52^ and homer2^46^.

### Measurement of oxygen consumption

Oxygen consumption was measured using a Seahorse XF24 extracellular flux analyzer as described previously^9^. Briefly, the cultured adipocytes on day 7 of differentiation were detached with trypsin (0.5 g/L)/EDTA (0.53 mM) solution (Nacalai Tesque) and re-seeded at 1.0 × 10^5^ cells per well into XF24 V7 cell culture microplates (Seahorse Bioscience). First, basal respiration was assessed in untreated cells. Second, NE-induced respiration was evaluated in response to 1 μM NE. To assess the oxygen consumption of mouse scWAT, scWAT was isolated, minced, and 6 mg of adipose tissue was placed into XF24 Islet Capture Microplates (Seahorse Bioscience). The NE-induced oxygen consumption rate (OCR) was monitored after pre-incubation for 30 min in the pre-warmed XF24 assay medium supplemented with 2.5 μM NE.

### Phosphoproteomic analysis (isobaric tag labeling)

The cells were washed twice with PBS containing phosphatase inhibitors (40 mM NaF and 1 mM Na_3_VO_4_), harvested, and centrifuged at 400 × *g* for 3 min at 4 °C. The obtained cell pellet was washed twice with TBS containing phosphatase inhibitors (40 mM NaF and 1 mM Na_3_VO_4_) (400 × *g*, 3 min, 4 °C), flash-frozen in liquid nitrogen, and stored at −80 °C until use. Frozen cell pellets were thawed out, resuspended in 0.2 mL of 120 mM sodium deoxycholate/120 mM sodium lauroylsarcosinate/1 M Tris-HCl, pH 9.0 containing 1% protease inhibitor and phosphatase inhibitor (Sigma-Aldrich), incubated on a heating block at 95 °C for 5 min, and then sonicated for 20 min in an ice-cold water bath. Proteins were quantified using a bicinchoninic acid protein assay kit, reduced with 10 mM dithiothreitol for 30 min at 37 °C, alkylated with 50 mM iodoacetamide in the dark for 30 min at 37 °C, digested with Lys-C (1/100 w/w, enzyme to protein, Wako) for 3 h at 37 °C, diluted 5-fold with 50 mM ammonium bicarbonate, followed by digestion with trypsin (1/100 w/w, enzyme to protein, Promega) overnight at 37 °C. An equal volume of ethyl acetate was added to the eluate and the mixture was acidified with 0.5% CH_3_COOH. The mixture was shaken for 2 min, centrifuged at 15,800 × *g* for 2 min, and then the aqueous phase was collected and desalted using StageTips with an SDB-XC Empore disk membrane (3 M), as described previously^53^. In brief, StageTips were prepared with 1 mL pipette tips packed with 3 disks (2.7 mm diameter), conditioned with 1 mL of 0.1% CF_3_COOH/80% CH_3_CN, and equilibrated using 1 mL of 0.1% CF_3_COOH/5% CH_3_CN. Approximately 100 mg of protein digest was loaded onto each StageTip. The tips were then washed with 1 mL of 0.1% CF_3_COOH/5% CH_3_CN. Peptides were eluted from StageTips using 100 µL of 0.1% CF_3_COOH/80% CH_3_CN. Phosphopeptide enrichment by hydroxy acid-modified metal-oxide chromatography (HAMMOC)^54^ using titania was performed as follows. A C_8_ Empore disk with 0.6 mm diameter was inserted into a 0.1–10 μL pipette tip (Eppendorf). A slurry of bulk titania beads (0.5 mg) (titanium dioxide: particle size, 10 μm, GL sciences) in 20 μL of CH_3_OH was packed into the tip by centrifugation at 500 × *g* for 5 min. Before loading samples, HAMMOC tips were equilibrated with 20 μL of buffer A (0.1% CF_3_COOH/80% CH_3_CN with 300 mg/mL lactic acid (Wako) as a selectivity enhancer) by centrifugation at 1500 × *g* for 5 min. 100 μg of the desalted tryptic digest in 0.1% CF_3_COOH/80% CH_3_CN was diluted with 100 μL of buffer A and a 50 μL aliquot was loaded onto the HAMMOC tip four times by centrifugation at 1000 × *g* for 5 min. After successive washing with buffer A and 0.1% CF_3_COOH/80% CH_3_CN at 1500 × *g* for 5 min, the phosphopeptide was eluted with 50 μL of 0.5% piperidine by centrifugation at 1000 × *g* for 5 min. SDB-XC StageTips packed with RP-C_18_ beads (0.25 mg) were activated with 0.1% CF_3_COOH/80% CH_3_CN and equilibrated with 0.1% CF_3_COOH/5% CH_3_CN. The samples were loaded onto each tip and washed with 0.1% CF_3_COOH/5% CH_3_CN. Tandem mass tag (TMT) label reagents (Thermo Fisher Scientific) were dissolved in 5 μL of CH_3_CN and diluted with 95 μL of 50 mM phosphate buffer (pH 6.5). TMT solution (10 μg/10 μL) was loaded onto each tip. The samples were left on the reactor tip and labeled for 1 h at RT. After 1 h, the reactor tip was washed with 0.1% CF_3_COOH/5% CH_3_CN, and the peptides were eluted with 0.1% CF_3_COOH/80% CH_3_CN^55^. The sample was concentrated in a SpeedVac (Thermo Fisher Scientific), then resuspended in 10 μL of 0.5% CF_3_COOH /4% CH_3_CN for subsequent nanoLC-MS/MS analysis. The data were collected using the SPS MS3 TMT method^56^. NanoLC-MS/MS analyses were performed using an Orbitrap system (Orbitrap Fusion Lumos, Thermo Fisher Scientific), a Dionex Ultimate 3000 RSLCnano system (Thermo Fisher Scientific), and an HTC-PAL autosampler (CTC Analytics). ReproSil C18 materials (3 μm, Dr. Maisch) were packed into an electrospray ionization needle (150 mm length × 100 μm I.D., 6 μm opening) to prepare an analytical column with “stone-arch” frit. The injection volume was 5 μL and the flow rate was 500 nL/min. The mobile phases consisted of (A) 0.5% CH_3_COOH, and (B) 0.5% CH_3_COOH and 80% CH_3_CN. A three-step linear gradient of 5% to 15% B for 5 min, 10% to 45% B for 100 min, 45% to 100% B for 5 min, and 100% B for 10 min was employed. A spray voltage of 2400 V was applied. The MS^1^ scan range was 375–1500 *m/z*. The top ten precursor ions were selected in the MS^1^ scan by the Orbitrap with resolution = 120,000 for MS^2^ scans and the ion trap in automated gain control mode, where automated gain control values of 4.00 × 10^5^ and 1.00 × 10^4^ were set for full MS^1^ and MS^2^, respectively. To minimize repetitive MS^2^ scanning, the dynamic exclusion time was set to 30 s, with a repeat count of 1. Normalized collision-induced dissociation was set to 35.0. MS^3^ precursors were fragmented by high-energy collision-induced dissociation (CE = 65) and analyzed using Orbitrap (resolution of 50,000 and scan range of *m/z* 100-500). A lock mass function was used for the Orbitrap Fusion Lumos to obtain constant mass accuracy during gradient analysis^57^. The database searches were performed as follows. Peak lists were created from the raw MS data using ProteoWizard v3.0.11018, ProteoDiscoverer v1.3.0.339, and MaxQuant v1.6.2.10 for Orbitrap Fusion Lumos based on the recorded fragmentation spectra. Peptides and proteins were identified by automated database searching using Mascot v2.4 (Matrix Science) against the SwissProt 2017_04 database (selected for *Mus*) with a precursor mass tolerance of 10 ppm, a fragment ion mass tolerance of 0.8 Da and strict trypsin specificity allowing for up to two missed cleavages. Carbamidomethylation of cysteine, TMT 6-plex of lysine, and TMT 6-plex of the protein N-terminus were set as fixed modifications, and the oxidation of methionine and phosphorylation of serine, threonine, and tyrosine were set as variable modifications. Peptides were considered identified if the Mascot score was over the 95% confidence limit based on the ‘identity’ score of each peptide and if at least three successive y- or b-ions with a further two or more y-, b- and/or precursor-origin neutral loss ions were observed, based on the error-tolerant peptide sequence tag concept. For unique phosphorylation site counting, phosphopeptides that overlapped on a protein were merged first to remove redundancy^58^. Phosphorylation site localization was evaluated using an in-house Perl script to check for the presence of a site-determining ion combination.

### Phosphoproteomic analysis (label-free quantification)

Immortalized pre-adipocytes established from scWAT seeded in 3.5-cm dishes were transfected with si-Ctrl or si-*Mypt1* #1 on the day of spreading for 48 h, washed twice with PBS containing phosphatase inhibitors (40 mM NaF and 1 mM Na_3_VO_4_), harvested, and centrifuged at 400 × *g* for 3 min at 4 °C. Each obtained cell pellet was washed twice with TBS containing phosphatase inhibitors (40 mM NaF and 1 mM Na_3_VO_4_) and frozen at −80 °C until use. Each cell pellet was thawed out, lysed in SDS lysis buffer (5% SDS and 50 mM triethylammonium bicarbonate (TEAB), pH 7.55). Proteins were reduced by adding dithiothreitol to the protein solution in SDS to obtain a final concentration of 20 mM (10 min, 95 °C), alkylated by the addition of iodoacetamide to a final concentration of 40 mM (30 min, RT). The proteins were acidified to a final concentration of 1.2% phosphoric acid and diluted with six volumes of S-Trap buffer (90% CH_3_OH and 100 mM TEAB, pH 7.1) to aggregate proteins in colloidal particles. Tryptic digestion was performed using S-Trap Mini Spin columns (Protifi). Eluted peptides were dried in a SpeedVac (Thermo Fisher Scientific) and resuspended in 60 μL of 0.1% TFA/2% CH_3_CN solvent. Phosphopeptide enrichment was performed at RT using a microcolumn tip packed with 1 mg of TiO_2_ (Titansphere Phos-TiO MP Kit, GL Sciences). The resin was conditioned with 20 μL of buffer B (0.4 vol% CF_3_COOH, 80 vol% CH_3_CN) (3000 × *g*, 2 min) and equilibrated with 40 μL of buffer C (0.3 vol% CF_3_COOH, 60 vol% CH_3_CN, and 25 vol% lactic acid) (3000 × *g*, 2 min). The eluted digests (50 µL) and an equal volume of buffer C were mixed and passed through the spin tip twice (1000 × *g*, 10 min). The spin tip was rinsed with 20 μL of buffer C and 20 μL of buffer B (3000 × *g*, 2 min for each 20 μL). Phosphopeptides, mostly containing mono-phosphorylated peptides, were eluted from the spin tip with 500 μL of buffer D (20 mM methylphosphoric acid and 20 vol% CH_3_CN) (2 × 250 μL aliquots at 3000 × *g*, 10 min per aliquot). Thereafter, the phosphopeptides mostly containing multi-phosphorylated peptides were eluted from the spin tip (1000 × *g*, 5 min) using successive elution with (i) 100 μL of 500 mM Na_2_HPO_4_, (ii) 50 μL of 5 vol% ammonia solution, and (iii) 50 μL of 5 vol% pyrrolidine. Phosphopeptides eluted with buffer D were desalted using a MonoSpin C18 column (GL Sciences). The resin was conditioned with 500 μL of buffer E (0.1% CF_3_COOH, 80 vol% CH_3_CN) (5000 × *g*, 2 min, RT) and equilibrated with 500 μL of buffer F (0.1% CF_3_COOH, 5 vol% CH_3_CN) (5000 × *g*, 2 min, RT). Phosphopeptides eluted with buffer D were diluted five times with 20 vol% CF_3_COOH and passed through a spin column (1000 × *g*, 2 min, RT) until all samples had passed through the spin column. The spin column was rinsed with 1000 μL of buffer E (1000 × *g*, 2 min, RT). The phosphopeptides were eluted from the spin column with 250 μL of buffer E (1000 × *g*, 2 min, RT). Eluates were dried in a SpeedVac (Thermo Fisher Scientific) and resuspended in buffer F. Phosphopeptides eluted with Na_2_HPO_4_, ammonia solution, or piperidine were desalted using GL-Tip SDB (GL Sciences). The resin was conditioned with 20 μL of buffer E (3000 × *g*, 2 min, RT) and equilibrated with 20 μL of buffer F (3000 × *g*, 2 min, RT). Phosphopeptides eluted with Na_2_HPO_4_, ammonia solution, or piperidine were diluted twice with 20 vol% CH_3_COOH and passed through a spin column (3000 × *g*, 5 min, RT) until all samples had passed through the spin column. The spin column was rinsed with 20 μL of buffer F (3000 × *g*, 2 min, RT). Phosphopeptides were eluted from the spin column with 50 μL of buffer E using a syringe. Eluates were dried in a SpeedVac (Thermo Fisher Scientific) and resuspended in 0.1% TFS/2% CH_3_CN. A capillary reverse-phase high-performance liquid chromatography-MS/MS system (ZAPLOUS System: AMR Inc.), comprising of an advanced ultra-high-performance liquid chromatography instrument (Michrom Bioresources, Auburn, CA, USA), an HTC PAL autosampler (CTC Analytics), an Orbitrap Fusion ETD, and a quadrupole linear ion trap Orbitrap mass spectrometer (Thermo Fisher Scientific) equipped with a Dream Spray ESI source (Dream Spray, AMR), was used for LC-MS/MS analysis. Aliquots of samples were automatically injected onto a micro-precolumn C18 PepMap 100 Peptide Trap cartridge (5 × 0.3 mm i.d.:: Thermo Fisher Scientific) attached to an injector valve for desalting and concentrating the peptides. After washing the trap with 98% H_2_O/2% CH_3_CN/0.2% CF_3_COOH, the peptides were loaded into a separation capillary reverse phase column (L-column2 micro C18 column 3 μm, 200 Å, 150 × 0.2 mm i.d.:: CERI, Tokyo, Japan) by switching the valve. The eluents used were: A, 99.9% CH_3_CN/0.1% HCOOH:: and B, 100% CH_3_CN. The column was developed at a flow rate of 1.0 μL/min, with a concentration gradient of CH_3_CN: from 5% B to 30% B for 100 min, then from 30% B to 95% B for 1 min, maintained at 95% B for 9 min, from 95% B to 5% B for 1 min, and finally re-equilibrated with 5% B for 9 min. Effluents were introduced into the mass spectrometer via a nanoelectrospray ion interface that held the separation column outlet directly connected to a Dream Spray electrospray ion source. The electrospray ionization voltage was 1.5 kV and the transfer capillary of the orbitrap inlet was heated to 250 °C. No sheath or auxiliary gas was used. The mass spectrometer was operated in a data-dependent acquisition mode, in which the MS acquisition with a mass range of *m/z* 390-1,590 was automatically switched to MS/MS acquisition under the automated control of Xcalibur software. The top 20 precursor ions were selected by an MS scan with Orbitrap at a resolution of 240,000, and for the subsequent MS/MS scans through ion trap in the normal/centroid mode, using the AGC mode with AGC values of 4 × 10^5^ and 5 × 10^3^ for full MS and MS/MS, respectively. We also employed a dynamic exclusion capability that allowed sequential acquisition of the MS/MS of abundant ions in the order of their intensities with an exclusion duration of 5 s and exclusion mass widths of −5 and +5 ppm. The trapping time was 35 ms with auto gain control on. Tandem mass spectra were extracted using the Proteome Discoverer version 2.1. All MS/MS samples were analyzed using Mascot (Matrix Science, version 2.6.1). Mascot was set up to search the SwissProt_2019_04 database (selected for *Mus*, 17,073 entries) with the digestion enzyme trypsin and a maximum of three missed cleavage sites. Mascot was searched with a product ion mass tolerance of 0.60 Da and a precursor ion tolerance of 5.0 ppm. The carbamidomethyl of cysteine was specified in Mascot as a fixed modification. Acetylation of the protein N-terminus, oxidation of methionine, pyroglutamation of glutamate, and phosphorylation of tyrosine, serine, and threonine were specified in Mascot as variable modifications. Scaffold (version Scaffold_4.8.9, Proteome Software Inc.) was used to validate MS/MS-based peptide and protein identification. Peptide identifications were accepted if they could be established at greater than 95.0% probability.

### Database search for identification of kinase consensus sequences

Putative PKA phosphorylation sequences located in MYPT1 were surveyed using Scansite Motif Scanner (https://scansite4.mit.edu/#home).

### Mice

We used two lines of *Mypt1* floxed mice as summarized in Supplementary Table 5. *Mypt1* floxed mice were generated and genotype analysis of the flox locus was performed as described previously (line 1)^26^. We generated another line of *Mypt1* floxed mice (line 2) as follows: A CRISPR-Cas9 expression vector, sgRNAs targeting *Mypt1* intron 5 (5′-GCAGCAGTGCTTACGTTAGGCGG-3′) and *Mypt1* intron 8 (5′-GCAATGATGAGGGTTTAAAGTGG-3′), and donor plasmid DNA including *Mypt1* Exon 6-8 flanked by two lox P sites were injected into fertilized C57BL/6J eggs. The detailed method for harvesting fertilized eggs has been described elsewhere^59^. PCR-based screening and Sanger sequencing were performed to identify the founder mice. For genotyping, clipped toes were used for PCR. Genotyping was performed using primers flanking the LoxP site located in *Mypt1* intron 8 (forward primer: 5′-TCCAAAGAGGCAATGATGAGGG-3′; reverse primer: 5′-TGCAACCATCCAGCTTGGTA-3′). PCR products of 144 and 206 bp were amplified from *WT* and floxed alleles, respectively. *Pdgfrα-*Cre (stock 013148) mice were purchased from Jackson Laboratories. *Adipoq-*Cre mice were generated as described previously^27^. Genotyping of *Adipoq*-Cre and *Pdgfrα-*Cre mice was performed using primers specific for the Cre transgene, forward primer: 5′-GAACCTGATGGACATGTTCAGG-3′ and reverse primer: 5′-AGTGCGTTCGAACGCTAGAGCCTGT-3′ to detect Cre expression (product size, 320 bp). To generate *Mypt1* + */flox::Adipoq-Cre mice*, in which *Mypt1* is specifically ablated in adipocytes, we crossed *Mypt1* floxed mice (line 1) with *Adipoq*-Cre mice In addition, for scWAT culture experiments*, Mypt1* floxed mice (line 1) were used. To generate *Mypt1* + */flox::Pdgfra-Cre mice*, in which *Mypt1 is specifically ablated i*n pre-adipocytes we crossed *Mypt1* floxed mice (line 2) with *Pdgfra*-Cre mice. For AAV injection-mediated depletion of MYPT1 in scWAT of mice, control AAV (AAV-CMV-mCherry) or AAV expressing Cre recombinase (AAV-CMV-mCherry-2A-Cre) were injected into the right or left pad of the scWAT of *Mypt1* floxed mice (line 2), respectively, following a published protocol^60^. In short, AAV was injected into the scWAT of *Mypt1*^*flox/flox*^ mice at a viral titer of 1.5 × 10^10^ genomic copies (GC) per pad. 30 μL of AAV at a dose of 0.5 × 10^10^ GC/µL was injected into each scWAT (5 µL per injection, 6 locations per pad). scWAT was harvested two weeks after viral infection, and the efficacy of knockdown was evaluated through the quantification of *Mypt1* expression levels.

### Animal experiments

All animal experiments followed the basic guidelines for conducting animal experiments established by the Animal Care and Use Committee of the University of Tokyo and Tohoku University. Mice were maintained in a temperature- and humidity-controlled environment under a 12 h light/12 h dark cycle (08:00-20:00) at constant temperature (23 °C) with free access to food and water. Animals were fed a normal chow diet (CE-2, CLEA Japan Inc.) from the age of 4 weeks or HFD, consisting of 58.0% fat, 15.0% protein, and 27.0% carbohydrate, from the age of 5 to 7 weeks as described previously^61–63^. For chronic cold exposure experiments, animals were single-caged and exposed to 12 °C for one week. At the conclusion of experiments, tissues were harvested and snap frozen in liquid nitrogen for RNA and protein analysis. For cold tolerance test, mice housed at RT for 1 week prior to the experiments were exposed to 8 °C from 10 a.m., and core body temperature was monitored using a rectal thermometer (Bio Research Center: BDT-100C). Details of the age and sex of mice used are shown in Supplementary Table 5.

### Blood parameters

Blood glucose concentrations were measured using LAB Gluco (ForaCare). Plasma insulin levels were determined by enzyme-linked immunosorbent assay using the Insulin Immunoassay Kit (Shibayagi) according to the manufacturer’s instructions.

### GTT and GSIS

For GTT and GSIS, mice were fasted for 6 h and then administered an intraperitoneal injection of glucose (1.5 g/kg BW)^10^. Blood samples for glucose and insulin measurements were obtained from the tail vein at the indicated time points.

### Isolation of nuclear and mitochondrial fraction from scWAT

Isolation of nuclear and mitochondrial fractions from scWAT was performed using the Mitochondrial Isolation Kit for Tissue (Abcam) according to the manufacturer’s instructions. Frozen tissues were washed with wash buffer, homogenized with a Potter-Elvehjem homogenizer in ice-cold isolation buffer containing both protease inhibitors (2.8 μg/mL aprotinin, 5 μg/mL pepstatin A, 10 μg/mL leupeptin, 1 mM PMSF, 1 mM DTT, 1 mM benzamidine) and phosphatase inhibitors (40 mM NaF, 1 mM Na_3_VO_4_, 10 mM β-glycerophosphate), and centrifuged at 1000 × *g*, 4 °C, for 10 min, to obtain post-nuclear supernatant and nuclear pellet. The post-nuclear supernatant was centrifuged at 12,000 × *g*, 4 °C, for 15 min to obtain mitochondrial pellets. Pellets were washed once with isolation buffer and lysed in Buffer A (20 mM HEPES-NaOH (pH 7.5), 1 mM EDTA, 150 mM NaCl, 0.1%SDS, 0.5% sodium deoxycholate, 1% Triton X-100) containing both protease inhibitors (2.8 μg/mL aprotinin, 5 μg/mL pepstatin A, 10 μg/mL leupeptin, 1 mM PMSF, 1 mM DTT, 1 mM benzamidine) and subjected to SDS-PAGE. Nuclear pellets were lysed in Buffer B (50 mM HEPES-KOH (pH 7.9), 500 mM NaCl, 1.5 mM MgCl_2_, 0.1 % NP-40) containing both protease inhibitors (2.8 μg/mL aprotinin, 5 μg/mL pepstatin A, 10 μg/mL leupeptin, 0.5 mM PMSF) and phosphatase inhibitors (40 mM NaF, 1 mM Na_3_VO_4_, 10 mM β-glycerophosphate), centrifuged at 22,000 × *g*, 4 °C, for 20 min. The supernatant was further centrifuged at 120,000 × *g*, 4 °C, for 30 min, and the supernatant was collected as nuclear lysate. The nuclear lysate was subjected to immunoprecipitation using an anti-JMJD1A antibody in buffer B for 2 h at 4 °C to detect JMJD1A phosphorylation by immunoblotting.

### Immunohistochemistry

scWAT isolated from mice was placed in 4% paraformaldehyde for 48 h, stored in 70% ethanol, and subsequently embedded in paraffin. Immunostaining was performed on deparaffinized 3.5 μm sections, which were rehydrated; the endogenous peroxidase activity was quenched by treatment with 1% or 0.3% hydrogen peroxide for 20 min for mCherry or UCP1 staining, respectively. Following antigen epitope retrieval, performed by autoclaving the slides in antigen retrieval solution (pH 9), the sections were incubated overnight at 4 °C with mouse monoclonal anti-mCherry antibody (ab125096, Abcam) at a dilution of 1:150, or with rabbit polyclonal anti-UCP1 antibody (ab23841, Abcam) at a dilution of 1:5000. The bound anti-mCherry or anti-UCP1 was detected using Simple Stain^TM^ mouse or rabbit MAX PO (NICHIREI), respectively. Bound horseradish peroxidase-labeled polymers were detected by the addition of a 3,3-diaminobenzidine substrate-chromogen solution and counterstained with hematoxylin. Slides were scanned using VS200 slide scanner (OLYMPUS).

### Adenovirus infection

Primary pre-adipocytes isolated from the SVF of the scWAT of *Mypt1*^*flox/flox*^ mice were seeded, cultured for 24 h, infected with either AxCAN-LacZ or AxCAN-LacZ at a multiplicity of infection of 900 for 24 h (day −1 to day 0), and then induced for differentiation as described above.

### Isolation of SVFs and mature adipocytes

Isolation of SVF and mature adipocytes was performed as described previously^64^ with slight modifications. Briefly, scWAT of *WT* mice injected with AAV (AAV-CMV-mCherry) was excised, minced in Krebs-Ringer bicarbonate HEPES (KRBH) buffer (120 mM NaCl, 4 mM KH_2_PO_4_, 0.75 mM CaCl_2_, 1 mM MgSO_4_, 10 mM NaHCO_3_, 30 mM HEPES, pH 7.4) containing 2% fatty acid-free bovine serum albumin (Sigma-Aldrich), 25 mM glucose, and 2 mg/mL collagenase (Wako), and incubated at 37 °C for 1 h with shaking at 150 cycles/min. After centrifugation at 1700 × *g* for 10 min at 25 °C, the floating mature adipocytes were collected in ISOGEN (Nippon Gene). Centrifuged cell pellets, termed SVF, were resuspended in KRBH buffer, filtered through a 100 μm nylon cell strainer (BD Falcon), and centrifuged at RT at 1700 × *g* for 10 min at 25 °C. Centrifuged cell pellets were collected using ISOGEN (Nippon Gene).

### Statistical analysis

Data are presented as the mean ± SEM for independent experiments. Comparisons between two groups were performed using the paired t-test or the Student’s *t* test, as appropriate. Two-way repeated measures ANOVA was used to compare repeated measurements. The Wilcoxon–Mann–Whitney test was used to compare the sum of peak scores or distances of peaks and nearest TSS between the two groups. *P*-values denoted as *P < 0.05; **P < 0.01, and ***P-value < 0.005.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

Data supporting this study are available from the corresponding authors upon reasonable request. RNA-seq transcriptome data and JMJD1A ChIP-seq data (day 0 and day 4) were deposited in the Gene Expression Omnibus (GEO) database with accession number GSE202506. JMJD1A ChIP-seq data (day 8) has already been published and deposited in the GEO database GSE107901. Proteomic data were deposited in ProteomeXchange Consortium under the accession number PXD031210, PXD031896, and PXD031897. The *Mus* SwissProt database (v. 2017_04, 2019_04, and 2021_04) was used for proteome analyses. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: MYPT1-PP1β phosphatase negatively regulates both chromatin landscape and co-activator recruitment for beige adipogenesis
**Source:** Nat Commun. 2022 Sep 29;13:5715. doi: 10.1038/s41467-022-33363-0
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary information

### **MYPT1-PP1 $\beta$ phosphatase negatively regulates both chromatin landscape and co-activator recruitment for beige adipogenesis**

Hiroki Takahashi <sup>1, 2, 12</sup>, Ge Yang <sup>1, 12</sup>, Takeshi Yoneshiro <sup>2</sup>, Yohei Abe <sup>2</sup>, Ryo Ito <sup>1</sup>,  
Chaoran Yang <sup>1</sup>, Junna Nakazono <sup>3</sup>, Mayumi Okamoto-Katsuyama <sup>2</sup>, Aoi Uchida <sup>2</sup>,  
Makoto Arai <sup>1</sup>, Hitomi Jin <sup>1</sup>, Hyunmi Choi <sup>1</sup>, Myagmar Tumenjargal <sup>1</sup>, Shiyu Xie <sup>1</sup>, Ji Zhang <sup>1</sup>,  
Hina Sagae <sup>1</sup>, Yanan Zhao <sup>1</sup>, Rei Yamaguchi <sup>1</sup>, Yu Nomura <sup>1</sup>, Yuichi Shimizu <sup>1</sup>, Kaito  
Yamada <sup>1, 4</sup>, Satoshi Yasuda <sup>4</sup>, Hiroshi Kimura <sup>5</sup>, Toshiya Tanaka <sup>6</sup>, Youichiro Wada <sup>7</sup>,  
Tatsuhiko Kodama <sup>6</sup>, Hiroyuki Aburatani <sup>8</sup>, Min-Sheng Zhu <sup>9</sup>, Takeshi Inagaki <sup>2, 10</sup>, Timothy  
F. Osborne <sup>11</sup>, Takeshi Kawamura <sup>7</sup>, Yasushi Ishihama <sup>3</sup>, Yoshihiro Matsumura <sup>1, 2, \*</sup>,  
Juro Sakai <sup>1, 2, \*</sup>

<sup>12</sup> These authors contributed equally

## Supplementary Tables

### Supplementary Table 1. List of genes upregulated by MYPT1 depletion in Fig. 1g.

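Supplementary Table 1 lists the beige-selective genes with a higher level after Mypt1 knockdown, called on RPKM from 1 library per condition. Applying the stated thresholds to the deposited RPKM called 115 genes, of which 110 were matched to the symbol as extracted from the table. The other 5 entries were matched to the remaining 5 called genes (Elovl3, Hephl1, Iglon5, Sprr1a and Syngr1) by near-identical spelling, and this was done after the called genes had been seen. As the table was made from these data, the overlap shows how far the calls are shared, not that they would recur in other cultures. In 16 of these genes the si-Ctrl library at day 0 held no read, so their rise during differentiation has no upper bound, and 5 had fewer than 100 reads in the day 8 libraries together.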

RNA-seq MA plot of 3,356 beige-selective genes (FC of RPKM (si-Ctrl day 8/day 0 > 1.5), RPKM > 1) in primary scWAT cultures of WT mice transfected with si-Ctrl or si-Mypt1 #2 and differentiated for beige adipocyte. Upregulated (FC > 1.5) beige-selective genes following MYPT1 depletion are shown.

|                  |                      |                      |                   |                      |
|------------------|----------------------|----------------------|-------------------|----------------------|
| <i>Fabp3-ps1</i> | <i>Elov13</i>        | <i>Gsta4</i>         | <i>Igln5</i>      | <i>Aif1l</i>         |
| <i>Clec3b</i>    | <i>Ly6a</i>          | <i>Hist2h2aa2</i>    | <i>Chst13</i>     | <i>Ppp2r5b</i>       |
| <i>Ucp1</i>      | <i>AL772271.1</i>    | <i>Heph1l</i>        | <i>Plin5</i>      | <i>Krt79</i>         |
| <i>Fabp3</i>     | <i>Mir126</i>        | <i>Chst1</i>         | <i>Ace</i>        | <i>Hcn2</i>          |
| <i>Itgad</i>     | <i>Orm1</i>          | <i>Gm2308</i>        | <i>Acyp2</i>      | <i>Islr</i>          |
| <i>Hist1h4b</i>  | <i>Aldh3b2</i>       | <i>Atp2a3</i>        | <i>Arc</i>        | <i>Gm16641</i>       |
| <i>Ly6c1</i>     | <i>Acp5</i>          | <i>Chkb</i>          | <i>Iigp1</i>      | <i>1810034E14Rik</i> |
| <i>Hist1h4c</i>  | <i>Tuba8</i>         | <i>mt-Te</i>         | <i>Syng1</i>      | <i>Acacb</i>         |
| <i>Cidea</i>     | <i>Gnao1</i>         | <i>A830052D11Rik</i> | <i>Krt36</i>      | <i>C1rb</i>          |
| <i>Cyp4b1</i>    | <i>1110059M19Rik</i> | <i>Cox6b2</i>        | <i>Slc25a42</i>   | <i>Hist1h2bg</i>     |
| <i>Ubd</i>       | <i>Pltp</i>          | <i>Gm15317</i>       | <i>Hist1h2be</i>  | <i>Mmp15</i>         |
| <i>Cox8b</i>     | <i>Gm4951</i>        | <i>Mrps36-ps2</i>    | <i>Adck3</i>      | <i>Apol6</i>         |
| <i>Hist1h4h</i>  | <i>1700056E22Rik</i> | <i>Gm7251</i>        | <i>Sparcl1</i>    | <i>Fam195a</i>       |
| <i>Tnxb</i>      | <i>Spon1</i>         | <i>Tmem45b</i>       | <i>AC154646.1</i> | <i>Gm5514</i>        |
| <i>Otop1</i>     | <i>Gm6293</i>        | <i>Rbpms2</i>        | <i>Syt12</i>      | <i>Hdhd3</i>         |
| <i>Slc6a13</i>   | <i>Lctl</i>          | <i>Pank1</i>         | <i>Ptger3</i>     | <i>Slc7a10</i>       |
| <i>Impa2</i>     | <i>Gm12347</i>       | <i>Gm6181</i>        | <i>Aatk</i>       | <i>Hadha</i>         |
| <i>Sncg</i>      | <i>Acaa2</i>         | <i>Odf3l1</i>        | <i>Nnat</i>       | <i>Letmd1</i>        |
| <i>Car4</i>      | <i>Cpt1b</i>         | <i>Gbp10</i>         | <i>Adh1</i>       | <i>Ehhadh</i>        |
| <i>Sema3b</i>    | <i>Tlr5</i>          | <i>Gm16559</i>       | <i>Gm17147</i>    | <i>Epas1</i>         |
| <i>Ly6i</i>      | <i>Hist2h2aa1</i>    | <i>Apoc3</i>         | <i>Sprrla</i>     | <i>Dhrs4</i>         |
| <i>Lipg</i>      | <i>Lrrc29</i>        | <i>Adamts15</i>      | <i>Poln</i>       | <i>Gm3222</i>        |
| <i>Aadac</i>     | <i>Cdkn1c</i>        | <i>SNORA5</i>        | <i>Dusp8</i>      | <i>Gm17168</i>       |

**Supplementary Table 2. List of reagents and resources.**

| Antibodies                         |                                                         |                 |                                                          |
|------------------------------------|---------------------------------------------------------|-----------------|----------------------------------------------------------|
| Reagent or Resource                | Source                                                  | Identifier      | Dilution or concentration                                |
| Anti-mouse JMJD1A                  | Our laboratory                                          | IgG-F0618       | 10 µg/mL for IB<br>8.3 µg/mL for IP<br>25 µg/mL for ChIP |
| Anti-mouse JMJD1A                  | Our laboratory                                          | IgG-F0231       | 4 µg/mL for IB<br>12 µg/mL for IP<br>25 µg/mL for ChIP   |
| Anti-human JMJD1A                  | Our laboratory                                          | IgG-F3640       | 10 µg/mL for IP                                          |
| Anti-P-JMJD1A (pSer265)            | Our laboratory                                          | 11890-2         | 1:500 for IB                                             |
| Anti-RLC                           | Cell Signaling Technology                               | Cat#8505        | 1:500 for IB                                             |
| Anti-P-RLC (pSer19)                | Cell Signaling Technology                               | Cat #3671       | 1:500 for IB                                             |
| Anti-MYPT1                         | Cell Signaling Technology                               | Cat #2634       | 1:500 for IB                                             |
| Anti-P-MYPT1 (pThr696)             | Sigma-Aldrich                                           | Cat #ABS45      | 1:500 for IB                                             |
| Anti-ACTB                          | Sigma-Aldrich                                           | Cat #A5441      | 1:5,000 for IB                                           |
| Anti-V5                            | Invitrogen                                              | Cat #R960-25    | 1 µg/mL for IB                                           |
| Anti-H3K9me2                       | Dr. Hiroshi Kimura,<br>Tokyo Institute of<br>Technology | IgG-6D11        | 2 µg/mL for ChIP                                         |
| Anti-UCP1                          | Abcam                                                   | Cat #ab23841    | 1:5000 for IHC                                           |
| Anti-mCherry                       | Abcam                                                   | Cat #ab125096   | 1:150 for IHC                                            |
| Anti-UCP1                          | R&D Systems                                             | Cat #MAB6158    | 0.5 µg/mL for IB                                         |
| Anti-TOM20                         | Proteintech                                             | Cat #11802-1-AP | 0.8 µg/mL for IB                                         |
| Anti-FLAG                          | Sigma-Aldrich                                           | Cat#F3165       | 1 µg/ml for IP                                           |
| Anti-mouse IgG-HRP                 | Sigma-Aldrich                                           | Cat#A4416       | 1:10,000 for IB                                          |
| Anti-rabbit IgG-HRP                | Sigma-Aldrich                                           | Cat#A0545       | 1:10,000 for IB                                          |
| Bacterial plasmid and Virus Vector |                                                         |                 |                                                          |
| Reagent or Resource                | Source                                                  | Identifier      |                                                          |
| pMXs-IRES-Puro                     | Cosmo Bio                                               | Cat#RTV-014     |                                                          |
| pMXs-IRES-Zeo                      | Ref <sup>1</sup>                                        |                 |                                                          |

| pAAV-CMV-mCherry                                         | Dr. Akihiro Yamanaka,<br>Nagoya University               |               |
|----------------------------------------------------------|----------------------------------------------------------|---------------|
| pAAV-CMV-mCherry-2A-Cre                                  | Dr. Akihiro Yamanaka,<br>Nagoya University               |               |
| pHelper                                                  | Agilent                                                  | Cat#240071    |
| pAAV-RC8                                                 | Dr. James M Wilson, The<br>University of<br>Pennsylvania |               |
| AxCANLacZ                                                | RIKEN BRC                                                | Cat#RDB01749  |
| AxCANCre                                                 | RIKEN BRC                                                | Cat#RDB01748  |
| Chemicals, Peptides, and Recombinant Proteins            |                                                          |               |
| Reagent or Resource                                      | Source                                                   | Identifier    |
| DMEM High Glucose                                        | Sigma-Aldrich                                            | Cat#D6429     |
| Fetal Bovine Serum                                       | Thermo Fisher Scientific                                 | Cat#10270     |
| Penicillin-Streptomycin<br>Mixed Solution                | Nacalai Tesque                                           | Cat#09367-34  |
| 3-Isobutyl-1-methylxanthine                              | Sigma-Aldrich                                            | Cat#I5879     |
| Dexamethasone                                            | Sigma-Aldrich                                            | Cat#D4902     |
| Insulin                                                  | Sigma-Aldrich                                            | Cat#I5523     |
| Rosiglitazone                                            | FUJIFILM Wako                                            | Cat#184-02651 |
| Isoproterenol                                            | Sigma-Aldrich                                            | Cat#I6504     |
| H89                                                      | Cell Signaling<br>Technology                             | Cat#9844      |
| Blebbistatin                                             | Sigma-Aldrich                                            | Cat#203389    |
| Norepinephrine                                           | Sigma-Aldrich                                            | Cat#A9512     |
| Puromycin                                                | Sigma-Aldrich                                            | Cat#P8833     |
| Zeocin                                                   | InvivoGen                                                | Cat#ant-zn-1p |
| G418                                                     | Sigma-Aldrich                                            | Cat#A1720     |
| Oil Red O                                                | Nacalai Tesque                                           | Cat#25633-92  |
| Super Signal West Dura<br>Extended Duration<br>Substrate | Thermo Fisher Scientific                                 | Cat#34075     |
| Lipofectamine RNAiMAX<br>Transfection Reagent            | Thermo Fisher Scientific                                 | Cat#13778150  |

| Stealth RNAi siRNA<br>Negative Control Med GC<br>Duplex #2 | Thermo Fisher Scientific | Cat#12935-112                      |
|------------------------------------------------------------|--------------------------|------------------------------------|
| ON-TARGETplus Non-<br>targeting Control Pool               | Horizon Discovery        | Cat#D-001810-10-20                 |
| KOD Plus Neo DNA<br>polymerase                             | Toyobo                   | Cat#KOD-401                        |
| ISOGEN Reagent                                             | Nippon Gene              | Cat#315-02504                      |
| Formaldehyde Solution                                      | FUJIFILM Wako            | Cat#064-00406                      |
| Sequencing Grade<br>Modified Trypsin                       | Promega                  | Cat#V5111                          |
| Ethylene glycol<br>bis(succinimidylsuccinate)              | Thermo Fisher Scientific | Cat#21565                          |
| Dynabeads Protein G for<br>Immunoprecipitation             | Thermo Fisher Scientific | Cat#10004D                         |
| Protein G Sepharose 4 Fast<br>Flow                         | GE Healthcare            | Cat#17061801                       |
| Critical Commercial Assays                                 |                          |                                    |
| Reagent or Resource                                        | Source                   | Identifier                         |
| QIAquick PCR Purification<br>Kit                           | Qiagen                   | Cat#28106                          |
| Qubit Double-stranded<br>DNA High Sensitivity<br>Assay Kit | Thermo Fisher Scientific | Cat#32854                          |
| TruSeq ChIP Library<br>Preparation Kit                     | Illumina                 | Cat#RS-122-2001 or RS-122-2002     |
| KAPA Hyper Prep Kit                                        | Kapa Biosystems          | Cat#KK8502                         |
| Deposited Data                                             |                          |                                    |
| Reagent or Resource                                        | Source                   | Identifier                         |
| RAW and analyzed RNA-<br>seq data                          | This paper               | GSE202506                          |
| RAW and analyzed ChIP-<br>seq data                         | This paper               | GSE202506                          |
| Phosphoproteomics data                                     | This paper               | PXD031210, PXD031896,<br>PXD031897 |

| Experimental Model: Cell Line |                   |                                                                                                                                 |
|-------------------------------|-------------------|---------------------------------------------------------------------------------------------------------------------------------|
| Reagent or Resource           | Source            | Identifier                                                                                                                      |
| 3T3-L1                        | ATCC              | Cat#ATCC CL-173                                                                                                                 |
| Plat-E                        | Cosmo Bio         | Cat#RV-101                                                                                                                      |
| NIH-3T3                       | ATCC              | Cat#ATCC CRL-1658                                                                                                               |
| AAV293                        | Agilent           | Cat#240073                                                                                                                      |
| Software and Algorithms       |                   |                                                                                                                                 |
| Reagent or Resource           | Source            | Identifier                                                                                                                      |
| HOMER4.11                     | Ref <sup>2</sup>  | <a href="http://homer.ucsd.edu/homer/">http://homer.ucsd.edu/homer/</a>                                                         |
| Bowtie2 2.4.2                 | Ref <sup>3</sup>  | <a href="http://bowtie-bio.sourceforge.net/bowtie2/index.shtml">http://bowtie-bio.sourceforge.net/bowtie2/index.shtml</a>       |
| Trimmomatic0.39               | Ref <sup>4</sup>  | <a href="http://www.usadellab.org/cms/?page=trimmomatic">http://www.usadellab.org/cms/?page=trimmomatic</a>                     |
| Samtools1.12                  | Ref <sup>5</sup>  | <a href="http://www.htslib.org/">http://www.htslib.org/</a>                                                                     |
| Bedtools2.30.0                | Ref <sup>6</sup>  | <a href="https://bedtools.readthedocs.io/en/latest/">https://bedtools.readthedocs.io/en/latest/</a>                             |
| STAR 2.7.9a                   | Ref <sup>7</sup>  | <a href="http://code.google.com/p/rna-star/">http://code.google.com/p/rna-star/</a>                                             |
| GFOLD1.1.4                    | Ref <sup>8</sup>  | <a href="https://zhanglab.tongji.edu.cn/software/GFOLD/index.html">https://zhanglab.tongji.edu.cn/software/GFOLD/index.html</a> |
| FASTP0.20.1                   | Ref <sup>9</sup>  | <a href="https://github.com/OpenGene/fastp">https://github.com/OpenGene/fastp</a>                                               |
| Deeptools3.5.1                | Ref <sup>10</sup> | <a href="https://deeptools.readthedocs.io/en/develop/">https://deeptools.readthedocs.io/en/develop/</a>                         |

**Supplementary Table 3. List of RT-qPCR primers.**

| Gene             | Forward primer                    | Reverse primer                   |
|------------------|-----------------------------------|----------------------------------|
| <i>Ppib</i>      | 5'-GGAGATGGCACAGGAGGAA-3'         | 5'-GCCCCGTAGTGCTTCAGCTT-3'       |
| <i>Ucp1</i>      | 5'-AAGCTGTGCGATGTCCATGT-3'        | 5'-AAGCCACAAACCCTTTGAAAA-3'      |
| <i>Cidea</i>     | 5'-GGTTCAAGGCCGTGTTAAGG-3'        | 5'-CGTCATCTGTGCAGCATAGG-3'       |
| <i>Pgc1a</i>     | 5'-AACCACACCCACAGGATCAGA-3'       | 5'-TCTTCGCTTTATTGCTCCATGA-3'     |
| <i>Prdm16</i>    | 5'-GCACGGTGAAGCCATTCATATG-3'      | 5'-TCGGCGTGCATCCGCTTGTG-3'       |
| <i>Dio2</i>      | 5'-GTCCGCAAATGACCCCTTT-3'         | 5'-CCCACCCACTCTCTGACTTTC-3'      |
| <i>Cpt1b</i>     | 5'-GCTGCCGTGGGACATTC-3'           | 5'-CTTGGCTACTTGGTACGAGTTCTC-3'   |
| <i>Pparg</i>     | 5'-CAAGAATACCAAAGTGCATCAA-3'      | 5'-GAGCTGGGTCTTTTCAGAATAATAAG-3' |
| <i>Cox8b</i>     | 5'-CACTTCCGCCGTGGAGC-3'           | 5'-GTGGGCTAAGACCCATCCTG-3'       |
| <i>Pgc1b</i>     | 5'-GAGGGCTCCGGCACTTC-3'           | 5'-CGTACTTGCTTTTCCCAGATGA-3'     |
| <i>Ppara</i>     | 5'-ACAAGGCCTCAGGGTACCA-3'         | 5'-GCCGAAAGAAGCCCTTACAG-3'       |
| <i>Elovl3</i>    | 5'-TTCTCACGCGGGTTAAAAATG-3'       | 5'-GGGCCTTAAGTCCTGAAACGT-3'      |
| <i>Fabp4</i>     | 5'-AGTGAAAACCTTCGATGATTACATGAA-3' | 5'-GCCTGCCACTTTCCTTGTG-3'        |
| <i>Tfam</i>      | 5'-CCGAAGTGTTTTTCCAGCAT-3'        | 5'-GGCTGCAATTTTCTTAACCA-3'       |
| <i>Otop1</i>     | 5'-TACATGCAGCGCCGCCTCAT-3'        | 5'-TCAAGCATCCCAGGACGACA-3'       |
| <i>Bmp8b</i>     | 5'-CACTTCCGCCGTGGAGC-3'           | 5'-GTGGGCTAAGACCCATCCTG-3'       |
| <i>Adipoq</i>    | 5'-CAGTGGATCTGACGACACCAA-3'       | 5'-GAACAGGAGAGCTTGCAACAGT-3'     |
| <i>Tmem26</i>    | 5'-ACCCTGTCATCCCACAGAG-3'         | 5'-TGTTTGGTGGAGTCCTAAGGTC-3'     |
| <i>Cd137</i>     | 5'-CGTGCAGAACTCCTGTGATAAC-3'      | 5'-GTCCACCTATGCTGGAGAAGG-3'      |
| <i>Cited1</i>    | 5'-ATTTATCGGACTTCTGCCCAG-3'       | 5'-TTGCGATCCTTCACTCCAAG-3'       |
| <i>Tbx1</i>      | 5'-GGCAGGCAGACGAATGTTC-3'         | 5'-TTGTCATCTACGGGCACAAAG-3'      |
| <i>Shox2</i>     | 5'-CCCACTATCCAGACGCTTTC-3'        | 5'-ATAGGGTGCAACTCTACAAGC-3'      |
| <i>Ppp1ca</i>    | 5'-GACCCTCATGTGTTCTTCCA-3'        | 5'-CCGCTGAACTGCCCATACTT-3'       |
| <i>Ppp1cb</i>    | 5'-GTCACCAGACCTACAATCTATGGAA-3'   | 5'-AAGTCACAAAGCAAACCTGTATCAG-3'  |
| <i>Ppp1cc</i>    | 5'-GCTGTCATGGAGGTTTATCAC-3'       | 5'-GATCTGGTACATCAGTTGGTC-3'      |
| <i>Rlc + RLC</i> | 5'-CACCAAGAAGCGCCCTCAG-3'         | 5'-TGTACAGCTCATCCACTTCCTC-3'     |
| <i>Taz</i>       | 5'-GAAGGTGATGAATCAGCCTCTG-3'      | 5'-GTTCTGAGTCGGGTGGTTCTG-3'      |
| <i>Ctgf</i>      | 5'-TTGACAGGCTTGCGGATT-3'          | 5'-GTTACCAATGACAATACCTTCTGC-3'   |
| <i>Cyr61</i>     | 5'-GTGAAGTGCGTCCTTGTGGACA-3'      | 5'-CTTGACACTGGAGCATCCTGCA-3'     |
| <i>Actb</i>      | 5'-CCGTGAAAAGATGACCCAGATC-3'      | 5'-CACAGCCTGGATGGCTACGT-3'       |
| <i>Pdgfra</i>    | 5'-TCATCCCCCTGCCAGACATT-3'        | 5'-GATGGCACTCTCTTCCGAAGTC-3'     |
| mCherry          | 5'-GAACGGCCACGAGTTCGAGA-3'        | 5'-CTTGGAGCCGTACATGAACTGAGG-3'   |
| <i>Mylk</i>      | 5'-TCATCCTTGAACCAGACCAC-3'        | 5'-CCTTATTTCTCTAAGACCATCCGT-3'   |
| <i>Mypt1</i>     | 5'-AGAGCTCAAAATGTTACCAGACTT-3'    | 5'-AGTCCTGCTGCTTTGCTTCT-3'       |

**Supplementary Table 4. List of ChIP-qPCR primers.**

| Gene                    | Forward Primer               | Reverse Primer              |
|-------------------------|------------------------------|-----------------------------|
| <i>Actb</i> (Intron 1)  | 5'-TGAGGTACTAGCCACGAGAGAG-3' | 5'-ACACCCGCCACCAGGTAAGCA-3' |
| <i>Ucp1</i> (-13 kb)    | 5'-GCAACCCTCTCCCATCAGTG-3'   | 5'-GCCTAACACCGTGCTTCTCA-3'  |
| <i>Ucp1</i> (-4.8 kb)   | 5'-TGCAACCCCTCACCTTTTAC-3'   | 5'-CTCCTTCCATCATCCCTTCA-3'  |
| <i>Ucp1</i> (-2.5 kb)   | 5'-TCACCCTTGACCACACTGAA-3'   | 5'-GTGAGGCTGATATCCCCAGA-3'  |
| <i>Ucp1</i> (TSS)       | 5'-TGCCAAGTCCCCTAGCAG-3'     | 5'-ACCCGTTAAGCCCAGATTG-3'   |
| <i>Ppara</i> (-10 kb)   | 5'-TGGCCGGGAGGAACTG-3'       | 5'-GGCAGGGACAATCTCTTTGTG-3' |
| <i>Cidea</i> (-13.5 kb) | 5'-CACCGCTTCACTTTGTCCTTT-3'  | 5'-GAGCACCCGGTTTGACAGT-3'   |
| <i>Cidea</i> (TSS)      | 5'-CACGCACACCTGCTTCTCTA-3'   | 5'-GATGTTGGTGGCTCTTGTCA-3'  |

**Supplementary Table 5. Details of age and sex of mice.**

| Mouse Strain                                 | Line of <i>Mypt1</i> floxed mice | Sex    | Age   | Figure                                                 |
|----------------------------------------------|----------------------------------|--------|-------|--------------------------------------------------------|
| C57BL/6J                                     |                                  | Male   | 16-18 | Supplementary Figure 5b, 5c                            |
|                                              |                                  | Male   | 7     | Supplementary Figure 5d (left)                         |
| <i>Mypt1<sup>flox/flox</sup></i>             | Line 2                           | Female | 21-34 | Figure 5b, f                                           |
|                                              |                                  | Male   | 18    | Figure 5c, 5d, 5e, Supplementary Figure 5d (right), 5e |
| <i>Mypt1<sup>+flox</sup>::Pdgra-Cre</i>      |                                  | Female | 18    | Figure 5g (left, right)                                |
|                                              |                                  | Female | 18-19 | Figure 5g (inset)                                      |
|                                              |                                  | Female | 9-19  | Figure 5h, Supplementary Figure 5n                     |
|                                              |                                  | Female | 19    | Figure 5i                                              |
|                                              |                                  | Male   | 5-7   | Figure 5j                                              |
|                                              |                                  | Male   | 21-23 | Figure 5k                                              |
|                                              |                                  | Male   | 22-23 | Figure 5l, Supplementary Figure 5r                     |
|                                              |                                  | Female | 33    | Supplementary Figure 5f                                |
|                                              |                                  | Female | 9     | Supplementary Figure 5o, 5p                            |
|                                              |                                  | Male   | 6-7   | Supplementary Figure 5q                                |
| <i>Mypt1<sup>flox/flox</sup>::Adipoq-Cre</i> | Line 1                           | Male   | 8     | Supplementary Figure 5j, 5k, 5l                        |

**a**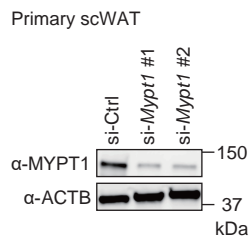**b**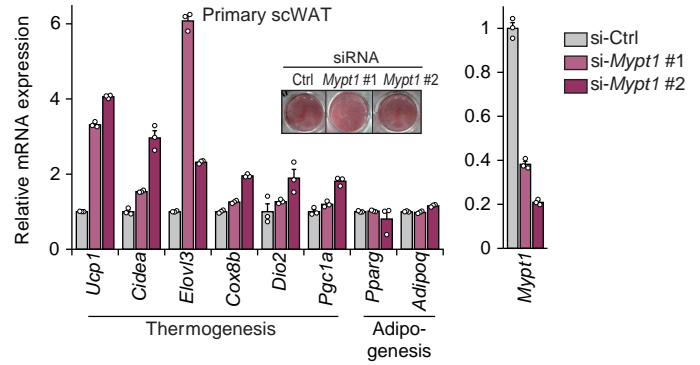**c**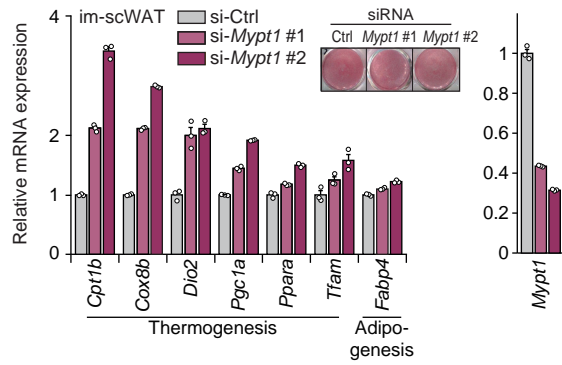**d**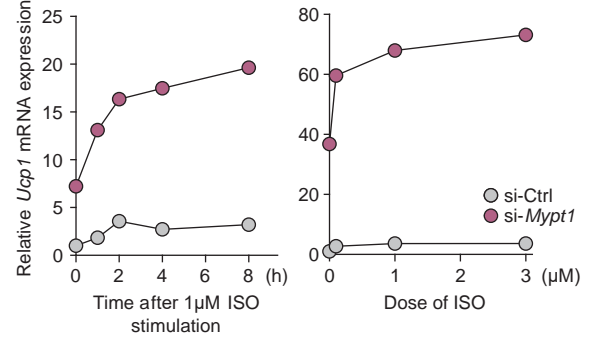**e**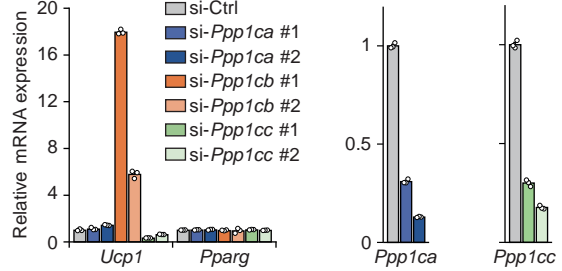**f**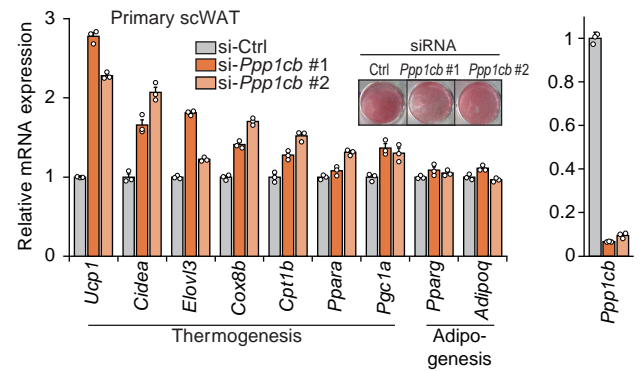**g**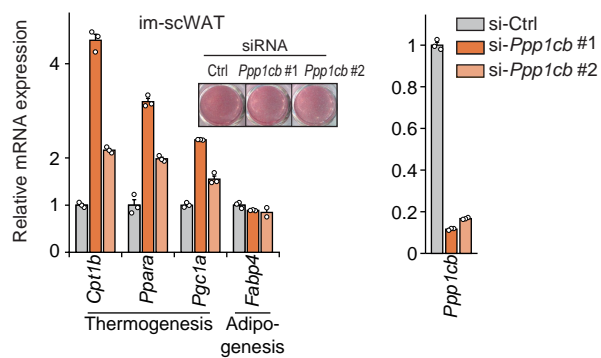**h**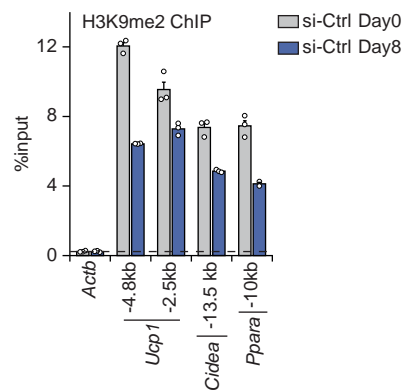

**Supplementary Fig. 1 MYPT1-PP1 $\beta$  dephosphorylates pS265-JMJD1A and suppresses thermogenic gene expression through the modulation of H3K9me2.**

(a) Immunoblotting with anti-MYPT1 and anti-ACTB antibody using WCL of primary pre-adipocytes isolated from SVF of scWAT of WT mice transfected with si-Ctrl or si-*Mypt1*. (b) mRNA levels for thermogenic genes, general adipogenic genes (day 8), and *Mypt1* (day 0) in primary pre-adipocytes isolated from SVF of scWAT of WT mice differentiated for beige adipogenesis transfected with si-Ctrl or si-*Mypt1*. ORO staining on day 8 (inset). (c) Thermogenic genes, general adipogenic genes (day 8), and *Mypt1* (day 0) mRNA levels in im-scWAT transfected with si-*Mypt1*. ORO staining on day 8 (inset). (d) mRNA levels of *Ucp1* in day 8 im-scWAT cells transfected with si-Ctrl or si-*Mypt1* #2 after 1  $\mu$ M ISO treatment at the indicated time points (left). mRNA levels of *Ucp1* in day 8 im-scWAT cells transfected with si-Ctrl or si-*Mypt1* #2 after treatment of 0, 1, 2, 3  $\mu$ M ISO for 1 h (right). (e) mRNA levels of *Ucp1*, *Pparg* (left, day 8), *Ppp1ca* (middle, day 0), and *Ppp1cc* (right, day 0) in im-scWAT cells transfected with si-Ctrl, si-*Ppp1ca*, si-*Ppp1cb*, or si-*Ppp1cc*. (f) mRNA levels for thermogenic genes, general adipogenic genes (day 8), and *Ppp1cb* (day 0) in primary pre-adipocytes isolated from SVF of scWAT of WT mice differentiated for beige adipogenesis transfected with si-Ctrl or si-*Ppp1cb*. ORO staining on day 8 (inset). (g) Thermogenic genes, general adipogenic genes (day 8), and *Ppp1cb* (day 0) mRNA levels in im-scWAT transfected with si-*Ppp1cb* #1. ORO staining on day 8 (inset). (h) H3K9me2 ChIP-qPCR in im-scWAT cells differentiated for beige adipogenesis on day 0 and day 8. **a-h** Representative of three (**b, c, f, g**) or two (**a, d, e, h**) independent experiments. Data are mean  $\pm$  SEM of three technical replicates in **b-h**. Source data are provided as a Source data file.

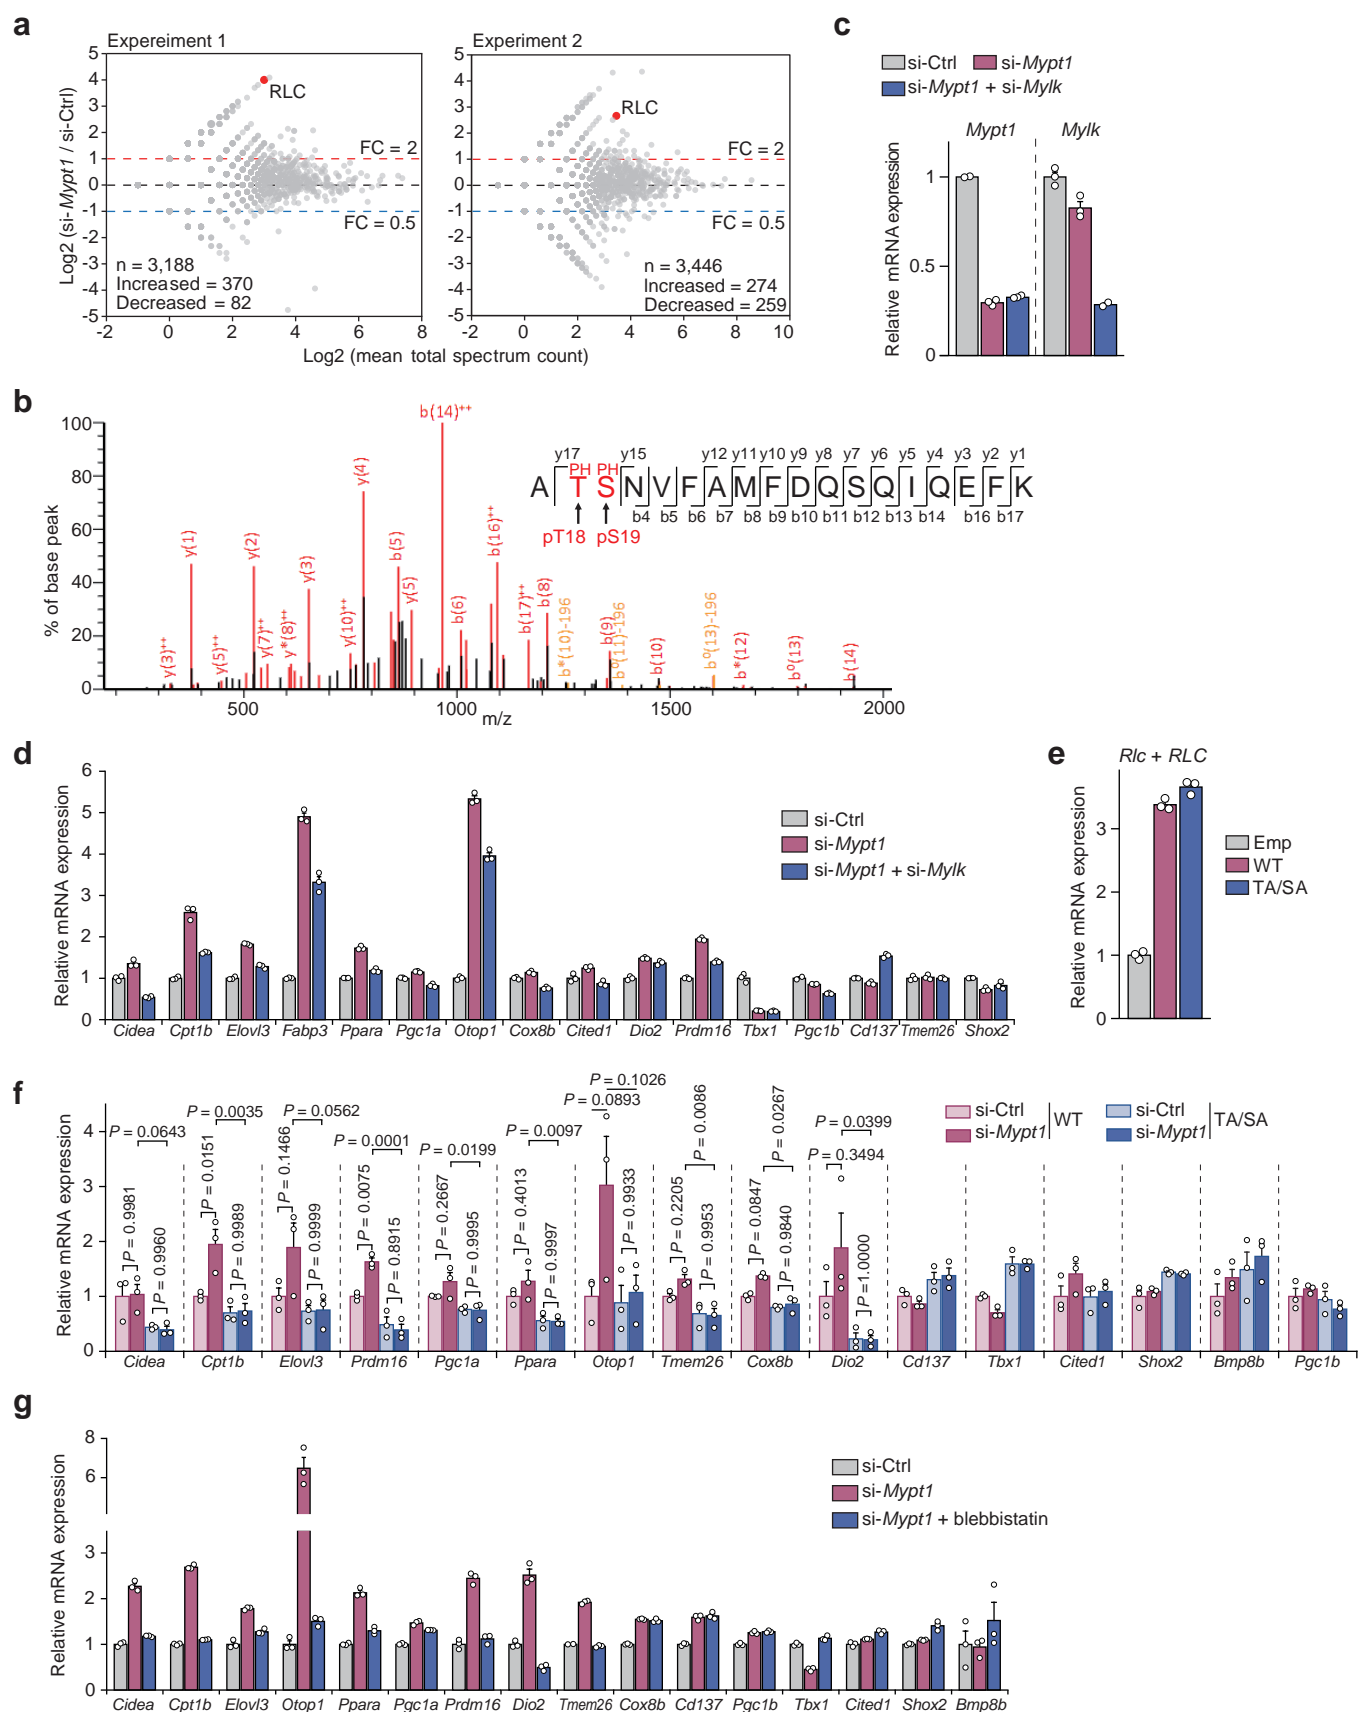

### Supplementary Fig. 2 MYPT1-PP1 $\beta$ regulates beige adipogenesis via RLC phosphorylation

(a) MA plots of si-*Mypt1* #2 / si-Ctrl phosphoproteome in im-scWAT cells on day 0 (Label-free Quantification) Left: Experiment 1, Right: Experiment 2. X-axis, log<sub>2</sub> mean of total spectrum count:: Y-axis, log<sub>2</sub> fold change of total spectrum count. The numbers of total phosphopeptides (n), phosphopeptides with increased (Increased: fold change > 2 and total spectrum count of si-*Mypt1* transfected cells > 3) and decreased (Decreased: fold change < 0.5 and total spectrum count of si-Ctrl transfected cells > 3) phosphorylation levels by MYPT1 depletion are shown. (b) Post-translational modifications of RLC identified by the phosphoproteomic analysis described in Figure 2b. Shown is a MS/MS spectrum of the P-RLC fragment from A17 to K34. (c) *Mypt1* and *Mylk* mRNA levels were quantified by RT-qPCR on day 0 in im-scWAT cells transfected with si-Ctrl alone, both si-*Mypt1* #2 and si-Ctrl, or both si-*Mypt1* #2 and si-*Mylk*. Data are mean  $\pm$  SEM of three technical replicates. (d) Thermogenic gene expression in day 8 im-scWAT transfected with si-Ctrl, si-Ctrl+si-*Mypt1* #2, or si-*Mypt1* #2+si-*Mylk*. (e) Mouse and human RLC mRNA levels in empty vector, WT-, or T18A/S19A-human RLC-transduced im-scWAT cells on day 0. (f) Changes in the expression of thermogenic genes in im-scWAT adipocytes at day 8 of differentiation overexpressing WT or T18A/S19A human RLC by depletion of *Mypt1* (si-*Mypt1* #2). (g) Effects of thermogenic gene expression by *Mypt1* depletion and blebbistatin treatment during beige adipogenesis. Cultured im-scWATs were transfected with control siRNA (si-Ctrl) or si-*Mypt1* #2, treated with 10  $\mu$ M blebbistatin, and induced for differentiation of beige adipocytes. On day 8, cells were harvested for qPCR. **c, d, e, g** Representative of two independent experiments. Data are mean  $\pm$  SEM of three technical replicates in **c, d, e, and g**. **f** One-way ANOVA with Tukey's multiple comparisons test. Source data are provided as a Source data file.

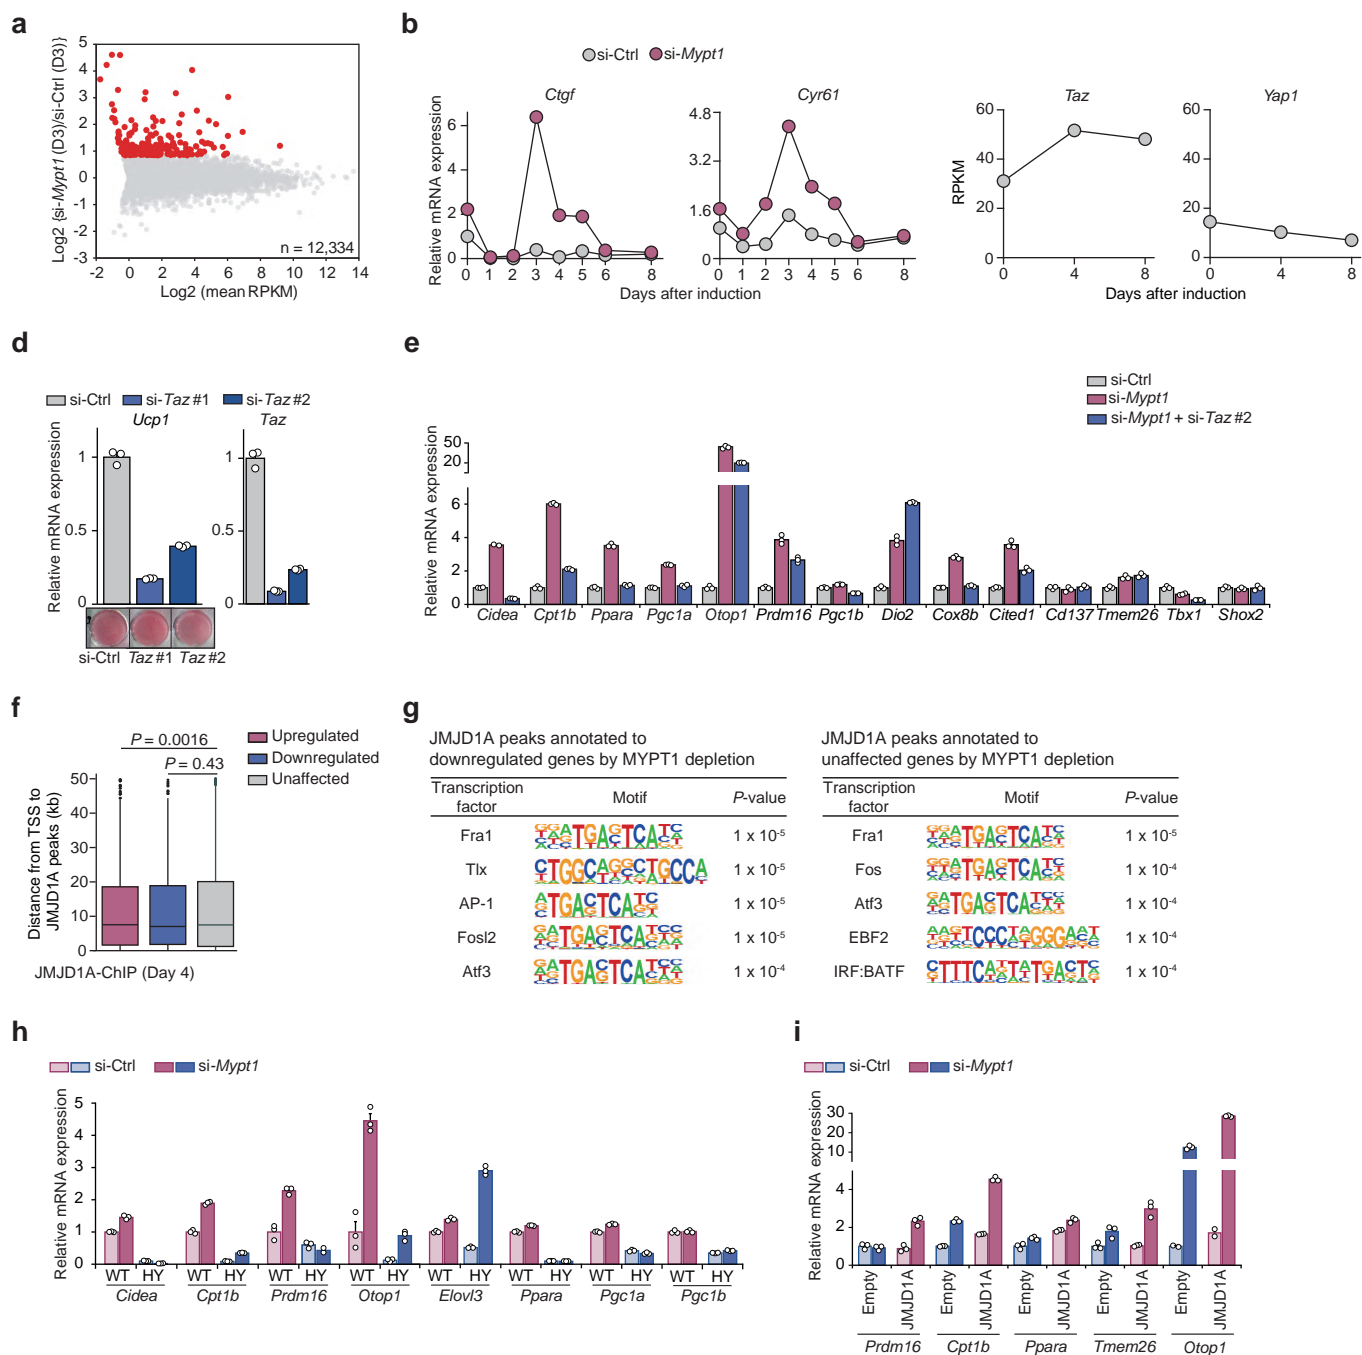

**Supplementary Fig. 3 MYPT1-PP1 $\beta$  depletion induces *Ucp1* by orchestrating epigenetic and direct transcriptional pathways through YAP/TAZ**

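The count of expressed genes depends on which library must pass the RPKM cut-off, which the legend leaves open. In the deposited day 3 libraries, 13372 genes passed RPKM 1 in si-Ctrl and 13407 in si-Mypt1 cells, and 13116 passed it in both. In at least 1 library, 13663 genes passed it. Each of these numbers exceeds the paper's 12334, so the choice of library alone does not give that number. Restricting expressed genes to protein-coding genes gave 11390.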

(a) RNA-seq MA plot of 12,334 “expressed” (RPKM > 1) in day 3 im-scWAT cells transfected with si-Ctrl or si-*Mypt1* #2 and differentiated for beige adipocyte. X-axis, log<sub>2</sub> mean of RPKM. Y-axis, log<sub>2</sub> fold change of RPKM (si-*Mypt1* day 3/si-Ctrl day 3). Red dot represents top 200 genes upregulated by MYPT1 depletion. (b) mRNA levels for *Ctgf* (left) and *Cyr61* (right) during beige adipogenesis in im-scWAT cells transfected with si-Ctrl or si-*Mypt1* #2 as determined by qPCR. (c) mRNA levels for *Taz* and *Yap1* during beige adipogenesis in im-scWAT cells as determined by RNA-seq analysis and are expressed as RPKM. (d) *Ucp1* mRNA levels on day 8 (left) and *Taz* mRNA levels on day 0 (right) were quantified by RT-qPCR in im-scWAT cells transfected with si-Ctrl or si-*Taz*. ORO staining on day 8 (bottom). (e) Thermogenic gene expression of im-scWAT transfected with si-Ctrl, si-*Mypt1* #2+si-Ctrl, or si-*Mypt1* #2+si-*Taz* #2 differentiated for beige adipocytes. (f) A boxplot showing the distance to TSS of JMJD1A peaks on day 4 annotated to upregulated (fold change > 1.5 and RPKM of si-*Mypt1* transfected cells > 1), downregulated (fold change < 1/1.5 and RPKM of si-Ctrl transfected cells > 1), and unaffected genes by MYPT1 depletion in day 3 im-scWAT cells differentiated for beige adipocytes (n = 945, n = 816, and n = 945 peaks, respectively. The same number of peaks as that annotated to the upregulated genes were randomly extracted from the peaks annotated to unaffected genes to get *P*-value in similar level). The box shows the median and first and third quartiles. *P*-values by two-tailed Mann-Whitney test. (g) Motifs identified in JMJD1A peaks on day 4 annotated to downregulated genes or unaffected genes (to get comparable *P*-value, the same numbers of JMJD1A peaks annotated to unaffected genes as that annotated to upregulated genes by MYPT1 depletion were randomly picked) by MYPT1 depletion on day 3 im-scWAT cells differentiated for beige adipogenesis described in e by known motif searching. (h) Effects of MYPT1-depletion induced thermogenic gene expression on WT and demethylation defective JMJD1A expressing cultured adipocytes. WT- or H1120Y-human JMJD1A-overexpressing im-scWATs were transfected with si-Ctrl or si-*Mypt1* #2, differentiated into beige adipocytes, and harvested on day 8 for qPCR. (i) Restoration of thermogenic gene induction by *Mypt1* depletion in catalytically inactive H1120Y-JMJD1A-expressing adipocytes through overexpression of WT-human-JMJD1A. im-scWAT pre-adipocytes expressing JMJD1A-H1120Y that were additionally transduced with either empty or WT-human JMJD1A lentiviral vector were transfected with si-Ctrl or si-*Mypt1* #2 and induced for beige adipogenesis. b, d, e, h, i Representative of three (b) or two (d, e, h, i) independent

experiments. Data are mean  $\pm$  SEM of three technical replicates in **b**, **d**, **e**, **h**, and **i**. Source data are provided as a Source data file.

**a**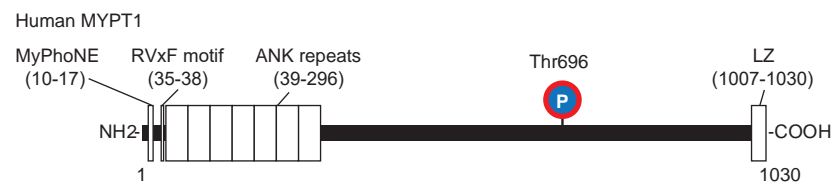**b**

T696A-human MYPT1

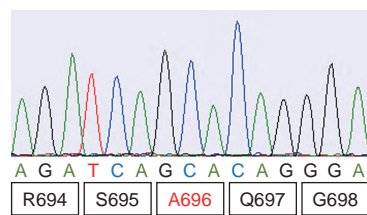**c**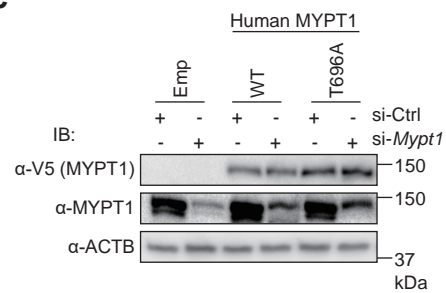

**Supplementary Fig. 4  $\beta$ -AR-PKA phosphorylation of MYPT1 inhibits MYPT1-PP1 $\beta$  activity**

(a) Domain structure of human MYPT1. Thr696 phosphorylation site is indicated. MyPhoNE; myosin phosphatase N-terminal element, ANK repeat; ankyrin repeat, LZ; leucine zipper. (b) Direct sequencing of retroviral vector for the phosphodeficient mutant version of human MYPT1: T696A (Alanine 696: GCA). (c) Immunoblotting with anti-V5 (to detect exogenous human MYPT1), anti-MYPT1 (to detect both exogenous [human] and endogenous [murine] MYPT1), or anti-ACTB antibody from WCL of WT- or T696A-human MYPT1-transduced im-scWAT cells on day 0 transfected with si-Ctrl or si-*Mypt1* #3. c Representative of two independent experiments. Source data are provided as a Source data file.

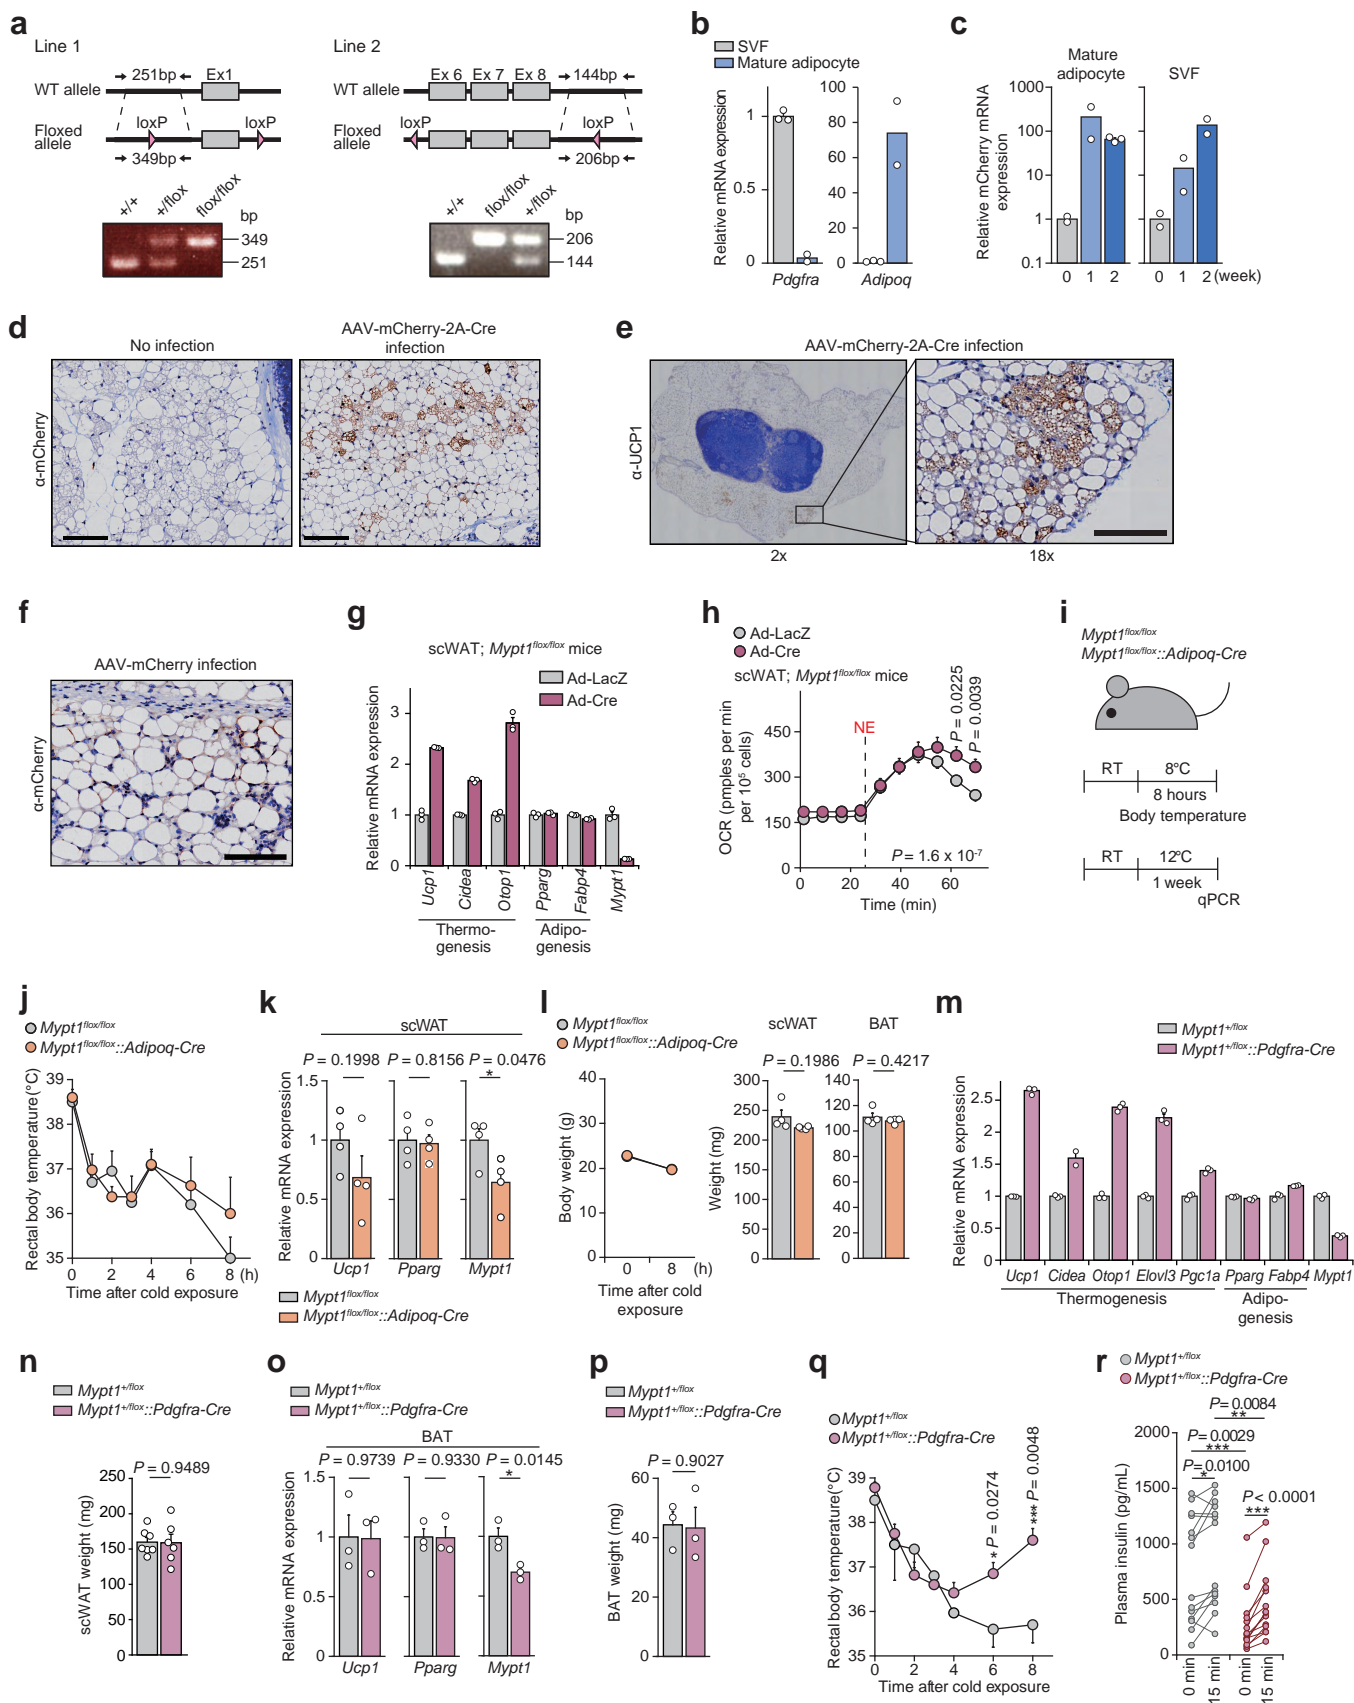

### Supplementary Fig. 5 MYPT1 is crucial for scWAT beiging in mice

(a) Schematic representation of MYPT1 knockout strategy and an ethidium bromide-stained agarose gel illustrating PCR products for genotyping WT, *Mypt1*<sup>+/*fl*ox</sup>, and *Mypt1*<sup>*fl*ox/*fl*ox</sup> mice of lines 1 (left) and 2 (right) (see Methods). Representative of three independent experiments. Ex; Exon. (b) *Pdgfra* and *Adipoq* mRNA levels in mature adipocytes and SVFs fraction isolated from AAV8-CMV-mCherry injected scWAT of WT mice. n = 3 for SVF and n = 2 for mature adipocyte. (c) *mcherry* mRNA levels in mature adipocytes (left) and SVFs (right) fraction isolated from AAV8-CMV-mCherry injected scWAT of WT mice 0, 1, and 2 weeks after the injection. n = 2 per group except the mature adipocyte samples of 2 weeks (n = 3). (d) WT mice without AAV-mCherry-2A-Cre injection and *Mypt1*<sup>*fl*ox/*fl*ox</sup> mice (line 2 of *Mypt1* floxed mice, hereafter referred to as line 2) injected with AAV-mCherry-2A-Cre (line 2) were housed at 8°C for 2 weeks and then scWAT was immunostained with mCherry. (e) UCP1 immunostaining of scWAT of *Mypt1*<sup>*fl*ox/*fl*ox</sup> mice (line 2) injected with AAV-mCherry-2A-Cre and acclimated to 12°C for 1 week. The right panel shows high-magnification images. Scale bar, 100 μm. Tissue samples for UCP1 staining were the same as in Fig. 5d. (f) mCherry immunostaining of scWAT of *Mypt1*<sup>*fl*ox/*fl*ox</sup> mice (line 2) injected with AAV-mCherry housed at 12°C for 1 week. Scale bar, 100 μm. (g) Primary pre-adipocytes isolated from SVF of scWAT of *Mypt1*<sup>*fl*ox/*fl*ox</sup> mice (line 1 of *Mypt1* floxed mice, hereafter referred as line 1) were infected with either AxCAN-LacZ (adeno-LacZ) or AxCAN-Cre (Adeno-Cre) which expresses the LacZ and Cre recombinase gene, respectively, under the control of the CAG promoter for 24 h prior to differentiation (day -1 to day 0) and then differentiated for beige adipogenesis. mRNA levels of thermogenic genes, general adipogenic genes, and *Mypt1* on day 8 were quantified by RT-qPCR. (h) NE stimulated increase in OCR of primary pre-adipocytes isolated from SVF of scWAT of *Mypt1*<sup>*fl*ox/*fl*ox</sup> mice (line 1) infected with adeno-LacZ or -Cre differentiated for beige adipogenesis assessed by Seahorse XF24 extracellular flux analyzer. The dot line indicates the time of the addition for NE. Data are mean ± SEM of 11 (adeno-LacZ) and 10 (adeno-Cre) technical replicates. Two-way repeated measures ANOVA were performed followed by post hoc Student's t-test. (i) Schematics of the acute and chronic cold exposure to *Mypt1*<sup>*fl*ox/*fl*ox</sup>::*Adipoq*-Cre mice. *Mypt1*<sup>*fl*ox/*fl*ox</sup> mice were used as controls. (j) Cold intolerance in *Mypt1*<sup>*fl*ox/*fl*ox</sup>::*Adipo*-Cre mice (n = 4 per group) (line 1). Shown is the body temperature of 8-week-old mice at different times after cold exposure at 8°C. (k) Expression of *Ucp1*, *Pparg*, and *Mypt1* mRNA in scWAT of *Mypt1*<sup>*fl*ox/*fl*ox</sup>::*Adipo*-Cre mice (line 1) acclimated to 12°C for 1 week (n = 4 per group). (l) Body weight of *Mypt1*<sup>*fl*ox/*fl*ox</sup>::*Adipo*-Cre mice (line 1) before and after 8 h cold exposure at 8°C (n = 4 per group, left). scWAT and BAT weights of *Mypt1*<sup>*fl*ox/*fl*ox</sup>::*Adipo*-Cre mice acclimated to 12°C for 1 week (n = 4 per group, right). (m) Thermogenic genes, general adipogenic genes, and *Mypt1* mRNA levels were quantified by RT-qPCR at day 8 in primary pre-adipocytes isolated from SVF of scWAT of *Mypt1*<sup>+/*fl*ox</sup>::*Pdgfra*-Cre mice (line 1) differentiated for beige adipogenesis. (n) The weights of scWAT of *Mypt1*<sup>+/*fl*ox</sup>::*Pdgfra*-Cre mice (line 2) housed at RT Data are mean ± SEM (*Mypt1*<sup>+/*fl*ox</sup> n =

7; *Mypt1*<sup>+/*flox*</sup>::*Pdgfra*-Cre n = 6)). **(o, p)** Expression of *Ucp1*, *Pparg*, and *Mypt1* mRNA in BAT of *Mypt1*<sup>+/*flox*</sup>::*Pdgfra*-Cre mice (line 2) housed at RT **(o)**. The weights of BAT of *Mypt1*<sup>+/*flox*</sup>::*Pdgfra*-Cre mice (line 2) housed at RT **(p)**. n = 3 per group. **(q)** Cold intolerance in *Mypt1*<sup>+/*flox*</sup>::*Pdgfra*-Cre mice (line 2). Data are mean ± SEM (*Mypt1*<sup>+/*flox*</sup> n = 3; *Mypt1*<sup>+/*flox*</sup>::*Pdgfra*-Cre n = 6). Shown is the body temperature at different times after cold exposure at 8°C. **(r)** Glucose stimulated insulin secretion (GSIS) in each genotype group mice fed on HFD in Fig. 5j (*Mypt1*<sup>+/*flox*</sup>: n = 14; *Mypt1*<sup>+/*flox*</sup>::*Pdgfra*-Cre: n = 14) (line 2). The data at 0 min were the same as those in Fig. 5l. Paired two-tailed t-test for comparison of glucose effect. Unpaired two-tailed Student's t-test for comparison of groups. **g** and **m** representative of two independent experiments. Data are mean ± SEM of three technical replicates in **g** and **m**. **k, l, n, o, p, and q** Unpaired two-tailed Student's t-test (log10-transformed data are used in **o** to conform to normality). Source data are provided as a Source data file.

## Supplementary References

1. Abe, Y. *et al.* JMJD1A is a signal-sensing scaffold that regulates acute chromatin dynamics via SWI/SNF association for thermogenesis. *Nat Commun* **6**, 7052 (2015).
2. Heinz, S. *et al.* Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell* **38**, 576-589 (2010).
3. Langmead, B. & Salzberg, S.L. Fast gapped-read alignment with Bowtie 2. *Nat Methods* **9**, 357-359 (2012).
4. Bolger, A.M., Lohse, M. & Usadel, B. Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics* **30**, 2114-2120 (2014).
5. Li, H. *et al.* The Sequence Alignment/Map format and SAMtools. *Bioinformatics* **25**, 2078-2079 (2009).
6. Quinlan, A.R. & Hall, I.M. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* **26**, 841-842 (2010).
7. Dobin, A. *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15-21 (2013).
8. Feng, J. *et al.* GFOLD: a generalized fold change for ranking differentially expressed genes from RNA-seq data. *Bioinformatics* **28**, 2782-2788 (2012).
9. Chen, S., Zhou, Y., Chen, Y. & Gu, J. fastp: an ultra-fast all-in-one FASTQ preprocessor. *Bioinformatics* **34**, i884-i890 (2018).
10. Ramírez, F. *et al.* deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res* **44**, W160-165 (2016).

# Supplementary material for: MYPT1-PP1β phosphatase negatively regulates both chromatin landscape and co-activator recruitment for beige adipogenesis
**Source:** Nat Commun. 2022 Sep 29;13:5715. doi: 10.1038/s41467-022-33363-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: List of identified proteins by proteomics.

# Supplementary material for: MYPT1-PP1β phosphatase negatively regulates both chromatin landscape and co-activator recruitment for beige adipogenesis
**Source:** Nat Commun. 2022 Sep 29;13:5715. doi: 10.1038/s41467-022-33363-0
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection: Illumina Sequencing Control Software v2.10.17 and HiSeq Control Software v2.2.58 for ChIP-seq and RNA-seq. Xcalibur2.2 for proteomics.

Data analysis: Trimmomatic0.39, Bowtie2.2.4.2, Samtools1.12, Picard2.25.5, Deeptools3.5.1, Enrichr, Homer4.11, STAR2.7.9a, GFOLD1.14, FASTP0.20.1 for ChIP-seq and RNA-seq analyses. ProteoWizard v3.0.11018, ProteoDiscover v1.3.0.339 and v2.1, MaxQuant v1.6.2.10, Mascot v2.4 and v2.6.1 for proteomics. Scansite 4.1.0 for database search for identification of kinase consensus sequences. ImageJ1.53k for quantification of immunoblot.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data supporting this study are available from the corresponding authors upon reasonable request. RNA-seq transcriptome data and JMJD1A ChIP-seq data (day 0 and day 4) were deposited in the Gene Expression Omnibus (GEO) database with accession number GSE202506 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202506>). JMJD1A ChIP-seq data (day 8) has already been published and deposited in the GEO database GSE107901 (<https://www.ncbi.nlm.nih.gov/geo/>

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences      ☐ Behavioural & social sciences      ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were selected based on previously studies with similar type of experiments (PMID:25948511, 26590716, 29674659).                                                                                  |
| Data exclusions | No data were excluded.                                                                                                                                                                                        |
| Replication     | Experiments were repeated at least twice with the independent biological samples using similar experimental conditions or otherwise mentioned in the respective figure legends, main text or methods section. |
| Randomization   | All experiments were conducted using randomly assigned animals and cells culture populations                                                                                                                  |
| Blinding        | For all experiments using cells and mice, blinding was not relevant because cells and mice had to be genotyped by PCR.                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                 |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                                     |                                                 |

### Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Following are the antibodies used in this study:</p> <ol style="list-style-type: none"><li>1. Anti-mouse JMJD1A mouse mAb IgG-F0618 (RCAST, The University of Tokyo, Japan)</li><li>2. Anti-mouse JMJD1A mouse mAb IgG-F0231 (RCAST, The University of Tokyo, Japan)</li><li>3. Anti-human JMJD1A mouse mAb IgG-F3640 (RCAST, The University of Tokyo, Japan)</li><li>4. Anti-mouse P-JMJD1A (pS265) rabbit pAb 11890-2 (RCAST, The University of Tokyo, Japan)</li><li>5. Anti-RLC rabbit mAb D18E2 (Cell Signaling Technology, 8505)</li><li>6. Anti-P-RLC (pSer19) rabbit pAb (Cell Signaling Technology, 3671)</li><li>7. Anti-MYPT1 rabbit pAb (Cell Signaling Technology, 2634)</li><li>8. Anti-P-MYPT1 (pThr696) rabbit pAb (Sigma-Aldrich, ABS45)</li><li>9. Anti-ACTB mouse mAb AC-15 (Sigma-Aldrich, A5441)</li><li>10. Anti-V5 mouse mAb (Thermo Scientific, R960-25)</li><li>11. Anti-H3K9me2 mouse mAb IgG-6D11 (Institute of Innovative Research, Tokyo Institute of Technology, Japan)</li><li>12. Anti-UCP1 rabbit pAb (Abcam, ab23841)</li><li>13. Anti-mCherry mouse mAb 1C51 (Abcam, ab125096)</li><li>14. Anti-UCP1 mouse mAb 536435 (R&amp;D Systems, MAB6158)</li><li>15. Anti-TOM20 rabbit pAb (Proteintech, 11802-1-AP)</li><li>16. Anti-FLAG mouse mAb M2 (Sigma-Aldrich, F3165)</li><li>17. Anti-mouse IgG-HRP (Sigma-Aldrich, A4416)</li><li>18. Anti-rabbit IgG-HRP (Sigma-Aldrich, A0545)</li></ol> |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Validation

The validation of antibodies used was performed by the individual companies and publications.

1. Anti-mouse JMJD1A mouse mAb IgG-F0618: Specificity was validated by immunoblot (Abe Y. et al., Nat Commun., 2015, 6, 7052, PMID: 25948511)
2. Anti-mouse JMJD1A mouse mAb IgG-F0231: Specificity was validated by immunoblot (Abe Y. et al., Nat Commun., 2015, 6, 7052, PMID: 25948511)
3. Anti-human JMJD1A mouse mAb IgG-F3640: Specificity was validated by immunoblot (Abe Y. et al., Nat Commun., 2015, 6, 7052, PMID: 25948511)
4. Anti-mouse P-JMJD1A (pS265) rabbit pAb 11890-2: Specificity was validated by immunoblot (Abe Y. et al., Nat Commun., 2015, 6, 7052, PMID: 25948511)
5. Anti-RLC rabbit mAb D18E2 - Manufacturer's statement: ' Monoclonal antibody is produced by immunizing animals with a synthetic peptide corresponding to residues near the carboxy terminus of human myosin light chain 2 protein. Applications: Western Blot. Species reactivity: Human, Mouse, Rat.' (<https://www.cellsignal.jp/products/primary-antibodies/myosin-light-chain-2-d18e2-rabbit-mab/8505>)
6. Anti-P-RLC (pSer19) rabbit pAb - Manufacturer's statement: ' Polyclonal antibodies are produced by immunizing animals with a synthetic phosphopeptide corresponding to residues surrounding Ser19 of human myosin light chain 2. Applications: Western Blot, Immunocytochemistry. Species reactivity: Human, Mouse, Rat, D. melanogaster.' (<https://www.cellsignal.jp/products/primary-antibodies/phospho-myosin-light-chain-2-ser19-antibody/3671>)
7. Anti-MYPT1 rabbit pAb - Manufacturer's statement: ' Polyclonal antibodies are produced by immunizing animals with a synthetic peptide correspondent to amino-terminal residues of human MYPT1. Applications: Western Blot. Species reactivity: Human, Mouse, Rat, Hamster, Monkey.' (<https://www.cellsignal.jp/products/primary-antibodies/mypt1-antibody/2634>)
8. Anti-P-MYPT1 (pThr696) rabbit pAb - Manufacturer's statement: 'This antibody recognizes phosphorylated MYPT1 at Thr696. Applications: Western Blot. Species reactivity: Human, Mouse, Primate, Rat, Canine, Xenopus, Horse, Chicken.' ([https://www.merckmillipore.com/JP/ja/product/Anti-phospho-MYPT1-Thr696-Antibody,MM\\_NF-ABS45](https://www.merckmillipore.com/JP/ja/product/Anti-phospho-MYPT1-Thr696-Antibody,MM_NF-ABS45))
9. Anti-ACTB mouse mAb AC-15 -Manufacturer's statement: 'Anti-β-Actin antibody, Mouse Monoclonal 1, 2 recognizes an epitope located on the N-terminal end of the β-isoform of actin. Monoclonal mouse anti-actin was used as a loading control for western blot analysis of rat liver protein lysates. The antibody has also been used for western blot at 0.5-1 µg/mL using cell extract of human foreskin fibroblasts or chicken fibroblasts. Species reactivity: pig, Hirudo medicinalis, bovine, rat, canine, feline, human, rabbit, carp, mouse, guinea pig, chicken, sheep.' (<https://www.sigmaaldrich.com/JP/ja/product/sigma/a5441>)
10. Anti-V5 mouse mAb - Manufacturer's statement: 'R960-25 recognizes amino acid sequence: -Gly-Lys-Pro-Ile-Pro-Asn-Pro-Leu-Leu-Gly-Leu-Asp-Ser-Thr-. This antibody is functionally tested against 20 ng of an E. coli expressed fusion protein containing a V5 epitope using a chemiluminescent substrate at a 1 minute exposure. Applications; WB, IHC, Flow cytometry, ELISA, IP, ChIP.' (<https://www.thermofisher.com/antibody/product/V5-Tag-Antibody-Monoclonal/R960-25>)
11. Anti-H3K9me2 mouse mAb IgG-6D11: Specificity was validated by ELISA, ChIP, WB, and IF (Kimura H. et al., Cell Struct. Funct., 2008, 33, 61-73, PMID: 18227620)
12. Anti-UCP1 rabbit pAb - Manufacturer's statement: ' Synthetic peptide corresponding to Human UCP1 aa 100-200 conjugated to keyhole limpet haemocyanin. Applications: Western Blot. Species reactivity: Mouse, Rat.' (<https://www.abcam.co.jp/ucp1-antibody-ab23841.html>)
13. Anti-mCherry mouse mAb 1C51 - Manufacturer's statement: 'Immunogen: Recombinant full length protein corresponding to mCherry. Applications: WB, ICC/IF, IHC-P.' (<https://www.abcam.co.jp/mcherry-antibody-1c51-ab125096.html>)
14. Anti-UCP1 mouse mAb 536435 - Manufacturer's statement: 'Immunogen: E. coli-derived recombinant human UCP1 Met1-Thr307. Applications: Western Blot, Simple Western, Immunocytochemistry, Intracellular Staining by Flow Cytometry. Species reactivity: Human, Mouse.' ([https://www.rndsystems.com/products/human-mouse-ucp1-antibody-536435\\_mab6158#product-details](https://www.rndsystems.com/products/human-mouse-ucp1-antibody-536435_mab6158#product-details))
15. Anti-TOM20 rabbit pAb - Manufacturer's statement: 'Immunogen: TOM20 fusion protein Ag2378. Applications: Western Blot, Immunoprecipitation, Immunohistochemistry, Immunofluorescence. Species reactivity: Human, Mouse, Rat.' (<https://www.ptglab.co.jp/products/TOM20-Antibody-11802-1-AP.htm>)
16. Anti-FLAG mouse mAb M2 -Manufacturer's statement: 'Anti Flag M2 antibody is used for the detection of Flag fusion proteins. Application: immunoblotting, immunoprecipitation, immunocytochemistry, immunofluorescence, ELISA, EIA, chromatin immunoprecipitation, electron microscopy, flow cytometry, supershift assays.' (<https://www.sigmaaldrich.com/US/en/product/sigma/f3165>)
17. Anti-mouse IgG-HRP -Manufacturer's statement: 'Anti-Mouse IgG (whole molecule)-Peroxidase antibody is suitable for use in immunoblot. Species reactivity: mouse.' (<https://www.sigmaaldrich.com/US/en/product/sigma/a4416>)
18. Anti-rabbit IgG-HRP -Manufacturer's statement: 'Anti-Rabbit IgG (whole molecule)-Peroxidase antibody has been used in western blotting, immunofluorescence staining, immunochemistry and immunoprecipitations. Species reactivity: rabbit.' (<https://www.sigmaaldrich.com/US/en/product/sigma/a0545>)

## Eukaryotic cell lines

## Policy information about cell lines

## Cell line source(s)

3T3-L1 (ATCC); AAV293 (Agilent); Plat-E (Cosmo Bio Co. Ltd.); NIH-3T3 (ATCC). Pre-adipocytes were isolated from the inguinal WAT of either wild type or Mypt1 flox/flox mice and immortalized by infecting retrovirus expressing SV-Large T antigen to obtain im-scWAT cells.

## Authentication

3T3-L1 and im-scWAT cells were validated by proteomics, ChIP-seq, and RNA-seq as mouse cell line (i.e. mouse-unique sequences detected). AAV293, NIH3T3, and Plat-E cells were not authenticated.

## Mycoplasma contamination

Four cell lines are tested for mycoplasma contamination and found to be negative.

Commonly misidentified lines  
(See [ICLAC](#) register)

No misidentified cell lines were used in this study.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Mypt1 floxed mice and Adipoq-Cre mice were generated as described in Methods. Pdgfra-Cre (stock 013148) mice were purchased from Jackson Laboratories. Male or female Mypt1 flox/flox mice aged 18-34 weeks, male or female Mypt1 +/-flox::Pdgfra-Cre mice aged 5-33, and male Mypt1 flox/flox::Adipoq-Cre mice aged 8 weeks were used for experiments. Littermate controls with same sex were used for experiments. Mice were maintained in a temperature- and humidity-controlled environment under a 12h light/12h dark cycle (08:00-20:00) at constant temperature (23°C) with free access to food and water. Animals were fed a normal chow diet (CE-2, CLEA Japan Inc.) from the age of 4 weeks or HFD, consisting of 58.0% fat, 15.0% protein, and 27.0% carbohydrate, from the age of 5 to 7 weeks

### Wild animals

No wild animals were used in this study.

### Field-collected samples

No field collected samples were used.

### Ethics oversight

All animal studies were approved by the Animal Care and Use Committee of The University of Tokyo and Tohoku University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Data access links

*May remain private before publication.*

ChIP-seq data were deposited in the Gene Expression Omnibus (GEO) database with accession numbers GSE202506.  
<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202506>  
The link is private until publication of the manuscript.

### Files in database submission

FASTQ and bigwig files were deposited.

### Genome browser session (e.g. [UCSC](#))

Reviewer access links of Genome browser session are as follow:  
[https://genome-asia.ucsc.edu/s/Yoshihiro%20Matsumura/mm9\\_Ucp1](https://genome-asia.ucsc.edu/s/Yoshihiro%20Matsumura/mm9_Ucp1)

## Methodology

### Replicates

JMJD1A ChIP-seq was done in one replicate.

### Sequencing depth

Number of total reads in each sample:  
im-scWAT\_D0\_JMJD1A: 29,235,913  
im-scWAT\_D4\_JMJD1A: 28,407,382

### Antibodies

1. Anti-mouse JMJD1A mouse mAb IgG-F0618 (Tohoku University Graduate School of Medicine or Division of Metabolic Medicine, Japan) (RCAT, The University of Tokyo, Japan)
2. Anti-mouse JMJD1A mouse mAb IgG-F0231 (Tohoku University Graduate School of Medicine or Division of Metabolic Medicine, Japan) (RCAT, The University of Tokyo, Japan)

### Peak calling parameters

JMJD1A: Homer (-style histone for broad peak)

### Data quality

Number of peaks in each sample using above peak calling parameter:  
im-scWAT\_D0\_JMJD1A: 36,023  
im-scWAT\_D4\_JMJD1A: 46,585

### Software

Trimmomatic0.39; Bowtie2.2.4.2; Samtools1.12; Deeptools3.5.1; Homer4.11.

How the deposited data were processed for this re-analysis (not part of the article)

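RNA-seq of 6 conditions was analysed: primary scWAT cultures transfected with si-Ctrl or si-Mypt1 at day 0 and day 8 of beige differentiation, and im-scWAT cells transfected with si-Ctrl or si-Mypt1 at day 3. Each condition had 1 library. The authors filtered the reads with fastp, aligned them to mm9 with STAR and counted reads per gene with GFOLD on the GENCODE M1 annotation. The deposited counts are whole numbers of reads per gene without normalization. The deposited RPKM values are these counts scaled by exon length and by the reads on genes in the library, with no further scaling between libraries. Recomputing RPKM from the counts and exon lengths returned the deposited values for every gene.

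Between 32530228 and 47336020 reads per library were counted on 37310 genes. Ratios of RPKM between libraries were computed without a pseudocount, with exact 95% Clopper-Pearson intervals from the counts. These intervals cover counting error only, and 3 reads were taken as the smallest detectable number. Without replicates, no p-values were computed across genes, and a comparison of reads describes those libraries, not the conditions.

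Genes were called changed at a ratio past 1.5 or under 1/1.5 with RPKM above 1, as the paper defines them. Where the paper does not say in which library RPKM had to pass 1, si-Ctrl day 8 was used for beige-selective genes and at least 1 of the libraries for expressed genes. The number of calls that counting error gives was estimated from 100 random divisions of each gene's reads between the libraries. The beige-selective genes were not chosen anew in each division. The median log2 ratio of a gene list, over members with RPKM above 1, was placed among 10000 random lists of the same size matched on mean expression in 20 bins. The lists were fixed before the data were examined, except hypoxia-inducible, fibroblast and progenitor, and macrophage and leukocyte genes. Those were written afterwards without the genes that had prompted them. The thermogenic list, though fixed beforehand, includes 7 genes that the paper names as increased in these same libraries. Promoters were the 2 kb upstream of each gene's annotated 5′ end in mm9.

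The genes named were taken from those the paper names for these cells, members of reported lists, and per comparison the 10 largest and 5 smallest ratios among genes with RPKM above 1 in at least 1 library and at least 100 reads in both libraries together. Xist and the Y-linked genes were added outside this rule after the data had been seen, and other genes named are said to have been chosen after their values were seen.

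The alternatives set at the same time as the lists were pseudocounts of 0.1 and 1, scaling by edgeR's TMM factors or DESeq2's median-ratio size factors (both computed on counts, per pair of libraries, and used for scaling only), at least 20 reads, the whole interval past the threshold, ratios past 2, RPKM cut-offs of 0.5 and 5, protein-coding genes only, other choices of the library that must pass the cut-off, a loess curve removed, other matching of random lists, and other motif definitions. The functions were tested on simulated data drawn from the real genes' means with 200 genes changed 3-fold. The changed genes had a mean RPKM above 2, and the counts held counting error (Poisson) only, without variation between cultures. All 100 raised and 100 lowered genes were called, and so were 208 of 13347 unchanged genes. The interval held the true ratio for 95.7% of 16648 genes with enough reads. These numbers check the functions and are not error rates for the real libraries. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 were used. Pathway enrichment, ChIP-seq, proteomics and qPCR were not analysed here.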

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

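The results below come from comparisons or gene lists the paper does not report on, or differ in direction between cultures or days. The tests of RNA without a poly(A) tail, proliferation and shared reads for histone genes, of calls shared under TMM scaling and of adipocyte genes beside Clec3b were chosen only after the results they measure were seen. With 1 library per condition, variation between cultures was not measured, so no pattern here can be told apart from it.

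At day 0 in primary scWAT, a comparison the paper does not report, 581 genes were increased and 764 decreased in si-Mypt1 cells. Calls from counting error alone came to 0.184 of that number, a share that does not include variation between cultures. The total under TMM scaling was 0.991 of that number, but gains and losses offset in a total, and the balance turned to 698 increased and 635 decreased genes. As TMM scaling raises every ratio at day 0 by the same factor, 1.04, no increased gene could leave and no decreased gene could join, so the share of calls kept, 0.904, follows from these numbers and is no separate test. Which direction holds more genes therefore depends on the scaling. Over expressed genes, the Spearman rho of the log2 ratio was 0.00237 with exon length and 0.189 with GC content, so a contribution of GC content to these calls cannot be excluded. At day 8, over all expressed genes, 479 were increased and 682 decreased, where the paper reports beige-selective genes.

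Interferon-response genes moved in opposite directions in the primary cultures and the cell line. Their median log2 ratio was 0.76 at day 0 (29 of 29 genes higher) and 0.64 at day 8 (26 of 26 higher) in primary scWAT, and -0.26 at day 3 in im-scWAT (27 of 30 lower). The difference between the cultures was not tested. These signs held under TMM scaling (0.81, 0.67 and -0.27) and median-ratio scaling (0.82, 0.66 and -0.26). Such a factor shifts random lists alike, so the percentile of 100 under TMM scaling is no test of scaling. At day 0 the list was also at percentile 100 of random lists matched on GC content and of those matched on gene length. Macrophage and leukocyte genes lay at percentile 55.4 at day 0 (9 genes), which gives no sign of more immune cells there. At day 8 they lay at percentile 99.9 (5 of 5 genes higher), so for the rise at day 8 immune cells in the si-Mypt1 culture stay open as an explanation. A response to the siRNA or the transfection would raise the list in im-scWAT too, but there it lay at percentile 0. Since the cell line may differ from primary cells in such a response, this explanation stays open.

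Replication-dependent histone genes had a median log2 ratio of -0.62 at day 0 and 0.77 at day 8 in primary scWAT, and 0.38 at day 3 in im-scWAT, with the same signs under TMM and median-ratio scaling. The difference between the days was not tested. If libraries differed in RNA without a poly(A) tail, snRNA and snoRNA genes could follow. They lay at percentile 0 at day 8, 70.0 at day 0 and 99.3 at day 3. Some of these genes overlap others, such as Snord42b with Rpl23a and SNORA5 with Tbrg4, so their reads could come from those genes. The list thus cannot exclude this explanation at day 0 or day 8, and for the rise in im-scWAT it stays open too. Cell-cycle genes lay at percentile 19.2 at day 8, which does not point to more proliferation there. At the other times they moved with the histone genes, with a median of -0.15 at day 0 (percentile 3.34, 17 of 20 lower) and percentile 100 at day 3, so a part of proliferation in those values cannot be excluded. With random lists matched on GC content or on gene length, the histone list stayed at percentile 100 at day 8. The summed reads of the family, which sharing between copies cannot move, had a ratio of 1.54 at day 8.

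Immediate-early genes had median log2 ratios of 0.35 at day 0 in primary scWAT and 0.81 at day 3 in im-scWAT, and SRF and actomyosin genes 0.26 and 0.52. Each was above every random list. At day 8 neither list lay outside the central 95% of random lists: immediate-early genes had 11 of 22 higher (percentile 69.7), and SRF and actomyosin genes a median of 0.12 (percentile 94.6). Whether the days differ was not tested. Cell-cycle genes had a median of 0.26 at day 3 in im-scWAT. Tests of promoter sites for these genes are given with the other observations.

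At day 0, Slc2a3, and Ak4 and Bnip3, which are named after their values were seen, were among the lower ratios in primary scWAT, which prompted a list of other hypoxia-inducible genes. Its median log2 ratio was -0.52 at day 0, at percentile 0 of random lists, also of those matched on GC content or gene length. Under TMM scaling the median was -0.46, and the percentile of 0 there is no test of scaling. In im-scWAT at day 3 the median was -0.20 (percentile 0, 19 of 23 lower). At day 8 in primary scWAT it was -0.10 (16 of 23 lower), and its percentile of 3.96 was inside the central 95%. The list was thus lower in all 3 comparisons, and outside the central 95% of random lists at day 0 and day 3. A lower hypoxia response in the si-Mypt1 culture is a candidate explanation, and whether it follows from MYPT1 depletion or from a difference in culture density or oxygen could not be tested.

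Clec3b, and Dpt, Eln and Ptn, which are named after their values were seen, were among the higher ratios at day 8. A list of other fibroblast and progenitor genes had a median log2 ratio of 0.20 at day 8, at percentile 97.7 (12 genes). More undifferentiated cells in the si-Mypt1 culture would raise these genes but lower adipocyte genes, and adipocyte genes lay at percentile 98.2, on the higher side, which goes against fewer differentiated cells. With RPKM above 5, a cut-off that also changes which genes of the list are used, the median was 0.075. At day 8, Xist reads per read on Y-linked genes in si-Mypt1 cells were 0.911 of those in si-Ctrl cells (interval 0.854 to 0.972). At day 0 this ratio was 0.994 (interval 0.911 to 1.08), which shows no difference beyond counting error there. For day 8, a small difference in the sex mix of the donor mice cannot be excluded. Macrophage and leukocyte genes had a median of 0.62 at day 8 over 5 genes, and no biological explanation for it was tested.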

How the results depend on the processing

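No paired analysis was possible because each condition had 1 library. The alternatives for the CArG box and AP-1 site, and those for hypoxia-inducible, fibroblast and macrophage genes, were chosen only after the results were seen. The thermogenic list at day 8 and YAP/TAZ targets at day 3 stayed above every random list under other choices. These were other pseudocounts, a loess curve removed, RPKM above 5 and other matching. For the thermogenic list this is no separate test, as the paper names 7 of its genes as increased in these libraries. A scaling factor moves a list and its random lists alike, so the scaling alternatives do not test these percentiles. The numbers of beige-selective and of expressed genes stayed within 1.5 times the main number under every alternative tried for them. The number of reads limits the calls: many genes near the threshold have intervals that cross it. For each change below, the cause was not tested. With RPKM above 5, macrophage and leukocyte genes gave no value at day 8 and day 3.

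With a pseudocount of 1, increased and decreased beige-selective genes numbered 68 and 84, with 68 genes of Supplementary Table 1 among the increased. At day 3 in im-scWAT there were 289 and 172, at day 0 322 and 352, at day 8 over all genes 239 and 292, and in all 3 comparisons 4 and 1. The log2 ratio of Ppp1r12a became -2.33 at day 0 and -0.97 at day 8. With the whole interval past 1.5, the same numbers were 44 and 42 (44 genes of the table), 230 and 95, 221 and 204, 156 and 155, and 1 and 1. With ratios past 2 they were 26 and 47 (26 of the table), 175 and 105, 171 and 217, 149 and 187, and 1 and 0. With RPKM above 5 they were 61 and 69 (61 of the table), 198 and 116, 240 and 236, 167 and 214, and 2 and 2. With RPKM above 0.5, 607 genes were decreased at day 3, 766 were increased at day 8 over all genes, and 16 were increased and 15 decreased in all 3 comparisons.

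With protein-coding genes only, 124 beige-selective genes were decreased, 195 genes at day 3, 487 at day 0, 370 at day 8 over all genes and 3 in all 3 comparisons. Requiring RPKM above 1 in both libraries gave 143 decreased beige-selective genes and 234 decreased genes at day 3. Under median-ratio scaling, the increased share of the changed genes at day 0 was 53.9% (708 increased and 605 decreased genes) against 43.2% with the deposited scaling, and the log2 ratio of Wwtr1 at day 0 was 0.016 in place of -0.046. TMM scaling shifted day 8 against day 0 in si-Ctrl cells by a factor of 1.22 and gave 4459 beige-selective genes.

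Among gene lists, removing a loess curve brought adipocyte genes at day 8 inside the central 95% of random lists (0.11) and hypoxia-inducible genes at day 8 outside it (-0.15). Random lists that were not matched brought general adipogenic genes (0.26) and fatty acid oxidation genes (0.11) at day 3 inside it, and YAP/TAZ targets at day 0 (0.080) and SRF and actomyosin genes at day 8 (0.12) outside it. With RPKM above 5, fatty acid oxidation genes at day 3 (0.10) and fibroblast and progenitor genes at day 8 (0.075) fell inside it and YAP/TAZ targets at day 0 (0.093) outside it. Matching on gene length put YAP/TAZ targets (0.080) and cell-cycle genes (-0.15) at day 0 outside it. Pseudocounts of 0.1 (0.19) and 1 (0.15) brought fibroblast and progenitor genes at day 8 inside it. The shorter TEAD motif GGAATG put the share of promoters (73.5%) outside it. Among single named genes, 53 other values moved past their counting interval and 386 did not.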

Differences from the paper's values

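No test in this part was chosen after the result was seen. In im-scWAT at day 3, 360 genes were decreased, against the paper's 229. Of the alternatives set before the data were examined, a pseudocount of 0.1 gave 326, a pseudocount of 1 gave 172, at least 20 reads gave 306, protein-coding genes only gave 195 and RPKM above 1 in both libraries gave 234, each within 1.5 times the paper's number. TMM scaling (374), median-ratio scaling (361), the whole interval past 1.5 (95), ratios past 2 (105) and RPKM cut-offs of 0.5 (607) and 5 (116) did not come within that range. The other numbers for these libraries were also higher than the paper's, by less than 1.5 times: 13663 expressed genes against the paper's 12334, 552 increased against 424 and 12751 unaffected against 11681.

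The paper states that TEAD motifs are found in the promoters of the increased genes. With GGAATGY, the share of the top 200 promoters was 43%, at percentile 94.2 of matched random lists and inside their central 95%. With GGAATG it was 73.5%, at percentile 99.7 and outside that range. It stayed inside with RGGAATGY (28.5%, percentile 74.7), within 1 kb (24%, percentile 85.0), over all 552 increased genes (38.9%, percentile 69.6), with random lists matched on GC content (43%, percentile 93.6) and with genes ranked under a pseudocount of 1 (44%, percentile 97.1). The paper's motif collection was not used here, its top 200 genes may differ from these, and the random lists were not matched on gene type.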

Other observations

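The tests of immediate-early genes and of knockdown depth for YAP/TAZ targets, the alternatives for promoter sites, and the counts without Ppp1r12a, were chosen only after the results were seen.

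YAP/TAZ target genes, which rose at day 3 in im-scWAT, had median log2 ratios of 0.08 at day 0 (percentile 97.2) and -0.13 at day 8 (percentile 7.26) in primary scWAT, both inside the central 95% of random lists. Whether the contexts differ was not tested. Ctgf was at 502 RPKM in si-Ctrl primary cells at day 0 and 81.3 RPKM at day 8, against 3.74 RPKM in si-Ctrl im-scWAT at day 3. A higher starting level in primary cells could limit a further rise. Across genes of the list, which are not independent replicates, the Spearman rho between the difference in starting level and the difference in log2 ratio was -0.348 at day 0 and -0.617 at day 8. The si-Ctrl levels enter both sides of this relation, but over all genes rho was -0.0843 at day 0 and -0.0104 at day 8. The value at day 0 did not reach the level set for this test, so the explanation stays open. A weaker knockdown in primary cells would need a smaller fall of Ppp1r12a there, but its ratio was 0.462 at day 8 and 0.158 at day 0, against 0.532 at day 3. Immediate-early genes were at percentile 100 at day 3, so a response at harvest cannot be told apart from a lasting change.

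Promoter sites of the transcription factors SRF and AP-1 were searched in the top 200 genes at day 3 as a hypothesis for the rise of immediate-early and actomyosin genes. The CArG box, bound by SRF, was present for 16.5% of the genes, at percentile 99.9 of matched random lists, and the AP-1 site for 33.5%, at percentile 98.5. With alternatives chosen after seeing the data, the shares within 1 kb were 10% (percentile 99.7) and 20% (percentile 99.7). The top 200 include immediate-early and actomyosin genes, whose rise prompted this search, so these shares partly restate it. Without both lists and the 10 largest ratios, 181 genes were left, of which 14.4% had the CArG box (percentile 98.5) and 33.7% the AP-1 site (percentile 98.6). These values are consistent with SRF and AP-1 acting on part of the other increased genes, but a site in a promoter does not show binding. For comparison, the TEAD motif lay at percentile 94.2 as GGAATGY and 99.7 as GGAATG. None of these random lists was matched on gene type.

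Of the decreased beige-selective genes, 57.1% were protein-coding, against 83.5% of the increased and 85.1% of all beige-selective genes. The threshold set for naming short or non-coding transcripts as the source was not reached, so this explanation stays open. Random division of reads gave 0.110 of the decreased and 0.218 of the increased beige-selective genes, without variation between cultures. The beige-selective genes were held fixed in these draws, so the share of the decreased genes can be too low.

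In all 3 comparisons, 7 genes were increased (AL772271.4, Ccnd1, Cnn1, Dusp8, Galntl4, Gas6 and Mmp2) and 5 decreased (4930583H14Rik, Gm16439, Nrn1, Ppp1r12a and U1). Shuffling the calls over genes of similar expression gave 1.12 and 1.59 genes on average, and at least as many in 2 and 233 of 10000 shuffles. The Dusp8 counted here is ENSMUSG00000043186.2, which overlaps another gene listed as Dusp8, and U1 has many annotated copies, so both are uncertain. Ppp1r12a is the targeted gene and falls by design. Without it, 4 genes were decreased in all 3 comparisons, and 769 of 10000 shuffles gave at least as many, so no excess of shared decreased genes was shown. The 3 comparisons are different cells or days, not replicates. The paper's legends name the same Mypt1 siRNA for the primary and the im-scWAT cells. Shared calls thus cannot separate loss of MYPT1 from other effects of that siRNA. Apart from Cnn1 and Ppp1r12a, these genes were named after their values were seen.

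In im-scWAT at day 3, adipocyte genes had a median log2 ratio of 0.24 (percentile 100, 18 of 22 higher), of which Cd36, Adipoq, Gpd1, Aqp7 and Cidec passed 1.5-fold upwards, and the 3 general adipogenic genes 0.26 (percentile 98.1, 3 of 3 higher).

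Mylk had a log2 ratio of 1.00 at day 0 (interval 0.93 to 1.06), -0.02 at day 8 and -0.31 at day 3. Kdm3a, which encodes JMJD1A, had log2 ratios of -0.60 at day 0 (interval -0.70 to -0.49), -0.30 at day 8 and -0.06 at day 3. Ppp1cb, which overlaps Gm15613 and Gm15614 and whose count is uncertain, had log2 ratios of 0.04 at day 0, -0.31 at day 8 and 0.23 at day 3. In im-scWAT at day 3, Wwtr1 (Taz) was at 36.7 RPKM in si-Ctrl and 46.1 RPKM in si-Mypt1 cells, and Yap1 at 13.2 and 13.6 RPKM. Wwtr1 overlaps Gm16016 and Yap1 overlaps RP23-349N15.1, so their counts are uncertain.

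In primary scWAT at day 0, the 10 largest ratios were those of Ifi27l2a, Cyp11b1, Ifi27l2b, Adcyap1r1, Sh3bgr, Ly6a, Rsad2, Agt, Ly6c1 and Htr1b, and the 5 smallest those of Gm10327, Slc2a3, Ppp1r12a, H2-Ab1 and Dennd2d. At day 8, over all expressed genes, the 10 largest were those of Fabp3-ps1, Clec3b, Ucp1, Itgbl1, Sox18, Itgax, Fabp3, Dnajc22, Itgad and Gys2, and the 5 smallest those of Gm12762, Vgf, Snord42b, Gm5643 and mt-Tm. Overlapping genes or near-identical copies make those of Ifi27l2a, Ifi27l2b, Htr1b, Slc2a3, H2-Ab1, Dennd2d, Fabp3-ps1, Fabp3, Itgbl1, Itgad and Snord42b uncertain.

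Both Xist and Y-linked genes were detected in the primary cultures, with 7.13 Xist reads per read on Ddx3y, Eif2s3y, Kdm5d and Uty in si-Ctrl cells at day 0 and 3.94 at day 8. In im-scWAT, Xist had 6 reads in si-Ctrl and 11 in si-Mypt1 cells, while Ddx3y had 2535 and 2814.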
